# Alternative polyadenylation factors link cell cycle to migration

**DOI:** 10.1186/s13059-018-1551-9

**Published:** 2018-10-25

**Authors:** Mithun Mitra, Elizabeth L Johnson, Vinay S Swamy, Lois E Nersesian, David C Corney, David G Robinson, Daniel G Taylor, Aaron M Ambrus, David Jelinek, Wei Wang, Sandra L Batista, Hilary A Coller

**Keywords:** mRNA processing, Proliferation, Quiescence, Migration, Wound healing

## Abstract

**Background:**

In response to a wound, fibroblasts are activated to migrate toward the wound, to proliferate and to contribute to the wound healing process. We hypothesize that changes in pre-mRNA processing occurring as fibroblasts enter the proliferative cell cycle are also important for promoting their migration.

**Results:**

RNA sequencing of fibroblasts induced into quiescence by contact inhibition reveals downregulation of genes involved in mRNA processing, including splicing and cleavage and polyadenylation factors. These genes also show differential exon use, especially increased intron retention in quiescent fibroblasts compared to proliferating fibroblasts. Mapping the 3′ ends of transcripts reveals that longer transcripts from distal polyadenylation sites are more prevalent in quiescent fibroblasts and are associated with increased expression and transcript stabilization based on genome-wide transcript decay analysis. Analysis of dermal excisional wounds in mice reveals that proliferating cells adjacent to wounds express higher levels of cleavage and polyadenylation factors than quiescent fibroblasts in unwounded skin. Quiescent fibroblasts contain reduced levels of the cleavage and polyadenylation factor CstF-64. CstF-64 knockdown recapitulates changes in isoform selection and gene expression associated with quiescence, and results in slower migration.

**Conclusions:**

Our findings support cleavage and polyadenylation factors as a link between cellular proliferation state and migration.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1551-9) contains supplementary material, which is available to authorized users.

## Background

Fibroblasts within the dermis bear much of the responsibility for the secretion and maintenance of extracellular matrix proteins [1]. Fibroblasts in unwounded skin are mostly in a state of quiescence in which they have reversibly exited the proliferative cell cycle [1–3]. In the initial response to a wound, mitogens and chemokines such as platelet-derived growth factor and fibroblast growth factor released by platelets and keratinocytes stimulate fibroblasts to migrate to the wound-healing environment and proliferate [1–4]. In the wounded tissue, fibroblasts secrete collagen and other extracellular matrix molecules that remodel the extracellular environment and promote the formation of a scar [3]. While fibroblasts are recognized to play an important role in normal skin and in the wound-healing environment, we do not yet have a full appreciation of the molecular mechanisms that control the changes in fibroblast behavior in the context of a wound.

We have been studying the transition between proliferation and quiescence in a model system in primary human dermal fibroblasts [5–9]. Using microarrays, we and others have shown that a shift between proliferation and quiescence is associated with a major reprogramming of gene expression patterns, and that these gene expression changes are important for the functional attributes of quiescent cells, such as their ability to re-enter the cell cycle [9–12]. Based on our previous studies showing changes in the levels of splicing factors as fibroblasts transition between proliferation and quiescence [9], and earlier studies showing that proliferating cells, stem cells, activated cells, and cancer cells rely heavily on alternative polyadenylation (APA) by preferential use of proximal polyadenylation sites [13–21], we sought to understand whether alternative isoform use [16, 22, 23] could represent a link between proliferation and migration.

To address this question, we defined the changes in isoform use and polyadenylation site selection that occur as cells transition from proliferation to quiescence. We found that APA factors are expressed at lower levels as fibroblasts become quiescent, and that knockdown of these factors results in APA and gene expression changes that overlap with the changes that occur with quiescence. Longer transcripts that end at distal polyadenylation sites tend to be more stable than shorter transcripts generated from proximal polyadenylation site use in proliferating cells. We also discovered that APA factors are functionally important for the transition to a more migratory state in proliferating versus quiescent fibroblasts and affect migration in cancer cells as well. Our data, taken as a whole, provide a deeper understanding of the role of mRNA processing in the close association between proliferation and migration.

## Results

### Entry into quiescence results in downregulation of genes involved in the cell cycle, mRNA processing, and motility

Primary human dermal fibroblasts were isolated from human skin samples as previously described [24]. Fibroblasts isolated from two different donors were collected in proliferating conditions or after being induced into quiescence by 7 days of contact inhibition (7dCI) of proliferation [7]. RNA-Seq and microarray analyses were performed to determine changes in gene expression between three samples of proliferating and matched 7dCI cells (Fig. 1a and Additional file 1: Table S1) [25]. Among the 19,673 genes monitored, transcripts from 1993 genes (10.1%) changed in expression twofold or more, demonstrating widespread changes in gene expression with contact inhibition-induced quiescence (Fig. 1b). Expression levels for 52% of these genes were upregulated in 7dCI compared with proliferating fibroblasts, and 48% were downregulated in 7dCI fibroblasts. Correlation between biological replicates analyzed by RNA-Seq was high (*R*^2^ values greater than or equal to 0.83) (Additional file 1: Figure S1A). When the same samples were analyzed with microarrays, the differential gene expression detected by microarray was largely in agreement with that detected by RNA-Seq (*r*^2^ = 0.785, *p* < 0.001) (Additional file 1: Figure S1B). Further, gene expression changes detected by RNA-Seq correlated well with the previously published “quiescence program” of gene expression changes identified in fibroblasts induced into quiescence by multiple independent conditions [9] (Additional file 1: Figure S1C). The findings support previous studies showing that quiescence is associated with regulation of a significant fraction of the genome [9, 10, 26].

**Fig. 1:**
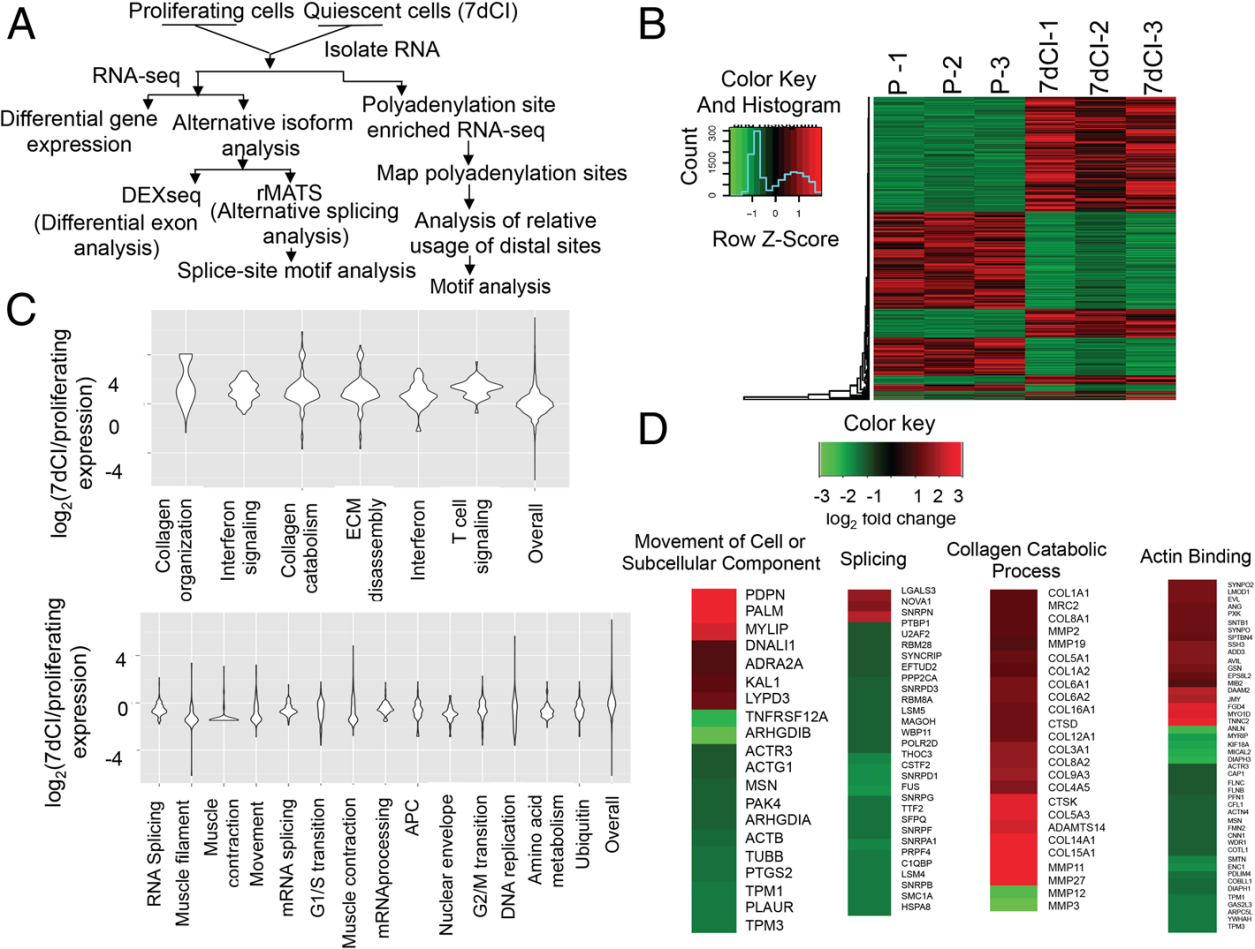
RNA-Seq analysis of gene expression changes in proliferating versus quiescent fibroblasts. **a** Schematic of RNA-Seq-based analysis of proliferating and quiescent fibroblasts performed in this study. **b** Total RNA was isolated from three independent biological replicates of proliferating fibroblasts and three matched independent biological replicates of 7dCI fibroblasts. RNA samples were converted to cDNA libraries and sequenced on an Illumina Hi-Seq 2000. Reads were aligned to the human genome (hg19 human reference sequence) and the number of reads mapping to each gene (UCSC gene annotation) in the genome was determined. A heatmap of read counts for 1993 genes with at least a twofold change in expression and a false discovery rate (FDR) < 5% is shown. Hierarchical clustering is denoted by the dendrogram to the left of the heatmap. A color key and a histogram displaying the density of genes at a given color intensity are shown in the upper left corner. **c** Gene set enrichment analysis was used to determine the gene sets most significantly upregulated (top) or downregulated (bottom) with quiescence. Gene sets are listed in descending order of statistical significance from left to right. A histogram of the log_2_(fold-change) of the normalized read count in 7dCI compared to proliferating fibroblasts for each gene in the gene set is plotted in a violin plot representation. **d** Heat maps of genes within selected gene set enrichment categories are provided. The log_2_ ratio of normalized RNA-Seq counts in 7dCI compared with proliferating fibroblasts are shown. Red indicates higher expression in quiescent than proliferating fibroblasts; green indicates higher expression in proliferating than quiescent fibroblasts. Only genes in each category that change in expression two-fold or more are included

Gene set enrichment analysis (GSEA) [27, 28] revealed that expression of genes involved in DNA replication and cell cycle regulation was downregulated in 7dCI compared with proliferating fibroblasts (Fig. 1c), consistent with cell cycle exit in contact-inhibited conditions. Expression of genes associated with extracellular matrix remodeling and collagen metabolism was upregulated with quiescence (Fig. 1c, d), consistent with our previous findings [6, 7]. Indeed, COL21A1, a collagen found associated with collagen I, is among the genes most strongly induced in quiescent compared with proliferating fibroblasts (Additional file 1: Table S2). Expression of genes in the categories of muscle filament sliding, regulation of muscle contraction, movement, and muscle contraction was downregulated in contact-inhibited compared with proliferating fibroblasts (Fig. 1c, d). Four genes involved in cell motility were among the most strongly downregulated genes with quiescence (KISS1, ACTC1, PODXL, and RLTPR) (Table 1 and Additional file 1: Table S2). Thus, we found that proliferating fibroblasts express higher levels of transcripts associated with motility and cytoskeletal remodeling.

**Table 1:** List of genes involved in motility that are altered with quiescence

Type of change (analysis)	Genes
Differential expression (DESeq)	KISS1, ACTC1, PODXL, RLTPR, PDPN, PALM, MYLIP, DNALI1, ADRA2A, KAL1, LYPD3, TNFRSF12A, ARHGDIB, ACTR3, ACTG1, MSN, PAK4, ARHGDIA, ACTB, TUBB, PTGS2, TPM1, PLAUR, TPM3
Alternative splicing (rMATS)	FYN, HGF, CD44, MAP4, ATP2B4, MYLK, ACTN1, SCARB1, FGFR1, FAT1, MYL6, TSPO, AKT2, BRAT1, ARHGAP21, GTPBP4, SOD2, FN1, WIPF1, CD58, KIF17, ITGB1BP1, GLIPR2, CALD1, LRP1, KLC1, KTN1, CHN1, POSTN, NUMB, ENPP2, KIF13A, TPM1, CLTC, MINK1, SH3KBP1, CACNA1C, DAB2, THY1, NCK1, SHC1, NFASC, IL17RC, LAMB2, PTPRM, GAS6, CCDC125, LAMA2, FLNA, SPTAN1, TPM2, CDC42BPB
UTR-type alternative polyadenylation for 2pA site-containing genes	MACF1, LMNA, DDR2, LAMC1, NAV1, PEX13, ACTR2, IL1R1, MYO1B, SP100, TRAK1, NCK1, OPA1, PDGFRA, AP3S1, TUBB, PTP4A1, FGFR1OP, ANLN, GLIPR2, AMOTL1, PTPN11, MMP14, FRMD6, SMAD3, DYNLL2, PTPRA, DOK5, COL18A1, SSX2IP, NRAS, CERS2, SDC1, DPP4, DYNC1LI1, MAP4, WNT5A, CD47, DPYSL3, LAMA4, ARHGAP18, CITED2, GNA12, STC1, EXT1, AP3M1, BLOC1S2, RRAS2, TBX5, SYNJ2BP, EMP2, AMFR, STAT3, COL1A1, CCBE1, AP3D1, SDC4, APP, RBFOX2, MYH9, RAP2C
Upstream region-type alternative polyadenylation for 2 pA site-containing genes	RDX, PEX14, DYNC2LI1, SUN1, RECK, IQGAP1, DOCK7

Transcripts associated with splicing and polyadenylation were mostly downregulated in 7dCI compared with proliferating fibroblasts (Fig. 1c, d), consistent with previous reports [9, 21]. Transcripts encoding many of the proteins that are considered core components of the spliceosome were slightly downregulated in contact-inhibited compared with proliferating fibroblasts (Additional file 1: Table S3), with three genes reaching statistical significance (U1C (2.26-fold reduction), PRPF4 (2.77-fold reduction), and PPIH (2.89-fold reduction)). Expression levels of cleavage and polyadenylation factors were also reduced with quiescence (Additional file 2). We hypothesized that in addition to changes in gene expression, alterations in mRNA processing events between proliferating and quiescent fibroblasts could also contribute to functional changes in quiescent and proliferating states.

### Quiescent fibroblasts retain more exons and introns than proliferating fibroblasts

To better understand changes in mRNA processing associated with proliferation, we investigated our RNA-Seq data further to identify examples of alternative start site, alternative splicing, or alternative polyadenylation. Applying the DEXSeq algorithm [29], we discovered 1975 exons, encoded within 1218 genes, with differential expression between proliferating and 7dCI fibroblasts (Additional file 3). Using g:Profiler [30], we found that genes that undergo alternative isoform expression in proliferating versus quiescent cells are enriched in categories of RNA binding, RNA processing, translational elongation, and RNA splicing (Table 2, Additional file 4). Thus, genes involved in RNA processing are themselves particularly likely to be alternatively processed during the transition between proliferation and quiescence.

**Table 2:** List of splicing genes undergoing differential pre-mRNA processing with quiescence

Type of pre-mRNA processing (analysis)	Splicing genes
Differential exon use (DEXSeq)	KDM1A, LUC7L, AQR, ZCCHC8, SFSWAP, U2AF2, SUGP2, SNRPA, YTHDC1, FUS, PAPOLA, HNRNPC, HNRNPH3, HNRNPM, POLR2E, SNU13, RBFOX2, SRSF5, ACIN1, PABPC1L, USB1, SNRNP70, RBM28, LSM5, CASC3, LUC7L3, DHX15, MAGOHB, SRSF9, SRSF3, PAPOLG, SF3B1, SRSF7, SRSF4, SFPQ, SRSF11, RBM25, DDX39A, SRSF6, RBM39, SNRPA1, ZRANB2, SRRM1, RBM17, CCNH, RBMX2, TRA2B, HNRNPD, SCAF11, SNRPG, SNRNP200, SREK1, RNF20, CCAR2, U2AF1, CHTOP, ZNF326, TRA2A, CDK12, SF1, HNRNPH1, RBM4B, RSRC1, GEMIN4, NPM1, SF3A3, PRPF39, ADARB1, UBL5
Alternative splicing (rMATS)	LUC7L, ZCCHC8, SRRT, HNRNPC, HNRNPH3, NHP2L1, DDX17, RBM23, PRMT5, SRSF5, ACIN1, PQBP1, SNRNP70, POLR2I, DDX5, MAGOHB, SRSF3, PRPF4B, SF3B1, SRSF7, TIA1, SRSF11, RBM25, DDX39A, SRSF6, SNRPB, DNAJC8, RBM39, SNRPA1, SRRM1, PNPT1, HNRNPD, SCAF11, MBNL1, SREK1, AFF2, RBPMS, U2AF1, CHTOP, SRSF2, TRA2A, HNRNPH1, PRPF39, UBL5, DDX39B
UTR-type alternative polyadenylation for 2pA site-containing genes	WDR77, SNRNP40, SF3A3, CHTOP, TSEN15, KHDRBS1, RBM17, HNRNPH3, CSTF3, RBM4B, MAGOHB, SART3, CMTR2, TXNL4B, POLR2C, SF3B3, SRSF2, RNMT, GTF2F1, KHSRP, HNRNPUL1, PTBP1, CIR1, TIA1, GCFC2, APP, RBFOX2, NHP2L1, POLDIP3, ISY1, NCBP2, RSRC1, POLR2H, PAPD4
Upstream region-type alternative polyadenylation for 2 pA site-containing genes	HNRNPR, WBP11, RBBP6, SAFB2, PRPF4B, PSIP1, ZRSR2

To better understand the frequency of specific types of splicing events that occurred differentially in proliferating and quiescent fibroblasts, we applied the rMATS computational algorithm [31–33] (Fig. 2a, Additional file 5). Skipped exons (exons that are present in proliferating, but not quiescent, cells or vice versa) were the most common type of event detected (319 events, 53% of events). Of the splicing events detected by rMATS, 39% were also detected by DEXSeq. More exons were preferentially included in quiescent compared with proliferating conditions, than proliferating compared with quiescent conditions (1.5-fold, Fisher’s exact test, two-tailed *p* value = 0.013) (Fig. 2a). These exon-switching events provide opportunities for regulation of protein function based on the inclusion or exclusion of individual exons. Introns were significantly more frequently retained in quiescent than proliferating fibroblasts (3.7-fold, Fisher’s exact test, two-tailed *p* value < 0.0001) (Fig. 2a). 8.2% of the transcripts associated with retained intron events are annotated as nonsense-mediated decay (NMD) candidates (18 unique NMD transcripts/220 total unique intron retention transcripts in the Ensembl database). Gene ontology (GO) analysis of the differentially spliced genes revealed that genes that undergo alternative splicing with quiescence are enriched for the categories of RNA binding, RNA processing, and RNA splicing (Table 2 and Additional file 6), consistent with a growing literature demonstrating that genes involved in mRNA splicing are themselves regulated by splicing events [30, 34–37].

**Fig. 2:**
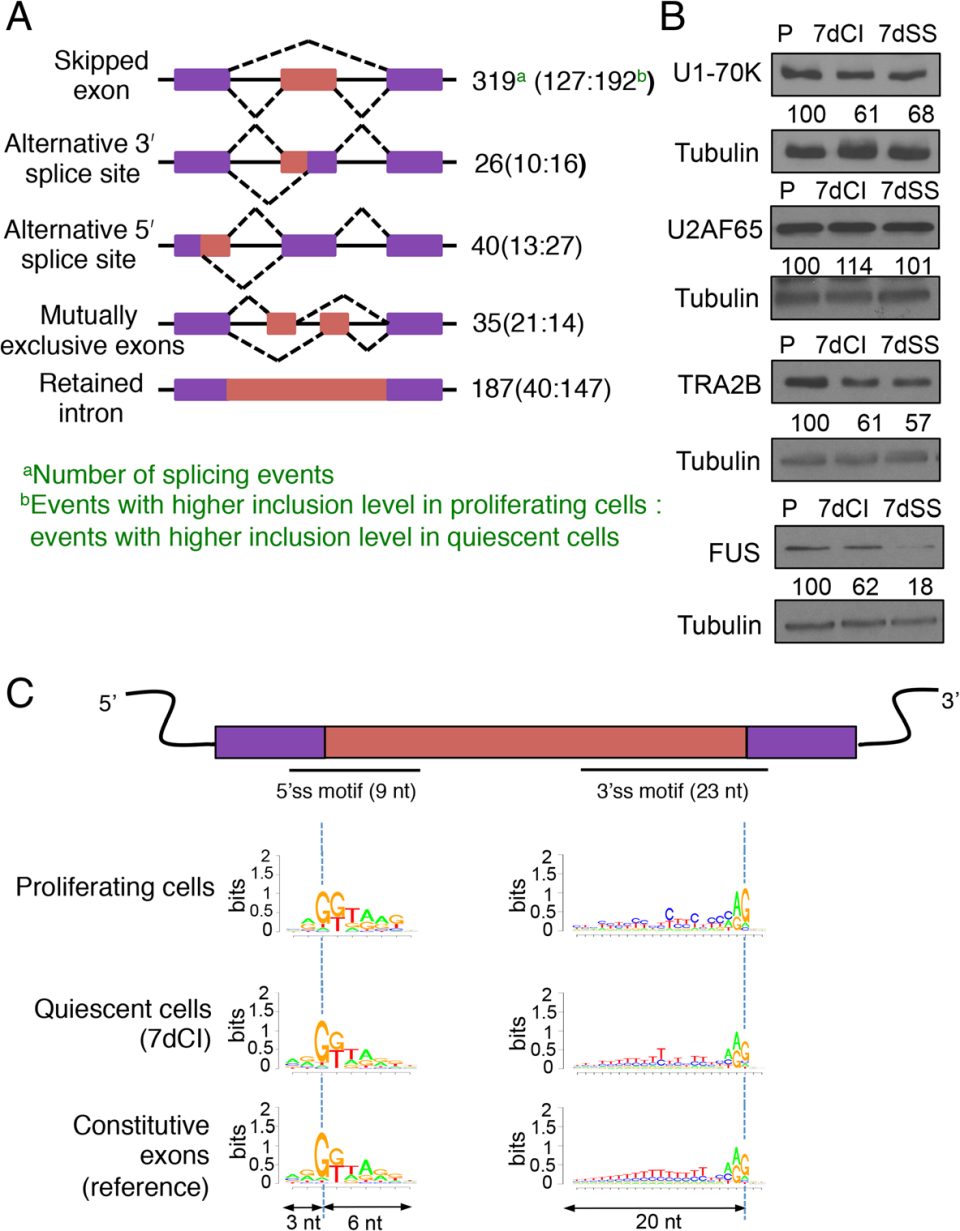
Differential splicing in proliferating and quiescent fibroblasts. **a** rMATS was applied to RNA-Seq data from three biological replicates of proliferating fibroblasts and three biological replicates of contact-inhibited fibroblasts. Splicing events with an FDR < 0.05 are shown. The total numbers of splicing events are reported. In parentheses, the number of events with higher inclusion in proliferating fibroblasts is provided, followed by the number of events with higher inclusion in quiescent fibroblasts. Skipped exons were significantly more likely to be included in quiescent fibroblasts (Fisher’s exact test, two-tailed *p* value = 0.013). Introns were significantly more likely to be retained in quiescent fibroblasts (Fisher’s exact test, two-tailed *p* value < 0.0001). **b** Immunoblotting of splicing factors in proliferating and quiescent fibroblasts. Levels of core splicing factor U2AF65 were similar in proliferating and quiescent fibroblasts. U1-70 K and auxiliary factors TRA2β and FUS were expressed at lower levels in 7dCI and 7dSS compared with proliferating fibroblasts. α-Tubulin was analyzed as a loading control. The ratio of splicing factor to tubulin, normalized to proliferating cells, is shown below. **c** Sequence logos [120] are provided for 5′ and 3′ sequences for exons that are constitutively spliced, and introns that are preferentially retained in proliferating or quiescent cells. The *y*-axis indicates bits of information [121]. 3′ splice site sequences were different between proliferating versus constitutive conditions (*p* value < 0.01 for constitutive versus retained in proliferating conditions, ANOVA with Tukey’s multiple comparison test) and quiescent versus constitutive conditions (*p* value < 0.01 for constitutive versus retained in quiescent conditions)

### Some auxiliary splicing factors are downregulated in quiescent fibroblasts

To understand the changes in splicing in quiescent compared with proliferating fibroblasts, we investigated changes in the expression of splicing factors. Our RNA-Seq data revealed that expression from RNA splicing genes is modestly downregulated in contact-inhibited fibroblasts (Fig. 1c, d and Additional file 1: Table S3). We monitored protein levels of splicing factors with immunoblotting in fibroblasts that were proliferating or induced into quiescence by 7 days of contact inhibition (7dCI) or by serum starvation (7dSS). Levels of essential splicing factor U2AF65 were similar in proliferating and quiescent fibroblasts. Levels of core factor U1-70K and auxiliary factors TRA2β and FUS were downregulated in quiescent compared with contact-inhibited fibroblasts (Fig. 2b). Lower levels of some splicing factors in quiescent fibroblasts may contribute to the increased intron retention in quiescent conditions [38, 39].

### Weaker splice sites for retained introns

In addition to lower levels of splicing factors, intron retention has been associated with weak splice sites [40, 41]. To better understand why some introns are retained in proliferating or quiescent cells, we analyzed the extent to which 5′ splice sites (9-nt length) and 3′ splice sites (23 nt) of differentially retained introns match consensus splice sites [42]. We determined the probability of observing each sequence given the position weight matrix for consensus splice sites. Sequences at splice sites for introns differentially retained in proliferating or quiescent states matched the consensus sequence less well than the sequences near constitutively spliced exons, with a strong effect at the 3′ splice site (Fig. 2c). These findings are consistent with previous studies that also showed that 3′ splice sites are enriched for C’s compared with T’s in the polypyrimidine tracts of introns that are retained [43]. Thus, in proliferating fibroblasts that have higher levels of most splicing factors, intron retention may be especially sensitive to the 3′ splice sequence.

### A shift toward the use of more distal polyadenylation sites in quiescence

A shift toward the use of distal polyadenylation sites has been observed in previous studies that showed that non-dividing cells [21] and differentiated cells [18, 20, 44, 45] predominantly use distal polyadenylation sites, while proliferating cells [18, 21] and cancer cell lines [20, 45, 46] tend to use proximal polyadenylation sites. Our DEXSeq analysis revealed that many of the changes in isoform expression detected between proliferating and 7dCI fibroblasts involve the last exon of the analyzed transcript and would result in a change in polyadenylation site. For example, Inverted Formin, FH2 and WH2 domain (INF2), and brother of CDO (BOC) (Fig. 3a) exhibit alternative use of terminal exons in proliferating and 7dCI fibroblasts. Real-time PCR with isoform-specific primers confirmed that for both INF2 and BOC, the transition to quiescence in response to either 7dCI or 7dSS resulted in a change in polyadenylation site selection (Fig. 3b). For INF2, the strongest effect was a decrease in the use of the proximal polyadenylation site. For BOC, the strongest effect was an increase in the use of the distal polyadenylation site in quiescent fibroblasts. Restimulation of 7dCI fibroblasts to a proliferative state resulted in a reversal back toward a polyadenylation site selection profile more similar to that in proliferating cells for both INF2 and BOC.

**Fig. 3:**
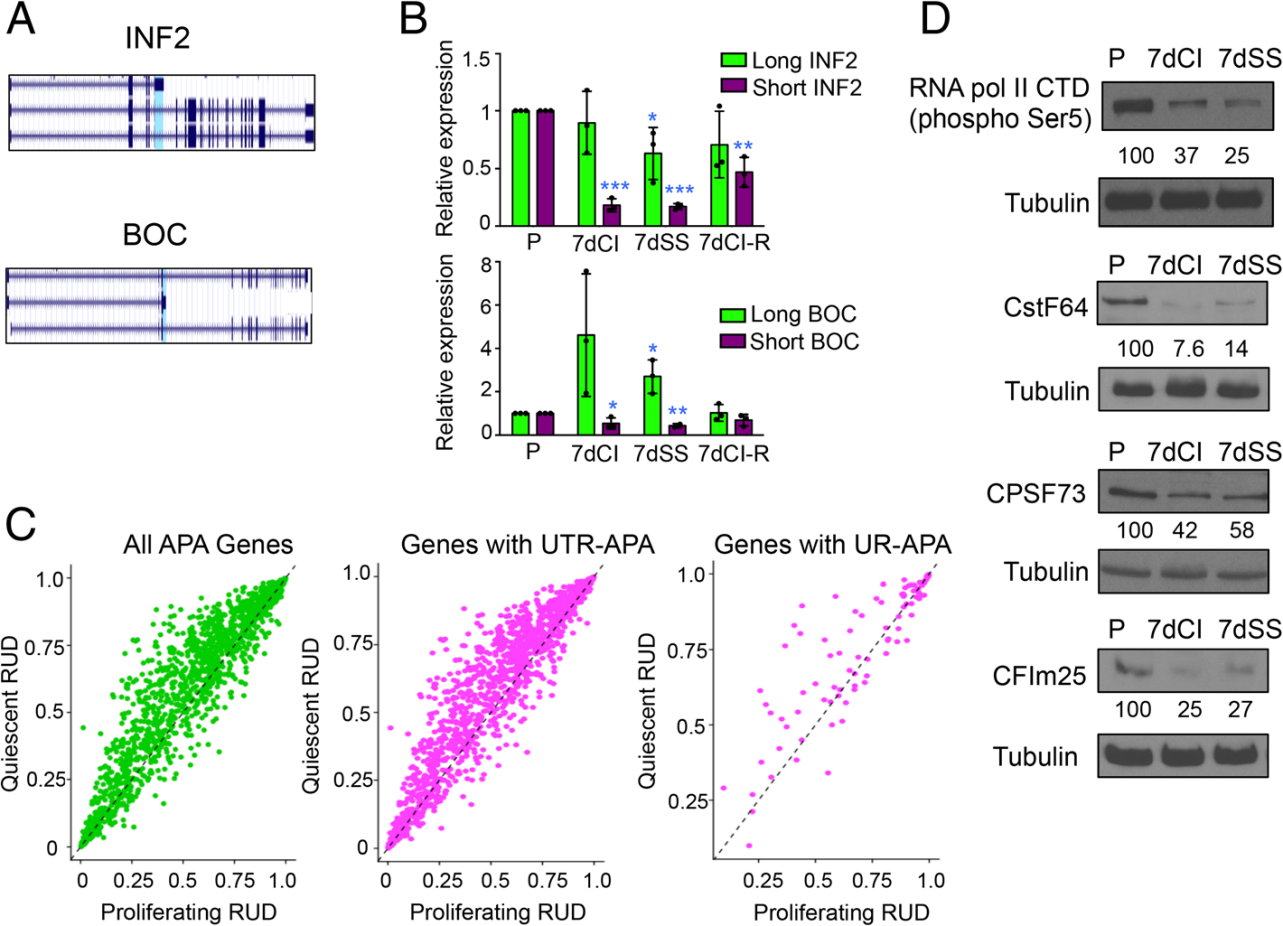
Use of distal polyadenylation sites and lower levels of cleavage and polyadenylation factors during quiescence. **a** UCSC Genome browser views showing the long and short isoforms of INF2 and BOC. The differentially expressed exon is highlighted in cyan. **b** Real-time PCR validation of APA with quiescence. cDNA samples generated from fibroblasts that were proliferating, quiescent by contact inhibition or serum starvation, or induced into quiescence by serum-starvation and then restimulated, were analyzed with real-time PCR. Primers were designed to recognize the short (terminating at the proximal polyadenylation site) or long (terminating at the distal polyadenylation site) isoforms of INF2 or BOC. Transitioning fibroblasts into quiescence resulted in reduced expression of the short isoform of INF2 and increased expression of the long isoform of BOC. Restimulating quiescent fibroblasts resulted in expression patterns of the short and long isoforms that more closely resemble proliferating cells. Plots show individual datapoints as dots. Bar graphs represent mean and average ± S.D. The number of replicates for all conditions for short and long INF2 is 3. The number of replicates for all conditions for long BOC is 3. The number of replicates for P, 7dCI, and 7dCI-R for short BOC is 3. The number of replicates for 7dSS for short BOC is 2. Statistical significance in knockdown cells compared to control cells was determined for long and short isoforms with two-tailed, unpaired *t* tests. For all figures, one asterisk indicates *p* value < 0.05. Two asterisks indicate *p* value < 0.01. Three asterisks indicate *p* value < 0.001. **c** A shift toward expression of longer isoforms in quiescent fibroblasts. Proliferating and 7dCI were analyzed by polyadenylation site-enriched RNA-Seq. Relative use of the distal polyadenylation site (RUD) for individual genes in proliferating fibroblasts is plotted on the x-axis and RUD for the same gene in quiescent conditions is plotted on the y-axis. The dashed black line indicates *y* = *x*. The first plot (left) displays all genes with two detected polyadenylation sites. The middle plot displays UTR APA genes and the final plot (right) shows the same data for genes that undergo UR APA. **d** Immunoblotting was performed on protein lysates collected from proliferating, 7dCI and 7dSS fibroblasts for CstF-64, CFIm25, and CPSF73. Phosphorylation of serine 5 on RNA pol II CTD was monitored by immunoblotting and levels decline with quiescence. α-Tubulin was monitored as a loading control

To generate a large-scale dataset that would clearly define the 3′ ends of transcripts in proliferating and quiescent (7dCI) fibroblasts, we applied polyadenylation site-enriched RNA-Seq [47]. 

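Polyadenylation site-enriched RNA-Seq sequences the 3′ ends of polyadenylated transcripts, so that each read can be assigned to the site at which its transcript was cleaved. Primary human fibroblasts of 2 strains were sequenced while proliferating and after 7 days of contact inhibition (7dCI), with 1 library per strain in each state, so that every comparison sets 2 libraries against 2. The authors removed adapter and polyA tail sequences, aligned the reads to hg19 (GRCh37) with TopHat, assigned them to the sites of the PolyAsite atlas and deposited the counts on each site without normalization. The counts total 5928745 in strain 1 and 4874107 in strain 2 for proliferating fibroblasts, and 5569482 and 4785981 for 7dCI fibroblasts. They fall on a list of 203446 sites, of which 88449 are in terminal exons (TE), 97292 in introns (IN) and 17705 in other exons (EX), and 137809 have 0 counts in all 12 samples of the study. From these counts, sites with at least 10 counts in every one of the 12 samples were kept here, which left 11406 sites. The methods ask for at least 10 counts across all the samples, and reading this as the sum over the 12 samples keeps 40202 sites. A gene with exactly 2 kept sites entered the comparisons of proximal and distal use, with RUD averaged over the 2 strains and a gene counted as changed where the difference in mean RUD was above 0.05. The paper's text names no test for a single gene, so edgeR's quasi-likelihood test of differential use of a gene's 2 sites (diffSpliceDGE) was run beside this rule. For expression, the counts on all TE, IN and EX sites of a gene were added up and compared with edgeR's quasi-likelihood test after TMM normalization.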

With polyadenylation site-enriched RNA-Seq, ~ 64% of all mapped sequencing reads matched a polyadenylation site (Additional file 1: Table S4). 

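The deposited counts amount to 97.5 to 97.9% of the reads that Table S4 gives as matching polyadenylation sites in each library. Table S4 heads the second 7dCI library with another strain label than the deposited counts, which were followed here. Reads without a site were not analysed here. Sites in terminal exons held 98.2 and 98.3% of the counts in the proliferating libraries and 98.6% in both 7dCI libraries. The gene with the most counts was FTL, with 4.19 and 2.91% of the counts in proliferating fibroblasts of strains 1 and 2 and 5.71 and 5.90% in 7dCI fibroblasts. A gene with 2 kept sites had a median of 266 and 235 counts in the proliferating libraries and of 243 and 199 counts in the 7dCI libraries, which sets the precision of a single RUD value.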

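Exactly 2 kept sites were found in 1525 genes, against 5490 genes with 1 kept site and 783 with more than 2. The proximal site lies in a terminal exon in 1336 of the 1525 genes, in an intron in 77 and in another exon in 112. The distal site lies in a terminal exon in 1514 genes and elsewhere in 11. The median distance between both sites of a gene is 646 nt. The type does not tell whether 2 terminal exon sites lie in the same exon. Some lie far apart, such as 29855 nt in PEX13. Positions are those of the authors' table on hg19, and all 18829 polyadenylation hexamers it lists for the kept sites were found at the stated place of the GRCh37 sequence. The authors' supplementary table of RUD values holds 1514 genes, of which 1511 were matched by name here, and no RUD value differed by more than 5.5e-07 between the 2 tables. The other 3 names in that table are dates.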

Polyadenylation site-enriched RNA-Seq data were used to determine the relative use of the distal (RUD) (reads mapping to the distal polyadenylation site/total reads from proximal and distal polyadenylation sites) for each gene in proliferating and 7dCI conditions for detected genes with two polyadenylation sites (Additional file 7). For genes with greater than two polyadenylation sites (Additional file 8), a more general parameter called relative site usage (reads mapping to a polyadenylation site/total reads from all polyadenylation sites) was used. 

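Relative site usage was computed for the 783 genes with more than 2 kept sites, again as the mean over both strains. With quiescence, the share of the most distal site was higher by more than 0.05 in 314 genes and lower by more than 0.05 in 36. In 239 and 16 of these genes, respectively, the difference was above 0.05 in each strain on its own. The share of the most proximal site moved the other way, with 228 genes lower and 39 higher. The median difference for the most distal site was 0.030 in strain 1 and 0.0338 in strain 2. Between proliferating fibroblasts and fibroblasts that received a control siRNA, which both grow, the most distal share was higher in 35 genes and lower in 72.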

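Across the 1525 genes, the RUD values of strain 1 and strain 2 had a Pearson correlation of 0.975 in proliferating fibroblasts and 0.967 in 7dCI fibroblasts. These are correlations across genes within a pair of libraries, and genes are not independent replicates. The median absolute difference in RUD between the strains was 0.0286 in proliferating and 0.0305 in 7dCI fibroblasts. A difference above 0.05 between the strains was found in 476 genes (31.2%) in the proliferating state and in 551 genes (36.1%) in the 7dCI state. Keeping only sites with at least 20 counts in every sample raised the correlations to 0.98 and 0.975.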

Data were highly reproducible when different biological replicates of proliferating and 7dCI samples were compared (Additional file 1: Figure S2A). 

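RUD was higher in 7dCI than in proliferating fibroblasts for 1085 of the 1525 genes in strain 1 and for 1084 in strain 2. The median difference was 0.0265 in strain 1 and 0.0373 in strain 2. Across genes, the differences in both strains, which share no library, had a Pearson correlation of 0.659 (permutation of genes, p = 1e-04, the smallest these permutations can give). edgeR's quasi-likelihood test of differential site use with Benjamini-Hochberg adjustment called 268 genes at an adjusted p under 0.05, 249 with greater distal use in 7dCI and 19 with greater proximal use. At an unadjusted p under 0.05 it called 482 genes, where chance alone gives 76.25. With the strain as a replicate block the adjusted counts were 355 and 35. The alternative that moved these counts most was a quasi-binomial model fitted to each gene on its own, which called 0 genes after adjustment and 302 at an unadjusted p under 0.05.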

Using polyadenylation site-enriched RNA-Seq, we confirmed the previous finding [21] of a shift toward the use of more distal polyadenylation sites upon entry into the quiescent state through contact inhibition (Fig. 3c, Additional file 7). 

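By the difference in mean RUD, 720 of the 1525 genes changed with quiescence, 631 (87.6%) toward the distal site and 89 toward the proximal site. The change had the same direction in both strains for 678 genes (94.2%) and was above 0.05 in each strain for 496. The alternative that moved the split most was the sum of 10 counts over the 12 samples as the minimum per site, with 912 genes toward the distal site and 388 toward the proximal site (70.2% distal). With strain 1 left out, the genes toward the proximal site numbered 135. For comparison, 295 genes passed the same threshold when each side held 1 proliferating and 1 7dCI library of different strains, and 409 when strain 1 was set against strain 2. Counting error alone, simulated 100 times from the pooled shares, gave a mean of 211.7 genes (range 184 to 234). The largest rises that were also called by edgeR's quasi-likelihood test were in LAMA4, WWTR1 and PTPN9. In LAMA4, with sites at 112574992 and 112430321 on chromosome 6, RUD was 0.268 ± 0.0131 (SD, n = 2) in proliferating and 0.774 ± 0.00467 (SD, n = 2) in 7dCI fibroblasts, with an adjusted p = 0.00579 from edgeR. Both LAMA4 sites are typed as terminal exon but lie 144671 nt apart, so a change of length within a single 3′ UTR is not shown. The rise was 0.486 for WWTR1 on chromosome 3 (adjusted p = 2.3e-04) and 0.471 for PTPN9 on chromosome 15 (adjusted p = 3.2e-04) in edgeR's test, each in both strains. The largest falls were in AMN1 (-0.249, adjusted p = 0.0460), CYHR1 (-0.231, adjusted p = 0.0173) and OBSL1 (-0.221, adjusted p = 0.0364), likewise in both strains and from edgeR's quasi-likelihood test.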

Eighty-eight percent (628 out of 714) of genes with two polyadenylation sites, and with significant changes (|RUD| > 0.05) in alternative polyadenylation (APA) between the two cell states, were longer (greater use of distal pA sites compared to proximal pA sites) in the quiescent compared with the proliferating fibroblasts. 

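Among the 631 genes with greater distal use in 7dCI fibroblasts, the proximal site was in a terminal exon in 574 (91.0%) and in an intron or another exon in 57 (9.03%). Among the 89 genes with greater proximal use, 73 had the proximal site in a terminal exon and 16 upstream of it. Of the 249 genes that edgeR's test called toward the distal site, 218 had a proximal site in a terminal exon and 31 had one in an intron or another exon. The split depended on the minimum per site, though the authors' list of genes argues against the summed minimum. With 10 counts summed over the 12 samples, 609 genes (66.8%) were of the first kind and 303 (33.2%) of the second.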

For 572 of these 628 genes (91%), the proximal polyadenylation site localizes to the 3′ untranslated region (UTR; termed as UTR APA) (Fig. 3c), while for the remaining 9% of genes, the proximal polyadenylation site is found in the region upstream of the 3´ UTR (upstream region (UR) APA) including introns and exons. Genes with two polyadenylation sites that undergo APA with quiescence were enriched in genes involved in RNA splicing and processing (Table 2 and Additional file 9). 

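Table 2 lists 34 genes with UTR APA and 7 with UR APA, and all have exactly 2 kept sites here and pass the RUD threshold. RUD rose in 30 and fell in 4 of the UTR APA genes, with differences between -0.123 and 0.296, and both strains went the same way in 33. edgeR's quasi-likelihood test called 10 of the 34 over all genes tested, 13 when adjusted over the list alone and 21 at an unadjusted p under 0.05. With the strain as a block it called 15. Of the UR APA genes, 4 rose and 3 fell, with differences between -0.111 and 0.0827, and both strains went the same way in 6. None of these 7 was called, over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. The lists were drawn up from these same libraries, so the counts adjusted over the list alone are not independent evidence.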

Genes that undergo APA with quiescence also included genes involved in cell migration (Table 1).

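Table 1 holds 61 genes with UTR APA and 7 with UR APA that are among the changed genes here. In the first group RUD rose in 56 and fell in 5, from -0.169 to 0.506, with the same direction in both strains for 58. edgeR's quasi-likelihood test called 15 of the 61 over all genes, 25 adjusted over the list alone and 35 at an unadjusted p under 0.05, and with the strain as a block it called 32. In the second group RUD rose in 6 and fell in 1, from -0.0672 to 0.455, with the same direction in both strains for all 7. The test called 5 of these over all genes and 6 adjusted over the list alone. As the study chose both lists on these samples, the adjustment over the list alone is not independent evidence. RECK, an example of UR APA, uses an intronic site at 36086181 and a terminal exon site at 36124448 on chromosome 9. Its RUD rose by 0.274 in strain 1 and 0.338 in strain 2, from 0.604 ± 0.0225 (SD, n = 2) to 0.910 ± 0.0231 (SD, n = 2), with an adjusted p = 9.9e-04 from edgeR's test.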

### Reduced levels of mRNA processing factors in quiescent fibroblasts

To better understand the regulation of polyadenylation site use with quiescence, we monitored the levels of APA factors in proliferating and quiescent fibroblasts. Cleavage and polyadenylation of pre-mRNA transcripts are mediated by the coordinated activity of three core protein complexes [16]. The cleavage and polyadenylation specificity factor (CPSF) complex recognizes a hexameric sequence (AAUAAA or a similar sequence) in a 50-nt region upstream of the cleavage site [48, 49]; the 3′ pre-RNA, subunit 2, 64 kDa (CSTF2 or CstF-64) subunit of the CstF complex recognizes a U-rich or G/U-rich region about 20–40 nucleotides downstream of the cleavage site [19, 50–53]; and Nudix (nucleoside diphosphate linked moiety X)-type motif 21 (NUDT21 or CFIm25) recognizes UGUA sequences upstream of the cleavage and polyadenylation sites [54]. CPSF73, a component of the CPSF complex, is the endonuclease that performs the cleavage event at the hexameric sequence [55]. Increased levels of CSTF complex proteins have been associated with the use of proximal polyadenylation sites [19, 56, 57], while the CFIm complex has been reported to repress the use of proximal polyadenylation sites [45, 57, 58]. Our RNA-Seq data revealed that most of the core polyadenylation factors and auxiliary factors associated with cleavage and polyadenylation are modestly downregulated at the transcript level in quiescent compared with proliferating fibroblasts (Additional file 2). Among the core factors, CstF-64/CSTF2 is strongly and significantly (3.1-fold) downregulated at the transcript level. Using immunoblotting, we found that the protein levels of CstF-64, CPSF73, and CFIm25 are lower in 7dCI or 7dSS than in proliferating fibroblasts (Fig. 3d). By monitoring the extent of Serine 5 phosphorylation of RNA pol II carboxyterminal domain (CTD) as an indication of transcription initiation rate [59] with immunoblotting, we found that CstF-64 downregulation at the protein level with quiescence was stronger than the reduction in transcription initiation (Fig. 3d).

### Knockdown of cleavage and polyadenylation factors replicates polyadenylation site selection with quiescence

To better understand the role of cleavage and polyadenylation factors in polyadenylation site selection with quiescence, we introduced siRNAs that target CstF-64, CPSF73 or CFIm25, or a control siRNA, into fibroblasts. Strong knockdown of the targeted gene was confirmed with real-time PCR (Additional file 1: Figure S3). In comparison to control cells, knockdown of these polyadenylation factors did not significantly affect cell viability (Additional file 1: Figure S4A and B). We tested whether knocking down the expression of cleavage and polyadenylation factors results in changes in the levels of shorter and longer isoforms of genes that undergo APA with quiescence using real-time PCR primers designed to recognize the short or long isoforms of INF2 or BOC (Fig. 3a). For INF2, knockdown of CstF-64 or CPSF73, but not CFIm25, resulted in reduced levels of the short isoform of INF2 and an increase in the long isoform of INF2 (Fig. 4a). For BOC, knockdown of CstF-64 or CPSF73, but not CFIm25, resulted in lower levels of the short BOC isoform (Fig. 4a). Knockdown of CstF-64 resulted in an increase in the long isoform of BOC (Fig. 4a).

**Fig. 4:**
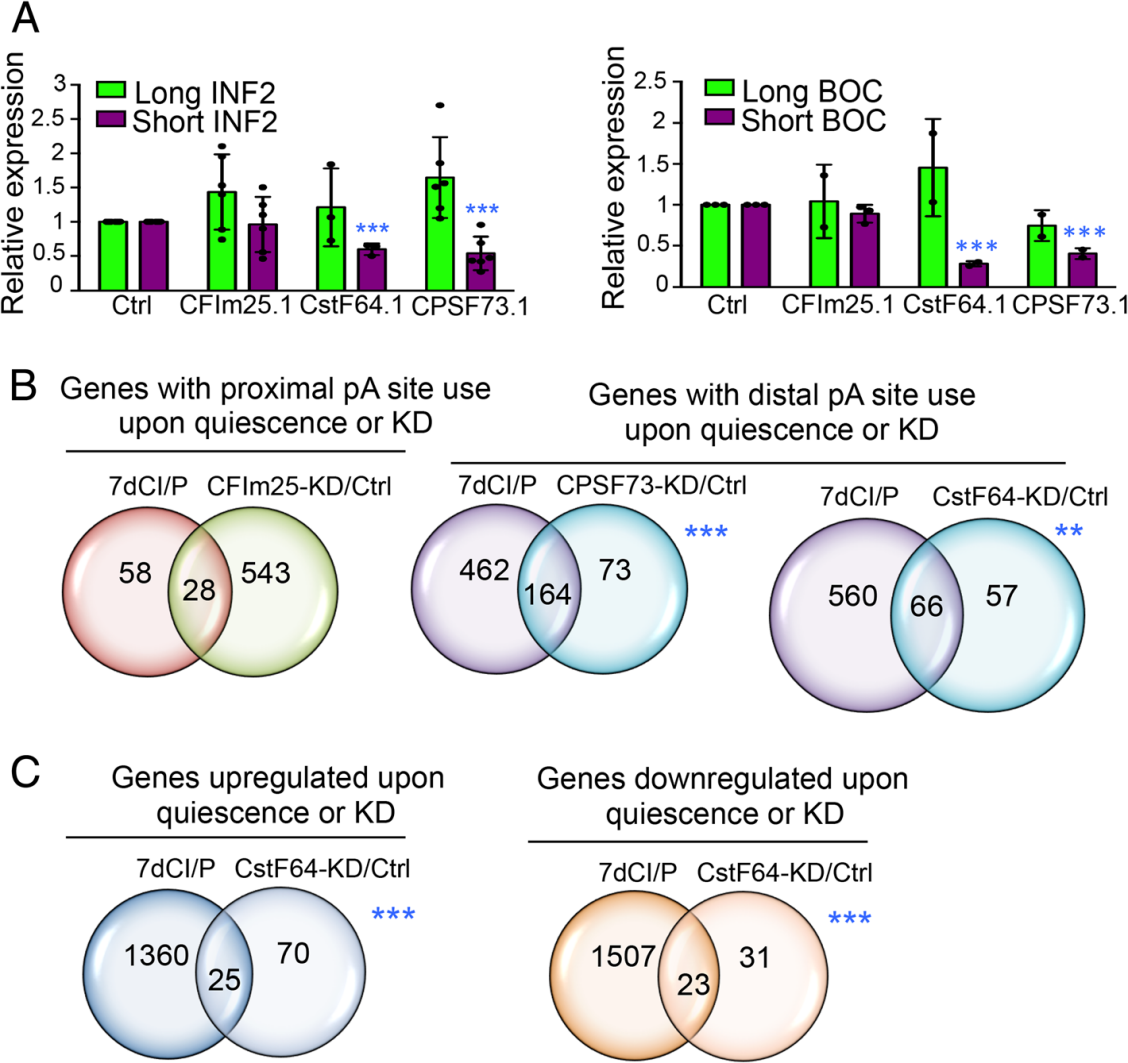
Knockdown of cleavage and polyadenylation factors results in changes in isoform use and gene expression that overlap with quiescence. **a** Knockdown of cleavage and polyadenylation factors induces a shift in isoform expression. Real-time PCR was performed for the short and long isoforms of INF2 and BOC in proliferating fibroblasts expressing a control siRNA or an siRNA that targets CFIm25, CstF-64, or CPSF73. The short isoform of INF2 or BOC was significantly reduced in cells transfected with an siRNA against CstF64 or CPSF73. Plots show individual datapoints as dots. Bar graphs represent mean and average ± S.D. The number of replicates for control, CFIm25 and CPSF73 knockdown for short and long INF2 is 6. The number of replicates for CstF64 knockdown for short and long INF2 is 3. The number of replicates for all conditions for long BOC is 2, except the control, which had 3 replicates. The number of replicates for control and CFIm25 knockdown for short BOC is 3. The number of replicates for CstF64 and CPSF73 knockdown for short BOC is 2. Statistical significance in knockdown cells compared to control cells was determined for long and short isoforms with two-tailed, unpaired t-tests. **b** Overlap among genes that undergo APA with quiescence and knockdown of cleavage and polyadenylation factors. The overlap between genes that use the proximal polyadenylation site with quiescence and use a proximal polyadenylation site preferentially with CFIm25 knockdown is shown on the left. Overlap between genes that use distal polyadenylation sites with quiescence and genes that use distal polyadenylation sites with CPSF73 or CstF64 knockdown are shown in the middle and the right, respectively. **c** Overlap between genes upregulated with quiescence and genes upregulated with CstF-64 knockdown (left) and overlap between genes downregulated with quiescence and genes downregulated with CstF-64 knockdown (right). The overlap between groups of genes was tested using the hypergeometric test

To monitor global APA changes, we performed polyadenylation site-enriched RNA-Seq of fibroblasts transfected with a control siRNA or an siRNA that targets a polyadenylation factor (CstF-64, CPSF73, or CFIm25) [47]. 

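Proliferating fibroblasts of the same 2 strains were sequenced 48 hours after transfection, with 1 library per strain and siRNA. Total counts in strains 1 and 2 were 6307350 and 6808596 with the control siRNA, 6900180 and 5432084 with the CFIm25 siRNA, 6846679 and 6671927 with the CPSF73 siRNA, and 6863553 and 4619662 with the CstF-64 siRNA. The authors made and deposited these counts as for the quiescence libraries, and the same minimum per site, rule and tests were applied, each knockdown against the control siRNA libraries only. All comparisons between knockdowns therefore share their controls. The transcript of each targeted gene was lower in both strains. NUDT21, which encodes CFIm25, had 148 and 86 counts with its siRNA against 543 and 623 with the control siRNA (log2 fold change -2.28, standard error 0.16, adjusted p = 0.0198 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CPSF3, which encodes CPSF73, had 30 and 34 counts against 311 and 300 (log2 fold change -3.22, standard error 0.18, adjusted p = 0.00583 from edgeR). CSTF2, which encodes CstF-64, had 18 and 11 counts against 160 and 152 (log2 fold change -3.14, standard error 0.25, adjusted p = 0.0232 from edgeR). The remaining transcript was 20.6, 10.7 and 11.3% of the control level, respectively. The siRNAs against the other two factors left each transcript well above these levels.

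**Figure D1:**
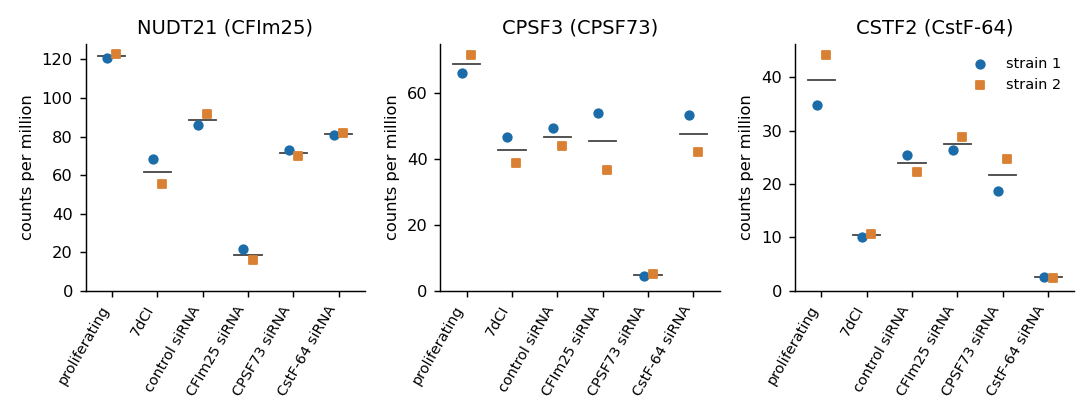
Counts per library size (CPM) of NUDT21, CPSF3 and CSTF2 in each of the 12 libraries, one panel per gene and one column per condition, with strain 1 as circles, strain 2 as squares and the mean as a line. In each panel the lowest pair of points is that of the siRNA against the gene, at 20.6, 10.7 and 11.3% of the control siRNA.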

Knockdown in two different strains of fibroblasts resulted in highly reproducible results (Additional file 1: Figure S2B). 

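The Pearson correlation of RUD between the strains across the 1525 genes was 0.972 with the control siRNA, 0.974 with CFIm25 knockdown, 0.97 with CPSF73 knockdown and 0.966 with CstF-64 knockdown. As in the quiescence libraries, these run across genes, which are not independent replicates. RUD differed by more than 0.05 between the strains in 507 genes (33.2%) with the control siRNA, 484 (31.7%) with CFIm25 knockdown, 526 (34.5%) with CPSF73 knockdown and 535 (35.1%) with CstF-64 knockdown. The change caused by a knockdown, which is a difference between libraries, was less alike in both strains. Its correlation between the strains was 0.518 for CFIm25, 0.121 for CPSF73 and 0.177 for CstF-64 (permutation of genes, p = 1e-04 for each, the smallest these permutations can give).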

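With CFIm25 knockdown, 656 genes had a difference in mean RUD above 0.05, of which 80 shifted to the distal site and 576 to the proximal site. The numbers were 370 genes for CPSF73 knockdown (242 distal, 128 proximal) and 383 for CstF-64 knockdown (125 distal, 258 proximal). The direction was the same in both strains for 595, 317 and 325 of these genes, and the difference was above 0.05 in each strain for 424, 151 and 178. For comparison, splits with 1 control and 1 knockdown library of different strains on each side gave 269, 295 and 286 genes, and counting error alone gave means of 195.2, 196.5 and 217.7. Simulated libraries without any knockdown effect, set against the shared control libraries, gave means of 294.1, 296.2 and 313.2 genes. edgeR's quasi-likelihood test of site use with Benjamini-Hochberg adjustment called 9 distal and 201 proximal shifts with CFIm25 knockdown, with 445 genes at an unadjusted p under 0.05. It called 0 distal and 1 proximal shift with CPSF73 knockdown and 0 with CstF-64 knockdown, with 107 genes at an unadjusted p under 0.05 in each, where chance gives 76.25. With the strain as a replicate block the calls were 21 and 349 for CFIm25, 9 and 7 for CPSF73 and 0 for CstF-64, where 136 genes had an unadjusted p under 0.05. The single call with CPSF73 knockdown was VIM on chromosome 10, with a difference of -0.0149 and an adjusted p = 0.0321 from edgeR. With CFIm25 knockdown, UBR7 on chromosome 14 had the largest fall among the called genes, from a RUD of 0.783 ± 0.103 (SD, n = 2) to 0.360 ± 0.0375 (SD, n = 2), with an adjusted p = 0.00281 from edgeR. SNX4 and C21orf91 followed with -0.341 (adjusted p = 0.00281) and -0.333 (adjusted p = 0.0373), and the largest rises were in PEX13 (0.299, adjusted p = 0.00514), VTI1A (0.238, adjusted p = 0.0317) and GART (0.237, adjusted p = 0.0157), all in both strains and from edgeR. As ratios, the counts moved most with the count test in place of the threshold. The sum of 10 counts over the 12 samples moved them the other way, with 420 distal and 811 proximal shifts for CFIm25, 588 and 501 for CPSF73, and 533 and 605 for CstF-64.

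**Figure D2:**
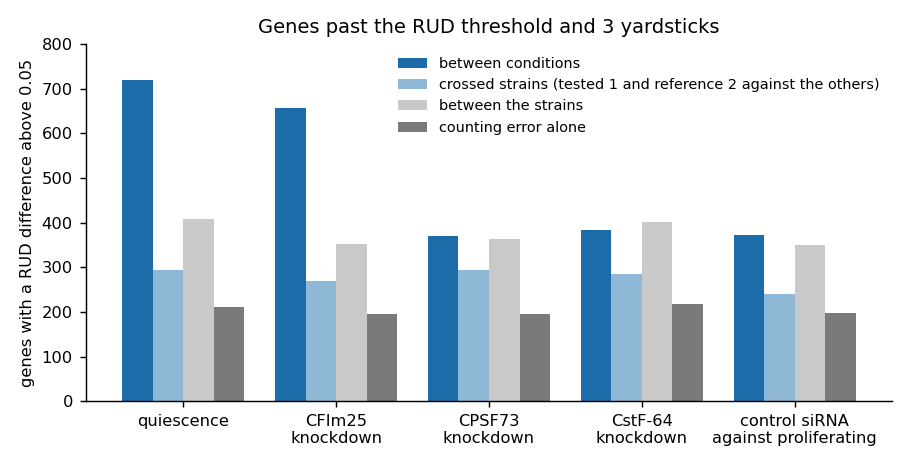
Number of genes with a RUD difference above 0.05 for quiescence, each knockdown and the control siRNA against proliferating fibroblasts. In each group the bars give the comparison of the conditions, the split with crossed strains, the split between the strains and the mean of simulated counting error. The bar between conditions stands at 720 for quiescence and 656 for CFIm25, and at 370, 383 and 373 for CPSF73, CstF-64 and the control siRNA.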

Each knockdown resulted in significant changes (|RUD| > 0.05) in polyadenylation site selection, with CFIm25 knockdown resulting in a clear shift toward use of more proximal polyadenylation sites (Additional file 1: Figure S4C and Additional file 10), consistent with previous reports [60, 61]. We compared the genes that shift polyadenylation site use with quiescence with the results of knockdown of each cleavage and polyadenylation factor (Fig. 4b and Additional file 1: Figure S5A and B). 

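Quiescence and knockdowns share no library, so their RUD differences are free of shared chance values. Across the 1525 genes, the differences with quiescence had a Pearson correlation of -0.217 with those of CFIm25 knockdown, 0.235 with those of CPSF73 knockdown and -0.0908 with those of CstF-64 knockdown, with the caution that genes are not independent replicates. Genes that shifted to the distal site with quiescence and to the proximal site with knockdown numbered 339 for CFIm25 (238.3 expected, adjusted p = 1.9e-26), 56 for CPSF73 (53.0 expected, adjusted p = 0.379) and 163 for CstF-64 (106.8 expected, adjusted p = 2.4e-14), by one-sided hypergeometric tests (Fisher's exact test). Random gene lists matched on RUD in proliferating fibroblasts and on total count shared means of 293.6, 66.8 and 140.1 genes.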

Among the three polyadenylation factors, knockdown of CFIm25 resulted in the largest number of genes that shift to greater use of the proximal polyadenylation site (shorter isoforms), and the most genes that overlap with shifts to more proximal polyadenylation sites with quiescence (Fig. 4b and Additional file 1: Figure S5A). 

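Of the 89 genes that shifted to the proximal site with quiescence, 29 did so with CFIm25 knockdown, 19 with CstF-64 knockdown and 13 with CPSF73 knockdown. The numbers expected by chance were 33.6, 15.1 and 7.47, since CFIm25 knockdown shifted the most genes to the proximal site. One-sided hypergeometric tests (Fisher's exact test), adjusted over 6 overlaps, gave an adjusted p = 0.876 for CFIm25, an adjusted p = 0.189 for CstF-64 and an adjusted p = 0.0455 for CPSF73. Lists matched on RUD and total count shared means of 40.3, 21.9 and 11.8 genes, and against these none of the overlaps had an adjusted p under 0.05. With strain 1 left out the CFIm25 overlap was 0.907 times the expected number, and with strain 2 left out 0.964 times.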

We observed significant overlap among the genes that use more distal polyadenylation sites (shift to longer isoforms) with quiescence and genes that use more distal polyadenylation sites with knockdown of each factor, with larger numbers of genes affected for CstF-64 or CPSF73 knockdown (Fig. 4b and Additional file 1: Figure S5A). Some of these changes in polyadenylation site use were specific for one factor, while some were regulated by more than one or even all three factors (Additional file 1: Figure S5B). 

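Of the 631 genes that shifted to the distal site with quiescence, 168 also did so with CPSF73 knockdown, 66 with CstF-64 knockdown and 49 with CFIm25 knockdown. Chance would give 100.1, 51.7 and 33.1 genes. By one-sided hypergeometric tests (Fisher's exact test) over 6 overlaps, the adjusted p was 3.9e-21 for CPSF73, 0.00949 for CstF-64 and 5.6e-04 for CFIm25. Genes with few counts pass the threshold more often. Gene lists matched on counts and on starting RUD shared means of 137.9, 68.3 and 46.4 genes. Against the matched lists only the CPSF73 overlap was larger than chance (permutation, adjusted p = 6.0e-04), with an adjusted p = 0.993 for CstF-64 and an adjusted p = 0.779 for CFIm25. At a minimum of 20 counts per site, the overlaps were 93 for CPSF73 (56.1 expected), 27 for CstF-64 (31.1 expected) and 28 for CFIm25 (16.4 expected).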

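Of the genes that shifted to the distal site with quiescence and with some knockdown, 185 did so with 1 factor, 37 with 2 and 8 with all 3. For the proximal site the numbers were 21, 14 and 4. All knockdowns were set against the same control libraries, which by itself makes them alike. Simulated unchanged libraries against those controls gave a mean of 62.5 quiescence genes (range 48 to 86) shared with at least 2 knockdowns toward the distal site, against 45 observed, and 17.2 (range 6 to 27) shared with all 3. Toward the proximal site the simulated means were 10.1 (range 3 to 18) for at least 2 knockdowns, against 18 observed, and 3.03 (range 0 to 7) for all 3. The correlation of RUD differences between pairs of knockdowns was 0.216 for CFIm25 and CPSF73, 0.294 for CFIm25 and CstF-64, and 0.238 for CPSF73 and CstF-64, where the simulated means were 0.492, 0.476 and 0.470.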

For 626 unique genes that shift to distal polyadenylation site use with quiescence, 226 genes (36%) also shift to distal polyadenylation site use with knockdown of one or more polyadenylation factors. 

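Here 631 genes shifted to the distal site with quiescence, and 230 of these (36.5%) did so with at least 1 knockdown as well. The 355 genes shifted by any knockdown would share 146.9 by chance (one-sided hypergeometric test, Fisher's exact test, p = 2.2e-24). Simulated libraries without a knockdown effect, set against the shared controls, shared a mean of 171.3 genes (range 145 to 201). A shift the opposite way with at least 1 knockdown was found in 405 of the 631 genes (64.2%). Restricted to genes with a distal site in a terminal exon, a choice made after seeing the data, 228 of 628 genes (36.3%) were shared.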

For 86 genes that shift to proximal polyadenylation site use with quiescence, 38 (44%) also shift to proximal polyadenylation site use with knockdown of one or more polyadenylation factors (Additional file 1: Figure S5B).

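Toward the proximal site, 39 of 89 genes (43.8%) shifted with quiescence and with at least 1 knockdown. With 695 genes shifted to the proximal site by some knockdown, chance gives 40.6 (one-sided hypergeometric test, Fisher's exact test, p = 0.673). The simulated libraries without an effect shared a mean of 26.4 (range 18 to 36), from fewer genes shifted in all. The opposite shift with at least 1 knockdown was found in 27 of the 89 genes (30.3%). With strain 1 left out the shared genes numbered 76, and with strain 2 left out 69, from more genes past the threshold.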

Knockdown of CstF-64 resulted in changes in gene expression that significantly overlap with gene expression changes with quiescence (Fig. 4c and Additional file 11). 

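With quiescence, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1980 genes higher and 1976 lower among 10612 tested, and DESeq2 called 1300 and 1476. Among the largest changes, PPL, CH25H and FAM65C had 0 counts in both proliferating libraries and were at least 23.2-, 17.4- and 13.7-fold higher in 7dCI fibroblasts. NOG and LYPD1 had 0 counts in both 7dCI libraries and were at least 10.7- and 5.18-fold lower, and ACTC1 had a log2 fold change of -5.56 (adjusted p = 0.00674 from edgeR). With CstF-64 knockdown, edgeR called 0 genes higher and 1 lower among 10428 tested. The lower gene was CSTF2 itself, which is also lower with quiescence, so that the overlap was 1 gene. At an unadjusted p under 0.05, 1899 genes differed, where chance gives 521.4. The calls depended on the tool. DESeq2 with standard parameters, which the methods name, called 101 genes higher and 55 lower. Of these, 26 and 24 moved the same way with quiescence, against 8.84 and 5.50 expected (one-sided hypergeometric test, Fisher's exact test, adjusted p = 1.1e-06 and adjusted p = 5.9e-10), and 15 and 11 moved the opposite way. With the strain as a replicate block, edgeR called 787 genes higher and 720 lower. Of these, 253 and 255 were shared (176.0 and 175.0 expected) and 194 and 186 moved the opposite way with quiescence. No lists matched on counts were drawn for expression, so a shared dependence on depth is not excluded for these or the following overlaps.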

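With CFIm25 knockdown, edgeR's quasi-likelihood test called 0 genes higher and 1 lower among 10548 tested, with 748 at an unadjusted p under 0.05 where chance gives 527.4. With CPSF73 knockdown it called 0 higher and 1 lower among 10484, with 658 at an unadjusted p under 0.05. The called genes were the targeted genes NUDT21 and CPSF3, both of which are lower with quiescence too. DESeq2 called 25 higher and 10 lower genes with CFIm25 knockdown, of which 3 and 4 moved the same way with quiescence, and 8 and 6 with CPSF73 knockdown, of which 5 and 2 did. For these DESeq2 calls, one-sided hypergeometric tests (Fisher's exact test) gave an adjusted p = 0.375 and an adjusted p = 0.0190 for CFIm25, and an adjusted p = 4.5e-04 and an adjusted p = 0.136 for CPSF73. Of the DESeq2 calls, 8 higher and 2 lower genes moved the opposite way with quiescence for CFIm25, and 2 and 1 for CPSF73. With the strain as a replicate block, edgeR called 359 and 225 genes with CFIm25 knockdown and 209 and 169 with CPSF73 knockdown. Of these, 53 and 75 were shared with quiescence for CFIm25 (79.5 and 54.4 expected), and 78 and 89 for CPSF73 (46.8 and 41.0 expected). The opposite way with quiescence moved 151 and 59 for CFIm25, and 39 and 25 for CPSF73.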

Gene expression changes upon knockdown of CPSF73 and CFIm25 overlapped with gene expression changes during quiescence as well, but fewer genes were involved (Additional file 1: Figure S5C).

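Among the genes with changed APA upon CstF-64 knockdown, the paper tabulates 32 under cell movement, and all pass the RUD threshold here. RUD rose in 9 and fell in 23, with differences from -0.208 to 0.130, and both strains went the same way in 28. edgeR's quasi-likelihood test of site use called 0 of the 32 over all genes and 0 adjusted over the list alone, with 8 at an unadjusted p under 0.05. With quiescence, 3 of the 32 shifted the same way by more than 0.05 and 18 shifted the opposite way. A further 20 genes are tabulated for expression. Of these, 5 were higher and 15 lower with CstF-64 knockdown in both strains, with log2 fold changes from -1.04 to 1.12. edgeR called 0 of the 20 over all genes, with 20 at an unadjusted p under 0.05 and 20 adjusted over the list alone. DESeq2, and edgeR with the strain as a replicate block, called all 20. The study chose these genes on these samples, so the adjustment over the list alone is not independent evidence. With quiescence, edgeR called 4 of the 20 higher and 8 lower.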

Some of the genes that were regulated (APA changes or gene expression changes) with knockdown of CstF-64 was found to be associated with GO terms related to cell movement (Table 3). Several of these migration genes that undergo changes in APA upon CstF64 knockdown also did so with quiescence, such as Arp2/3 complex protein ACTR2 and CDC42 and RAC1-binding protein IQGAP1.

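ACTR2 has kept sites at 65495886 and 65498385 on chromosome 2, both in the terminal exon and 2499 nt apart. Its RUD fell from 0.887 ± 0.0354 (SD, n = 2) with the control siRNA to 0.816 ± 0.0258 (SD, n = 2) with CstF-64 knockdown (adjusted p = 0.591 from edgeR's quasi-likelihood test). With quiescence it rose from 0.889 ± 0.0446 (SD, n = 2) to 0.965 ± 0.00228 (SD, n = 2) (adjusted p = 0.00938 from edgeR's quasi-likelihood test). IQGAP1 has an intronic site at 90934188 and a terminal exon site at 91045470 on chromosome 15, 111282 nt apart. Its RUD fell from 0.481 ± 0.0485 (SD, n = 2) to 0.380 ± 0.0203 (SD, n = 2) with CstF-64 knockdown (adjusted p = 0.678 from edgeR) and rose from 0.458 ± 0.0237 (SD, n = 2) to 0.913 ± 0.0248 (SD, n = 2) with quiescence (adjusted p = 2.3e-04 from edgeR). Each of these changes had the same direction in both strains. In strain 1, the RUD of IQGAP1 had a 95% Wilson confidence interval of 0.458 to 0.573 with the control siRNA and of 0.335 to 0.457 with the CstF-64 siRNA, and in strain 2 the intervals, 0.394 to 0.502 and 0.30 to 0.437, overlap. The intervals for ACTR2 overlap in both strains, with 0.821 to 0.896 and 0.745 to 0.842 in strain 1 and 0.880 to 0.937 and 0.773 to 0.881 in strain 2. Such intervals cover counting error only, and an overlap of 2 intervals is not a test that the values are alike.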

**Table 3:** List of genes involved in motility that are altered with CstF64 knockdown

Type of change (analysis)	Genes^a^
Gene expression (DESeq)	VIM, WDR1, ACTN1, *ACTB*, MAPK1, MYH9, BDKRB1, SEMA5A, FN1, IFT43, MYO1B, LMNA, HMGB2, GREM1, TPM4, DDIT4, IL8, TUBB4B, *TUBB*, PDCD6
Alternative polyadenylation (Relative usage of distal site)	*MAP4*, *SP100*, DYNC1I2, *TBX5*, OSBPL8, *RBFOX2*, BMPR1A, *LAMA4*, *DOCK7*, *RAP2C*, RHOT1, *LAMC1*, *ACTR2*, *IQGAP1*, RHOT2, *APP*, LMO4, *CERS2*, *GNA12*, EGFR, WASF2, *AMFR*, *SUN1*, *AMOTL1*, *STAT3*, BSG, *EXT1*, *COL18A1*, NTF3, SIAH1, *DPP4*, *EMP2*

^a^The genes that changed with quiescence for the same analysis are italicized

### Cleavage and polyadenylation factor recognition sites are more prevalent in genes that undergo alternative isoform use with quiescence

To further understand the importance of different cleavage and polyadenylation site factors in the alternative use of polyadenylation sites with quiescence, we monitored the presence of their recognition motifs (Fig. 5a). For genes that undergo UR APA and shift to greater use of more distal polyadenylation sites during quiescence, their proximal polyadenylation site is more likely to have a strong hexamer (AAUAAA or AUUAAA), and less likely to have no hexamer, than for control genes (Fig. 5b). Similarly, when CPSF73 is knocked down, genes that shift to greater use of distal polyadenylation sites are less likely to have no hexamer than genes that do not lengthen with quiescence (Additional file 1: Figure S6). 

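The hexamers are those the deposited table lists for each site, the strongest being used where there are several. Among genes with UR APA, 5 of the 57 that shifted to the distal site had no hexamer at the proximal site (8.77%), against 52 of the other 132 (39.4%). This gave an adjusted p = 7.0e-05 by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over 18 comparisons. AAUAAA was present at 54.4% and 20.5% of these sites (Fisher's exact test, adjusted p = 5.8e-05) and AUUAAA at 17.5% and 4.55% (Fisher's exact test, adjusted p = 0.0231). In UTR APA genes, 2.96% of the lengthened and 5.77% of the other genes had no hexamer (Fisher's exact test, adjusted p = 0.0430, range over all alternatives 0.0564 to 0.165, none of them under 0.05). Internal priming within A-rich sequence is a known source of false sites, and 67 of the other 132 proximal sites were followed by at least 5 A within 10 nt, against 7 of the 57. With such sites left out, an alternative chosen after seeing the data, 10.0% of the lengthened and 16.9% of the other UR APA genes had no hexamer (Fisher's exact test, adjusted p = 0.832, range over all alternatives 0.0160 to 0.832), and AAUAAA was at 56.0% and 36.9% (adjusted p = 0.175, range 0.00156 to 0.175).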

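With CPSF73 knockdown, 11 of the 242 genes that shifted to the distal site had no hexamer at the proximal site (4.55%), against 107 of the other 1283 (8.34%). Fisher's exact test gave p = 0.0482 before and an adjusted p = 0.0964 after Benjamini-Hochberg adjustment. By class, no hexamer was found in 2.76% and 4.92% of UTR APA genes (Fisher's exact test, adjusted p = 0.348) and in 5 of 25 and 52 of 164 UR APA genes, which are 20.0% and 31.7% (Fisher's exact test, adjusted p = 0.524). AAUAAA was at 46.7% and 46.1% of the proximal sites of all genes. Without proximal sites in A-rich sequence, chosen after seeing the data, no hexamer was found in 3.37% and 5.13% of all genes. Fisher's exact test gave an adjusted p = 0.832 (range over all alternatives 0.253 to 0.832). In UR APA genes the difference then reversed, to 15.0% and 13.7%. At a minimum of 20 counts it did not, with 17.6% and 36.5% (Fisher's exact test, adjusted p = 0.304). From the hexamers at proximal sites with quiescence and with knockdown, the paper proposes that lower CPSF73 contributes to the use of more distal sites in genes with UR APA in quiescent cells.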

The findings support a role for reduced CPSF73 levels contributing to the use of more distal polyadenylation sites in genes undergoing UR APA in quiescent cells.

**Fig. 5:**
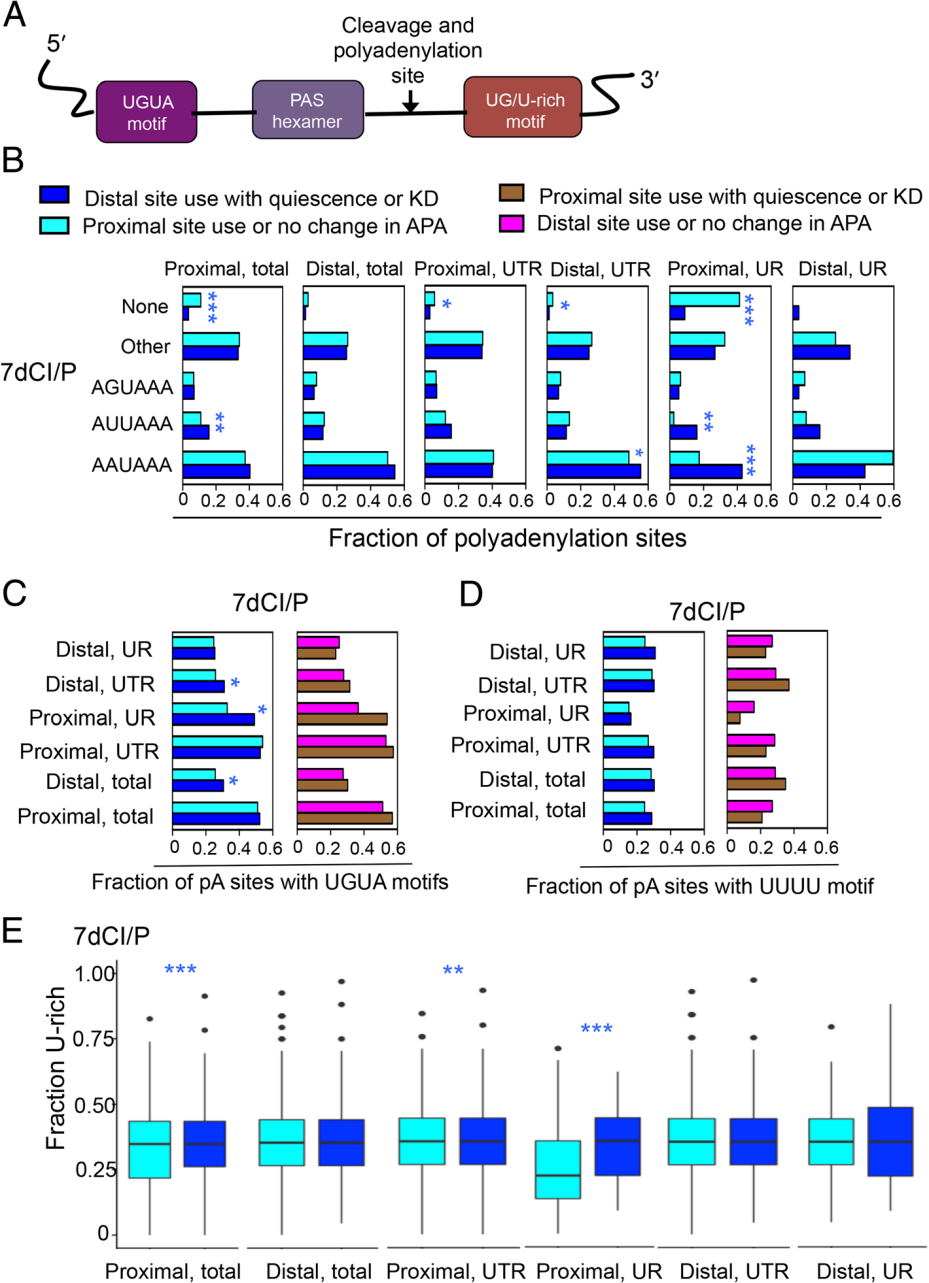
Changes in polyadenylation site recognition sequences in proximal versus distal polyadenylation sites for genes undergoing APA with quiescence. **a** Schematic showing the relative position of the UGUA motif, hexamers, the cleavage site and GU/U-rich motifs. **b** The frequencies with which different possible hexamers are present at the proximal or distal polyadenylation sites are shown for genes that have two polyadenylation sites and shift to the use of more distal polyadenylation sites with quiescence (dark blue). Other hexamers are AAACAU, AAUAAC, UUAAAG, UUAAAU, UAUAAA, AAUACA, CAUAAA, AAUAUA, GAUAAA, AAUGAA, AAGAAA, ACUAAA, AAUAGA, AAUAAU, AACAAA, AUUACA, AUUAUA, AACAAG, and AAUAAG. Data are compared with results for genes that use a proximal polyadenylation site or do not change their use of polyadenylation site with quiescence (light blue). Data are shown for all genes, for genes that undergo UTR APA and for genes that undergo UR APA. Statistically significant differences were determined by Fisher’s exact test (**c**) The fraction of genes with a UGUA motif in the region upstream of the polyadenylation site hexamer is shown. Data are provided for genes that shift to greater use of distal polyadenylation sites in quiescence (dark blue) and a control set of genes that do not use distal polyadenylaton sites more with quiescence (light blue) (left plots). Data are also provided for genes that shift to greater use of proximal polyadenylation sites with quiescence (brown) and a control set of genes that do not shift to greater use of proximal polyadenylation sites (pink) (right plots) Statistically significant differences were determined by two-tailed Fisher’s exact test. **d** The fraction of genes with a U-rich motif in the region downstream of the polyadenylation site hexamer are shown. **e** The fraction of base pairs 20–40 nts downstream from the polyadenylation site that are Us is shown for genes that shift to use of more distal polyadenylation sites with quiescence. Statistical significance was determined by Wilcoxon signed-rank test

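UGUA was searched in the 100 nt upstream of each site in the GRCh37 sequence. Among UR APA genes, it was present at the proximal site in 28 of the 57 that shifted to the distal site with quiescence (49.1%) and in 42 of the other 132 (31.8%). A two-sided Fisher's exact test gave p = 0.0325, and adjustment over the 18 motif comparisons gave an adjusted p = 0.0975. At a minimum of 20 counts per site the shares were 55.2% and 28.6%, with an adjusted p = 0.0343 by Fisher's exact test (range over all alternatives 0.0343 to 0.448). Over all genes with 2 sites, the proximal site had UGUA in 52.5% of the lengthened and 50.3% of the other genes. The distal site had it in 63.5% and 55.3% (Fisher's exact test, adjusted p = 0.00766).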

Extending the analysis to UGUA motifs recognized by CFIm25, among genes that use UR APA to shift to more distal polyadenylation site use in quiescent than proliferating cells, there was a significantly higher chance of a UGUA motif being present at the proximal site than for a control set of genes (Fig. 5c). With CFIm25 knockdown, the strongest effect was increased use of proximal polyadenylation sites, and the genes affected were more likely to have a UGUA motif at their distal polyadenylation site (Additional file 1: Figure S7).

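Among the 576 genes that shifted to the proximal site with CFIm25 knockdown, 389 had UGUA upstream of the distal site (67.5%), against 506 of the other 949 (53.3%), by Fisher's exact test with an adjusted p = 7.7e-07. In UTR APA genes the shares were 67.1% and 53.7% (Fisher's exact test, adjusted p = 9.9e-06), and in UR APA genes 76.9% and 51.5% (Fisher's exact test, adjusted p = 0.0685). At the proximal site the shares over all genes were 52.1% and 50.7% (Fisher's exact test, adjusted p = 0.747). When the shifts were called by edgeR's test in place of the RUD threshold, the proximal shares were 41.3% and 52.7% (Fisher's exact test, adjusted p = 0.0124).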

To monitor the presence of binding sites for CstF-64, we determined the fraction of polyadenylation sites that contain a string of four or more uracils in the region 20–40 base pairs downstream of the polaydenylation site. With this analysis, there were more UUUU motifs at proximal polyadenylation sites among genes that shift to the use of more distal sites with quiescence, but the difference was not statistically significant (0.098) (Fig. 5d). 

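A run of UUUU within 20 to 40 nt downstream of the proximal site was present in 176 of the 631 genes that shifted to the distal site with quiescence (27.9%) and in 211 of the other 894 (23.6%). A two-sided Fisher's exact test gave p = 0.0640, and an adjusted p = 0.165. At a minimum of 20 counts per site the shares were 29.7% and 22.3% (Fisher's exact test, p = 0.00680, adjusted p = 0.0204, range over all alternatives 0.0204 to 0.730). With proximal sites in A-rich sequence left out, chosen after seeing the data, they were 27.4% and 25.0%.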

We also monitored the fraction of U’s (U-rich) and the fraction of U’s or G’s (UG-rich) in the same 20–40 base pair region. Proximal polyadenylation sites were enriched in U-rich and UG-rich sequences for genes that shifted to greater use of longer isoforms with quiescence (Fig. 5e and Additional file 1: Figure S8). This result is consistent with downregulation of CstF-64 playing a role in the shift to more distal polyadenylation sites with quiescence. Thus, in proliferating conditions, CstF-64 levels are more available for binding to U-rich proximal sites, which supports the generation of shorter isoforms.

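The mean fraction of U was 37.2% at proximal sites of genes that shifted to the distal site and 33.9% at those of other genes, with an adjusted p = 2.4e-04 by a permutation test of the rank sum over genes (two-sided, 100000 resamples). It was 37.5% and 35.2% in UTR APA genes (permutation test, adjusted p = 0.0244, range over all alternatives 0.0522 to 0.220, none of them under 0.05). In UR APA genes it was 34.3% and 26.3% (permutation test, adjusted p = 0.00462). The mean fraction of U or G was 56.1% and 54.2% over all genes (permutation test, adjusted p = 0.0490, range over all alternatives 0.232 to 0.638). In UTR APA genes alone its adjusted p was 0.126, and in UR APA genes, at 54.6% and 51.7%, it was 0.346. At distal sites the lowest adjusted p of either measure was 0.138. Without proximal sites followed by at least 5 A in 10 nt, chosen after seeing the data, the difference in the fraction of U was 1.81 percentage points over all genes (permutation test, adjusted p = 0.220, range over all alternatives 0.0167 to 0.220) and 0.659 in UR APA genes (adjusted p = 0.830, range 0.0305 to 0.830). These windows come from single sites per gene, and genes are not independent replicates.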

### Shifting to more distal polyadenylation sites stabilizes transcripts in quiescent but not proliferating fibroblasts

Changes in the levels of transcripts that terminate at different polyadenylation sites could reflect changes in the rates that these isoforms are generated based on the levels of polyadenylation factors, or changes in the rates at which they decay. To understand the relationship between polyadenylation site selection and transcript fate, we first determined whether APA with quiescence was associated with a change in gene expression. Relative expression in quiescent compared with proliferating fibroblasts was slightly higher on average for genes that undergo a shift to greater use of distal polyadenylation sites with quiescence than for genes that do not undergo APA or use the proximal polyadenylation site preferentially in quiescence (Fig. 6a, *p* < 0.001, Wilcoxon signed-rank test). This finding would be consistent with longer transcripts being more stable.

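The ratio of CPM in 7dCI to proliferating fibroblasts was taken for each strain from all counts of a gene, with a pseudocount of 0.5. In strain 1, the median log2 ratio was -0.04 for the 631 genes that shifted to the distal site and -0.14 for the other 894 genes with 2 sites. In strain 2 the medians were -0.11 and -0.20. The differences of medians, 0.10 and 0.09, were tested by two-sided permutation of the rank sum over genes, with p = 0.0610 in strain 1 and p = 0.177 in strain 2 (adjusted p = 0.122 and adjusted p = 0.177). The alternative that moved them most matched the other genes on total count, which gave differences of 0.05 and 0.06 (permutation test, p = 0.590 and p = 0.734). Genes are not independent replicates, and the 2 strains share the same sets of genes. From its own comparison in Fig. 6a, the paper proposes greater stability of longer transcripts as one reading and does not conclude it from these values.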

**Fig. 6:**
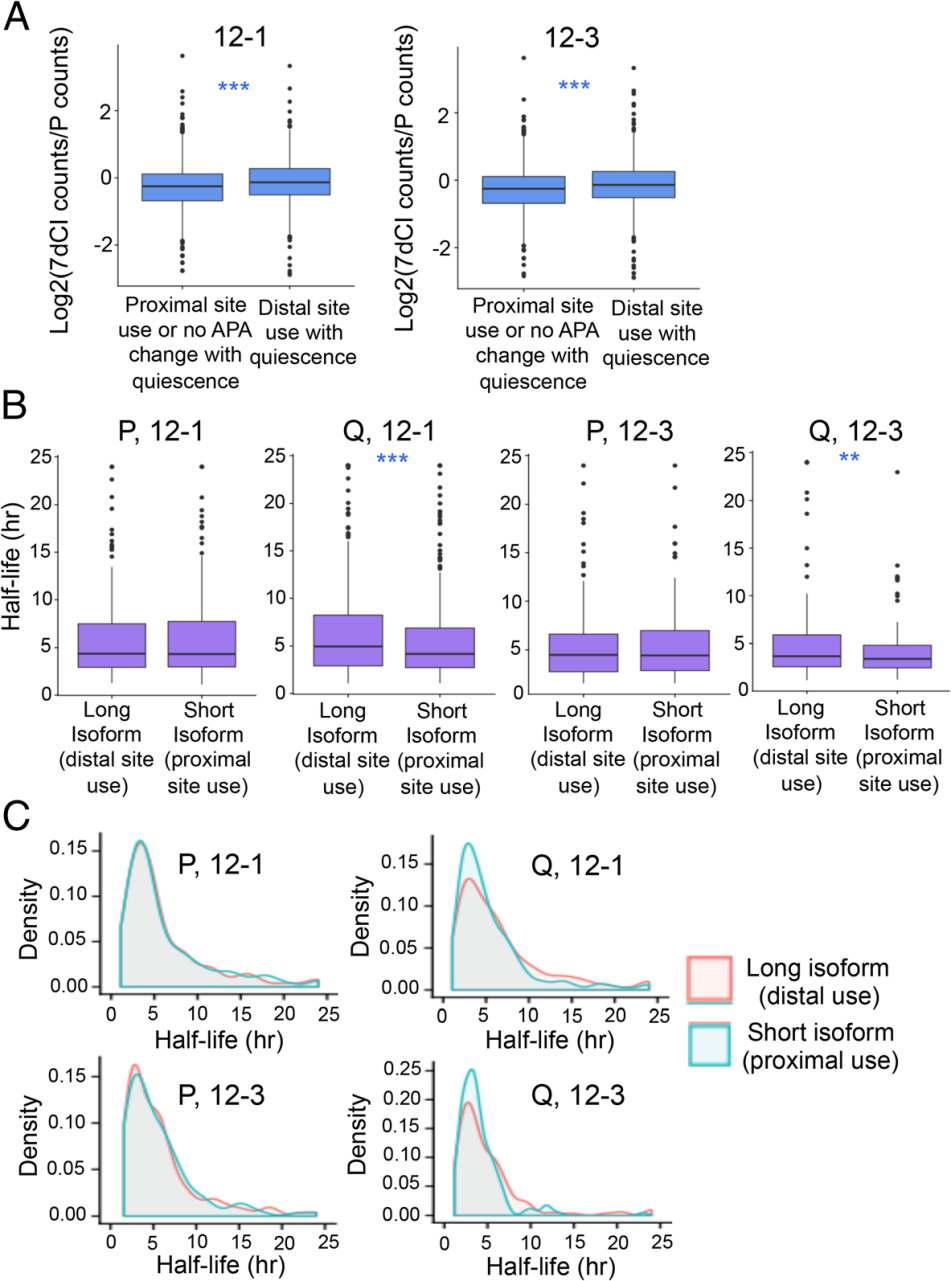
Higher expression and increased stability for genes that shift to greater reliance on distal polyadenylation sites in quiescence. **a** For two different fibroblast lines (12–1 and 12–3), the log_2_(7dCI counts/Proliferating counts) is plotted for genes that shift to increased use of more distal polyadenylation sites with quiescence and a control group that does not shift to more distal site use. Boxes indicate 25 to 75% ranges and whiskers indicate minimum and maximum values. Statistical significance was determined with Wilcoxon signed-rank test. The ratio of expression level in 7dCI versus P was higher for genes that shift to more distal polyadenylation site use with quiescence for both 12–1 and 12–3 fibroblasts. **b** Isoform-specific transcript decay half-lives were determined for 12–1 and 12–3 strains of fibroblasts in proliferating and quiescent conditions. Box plots show the range of half-lives for isoforms that terminate at proximal polyadenylation sites and isoforms that terminate at more distal polyadenylation sites in proliferating and quiescent conditions. Long isoforms are significantly more stable in quiescent but not proliferating states in 12–1 and 12–3 fibroblasts. Statistically significant differences were determined by Wilcoxon signed-rank test. **c** Density plots of half-lives for isoforms that terminate at proximal or distal polyadenylation sites in proliferating and quiescent fibroblasts from strains 12–1 and 12–3

To better understand the relationship between polyadenylation site selection and transcript decay rate, we added actinomycin D to inhibit new transcription in proliferating or 7dCI fibroblasts, collected RNA over a timecourse, and performed polyadenylation site-enriched RNA-Seq to monitor the rate that different gene isoforms decayed [62]. The results extend our previous studies of genome-wide transcript decay rates in proliferating and 7dCI fibroblasts using microarrays [63]. In two different fibroblast strains (12–1 and 12–3), we found that isoforms terminating at distal polyadenylation sites were more stable than isoforms terminating at proximal polyadenylation sites in quiescent, but not proliferating, fibroblasts (Additional file 12 and Fig. 6b, c).

We identified motifs enriched in the interpolyadenylation site regions in genes that shift to a longer isoform with quiescence. Among the RNA-binding proteins that bind to these motifs, some are induced in quiescent compared with proliferating cells and would be candidates for stabilizing longer transcripts in quiescent cells (Additional file 1: Table S5). 

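Table S5 names 34 RNA-binding proteins whose transcripts could be followed here. With quiescence, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 5 of them higher and 11 lower, and 17 when adjusted over the list alone. The log2 fold changes ran from -1.91 to 1.59, 11 above 0 and 23 below, with the same direction in both strains for 28. In edgeR's test the higher transcripts were ZC3H10 (log2 fold change 1.59, adjusted p = 0.0190), RBM6 (1.08, adjusted p = 0.00901), RBM5 (0.77, adjusted p = 0.0156), PCBP2 (0.75, adjusted p = 0.00810) and HNRNPH2 (0.57, adjusted p = 0.0224). The lowest was SNRPA (-1.91, adjusted p = 0.00109, also from edgeR). DESeq2 called 3 higher and 10 lower, and edgeR with the strain as a block called 5 and 14. The list was drawn up in the study of these samples, so the adjustment over the list alone is not independent evidence.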

Our findings indicate that the shift to the use of longer isoforms in quiescent cells results in an overall stabilization of transcripts and a modest increase in expression levels. Therefore, the higher levels of longer isoforms in quiescent than proliferating fibroblasts could reflect both a difference in polyadenylation site selection (influenced by levels of polyadenylation factors) and a difference in the rate at which the shorter and longer transcripts decay in the two proliferative states.

### Cleavage and polyadenylation factors are expressed at higher levels in wound-healing than quiescent skin in vivo

Wound healing is a situation in which cells are activated to both proliferate and migrate. We investigated the levels of cleavage and polyadenylation factors in normal skin and in dermal excisional wounds in mice. We introduced punch biopsies into the backs of mice and collected wounded tissue and unwounded control skin approximately 2 cm from the wound. Immunohistochemistry for the proliferation marker Ki-67 revealed higher levels of proliferation of a migrating mass of cells that includes fibroblasts, myofibroblasts, and immune cells in the skin proximal to the wound compared with cells in the dermis of control, unwounded skin (Fig. 7) [64]. Immunostaining for histone H4 as a control revealed similar staining in wounded and control skin as expected. Immunohistochemistry for CstF-64, CPSF73, or CFIm25 revealed a higher fraction of cells with positive nuclei in the region surrounding the wounded skin for all three factors than in control, unwounded skin (Fig. 7). This analysis revealed that the shift toward higher levels of cleavage and polyadenylation factors in proliferating fibroblasts in culture also occurs in the migratory, proliferating cells that heal wounds in vivo.

**Fig. 7:**
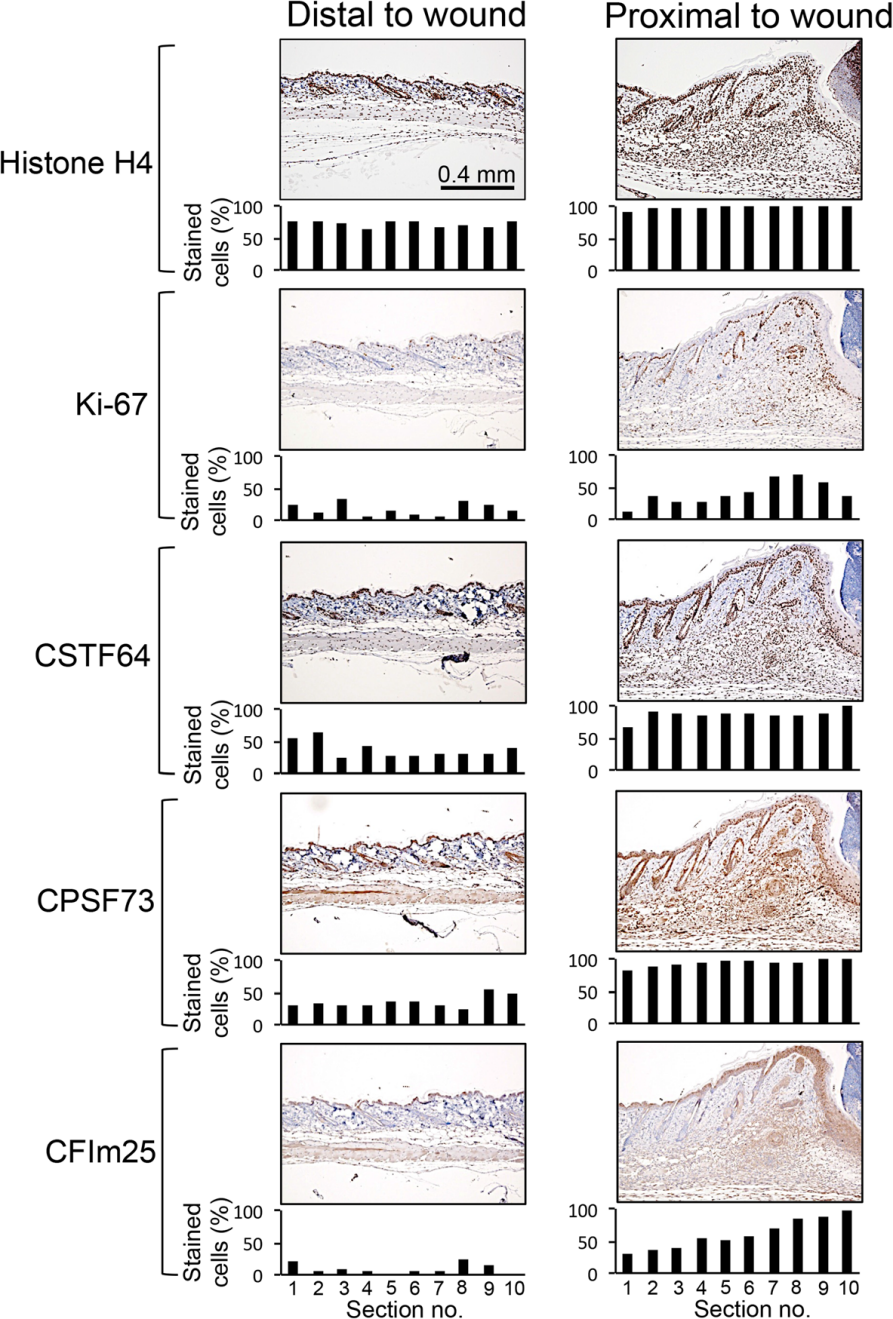
Cleavage and polyadenylation factors are expressed at higher levels in fibroblasts near a wound than in fibroblasts of healthy skin. Mouse skin was collected 5 days after introduction of a punch biopsy. Normal mouse skin was collected 2 cm away from the wound. Samples were stained with immunohistochemistry for proliferation marker Ki-67, histone H4 as a control, or alternative polyadenylation and cleavage factors CstF-64, CPSF73 or CFIm25 (brown). Samples analyzed with immunohistochemistry were counterstained with hematoxylin (blue nuclei). Individual cells at different positions from the wounds were assigned positive or negative staining and the percentages are shown. Ki-67 does not label all dividing cells, and likely underestimates the fraction of cells that are actively cycling [122]. Levels of all three cleavage and polyadenylation factors were higher in the fibroblasts, myofibroblasts and immune cells proximal to a wound than in the fibroblast-rich dermal areas of healthy skin distal to the wound

### CstF-64 knockdown reduces fibroblast migration

Based on the consistency with which we observed changes in the mRNA processing and expression of genes important for cell motility in proliferating versus quiescent fibroblasts (Table 1), we hypothesized that changes in mRNA processing associated with the transition between proliferation and quiescence are also important for the closely linked process of cell migration. First we tested the association between proliferation and migration. We generated fibroblasts that were proliferating, induced into quiescence by 7dSS, or restimulated after 7dSS by re-addition of medium with serum. We monitored the rate at which fibroblasts in each condition migrated into a denuded area on a tissue culture plate with real-time imaging (Fig. 8a). Migration was quantified as the ratio of cell concentration in the denuded area compared to the cell concentration in the non-denuded area, thus normalizing for possible differences in proliferation rate. We discovered that the proliferating and restimulated fibroblasts migrated into the denuded area more rapidly than the serum-starved fibroblasts (Fig. 8b).

**Fig. 8:**
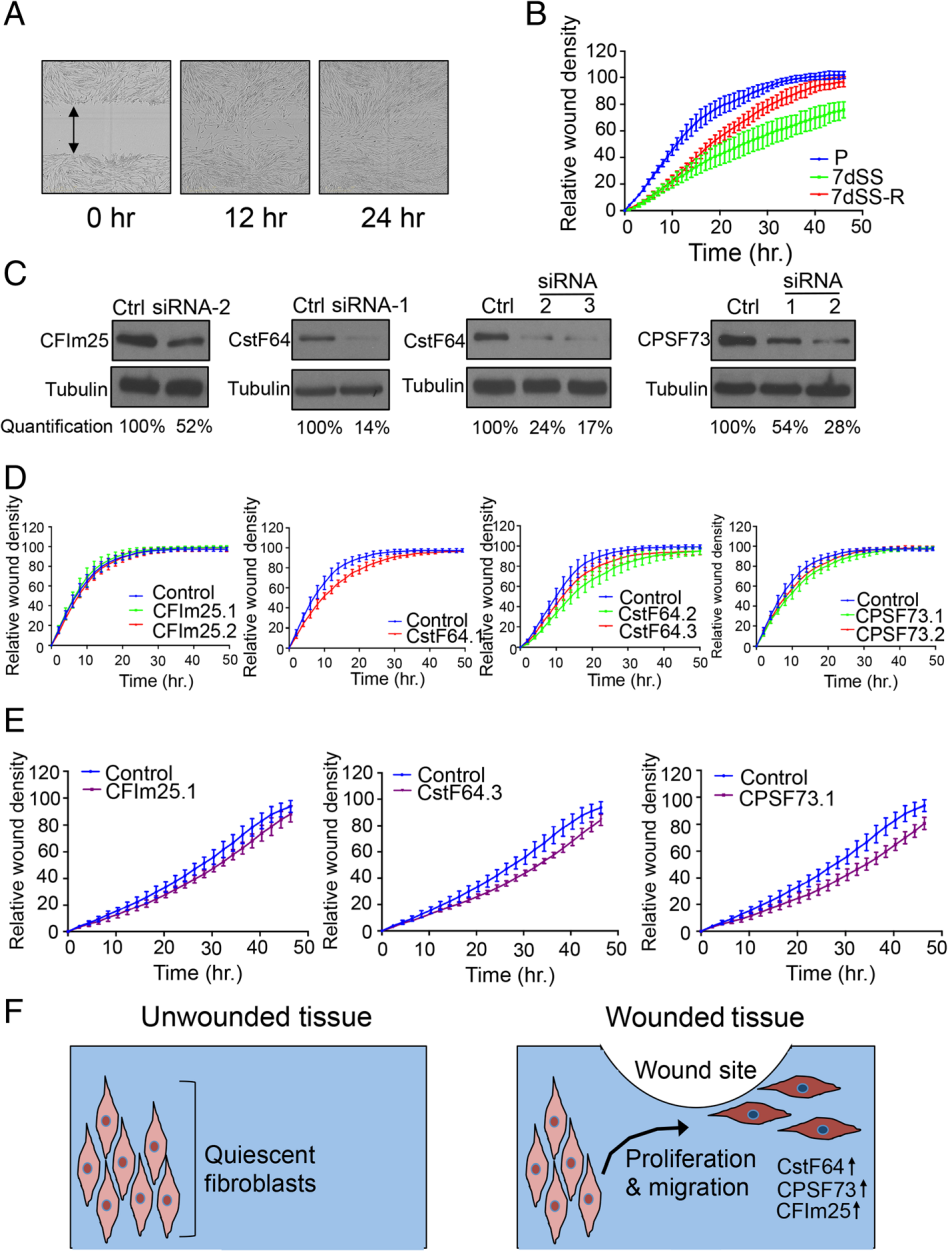
Knockdown of APA factors results in reduced migration. **a** Example of Incucyte migration assay. Bright-field images from an assay monitoring the rate of migration into a denuded area (marked by a double-arrow) performed with Incucyte real-time imaging are shown. **b** Proliferating fibroblasts migrate more rapidly into a denuded area than quiescent fibroblasts. Fibroblasts were sampled in proliferating conditions, 7dSS conditions (7dSS), or after 7dSS followed by serum restimulation (7dSS-R). Fibroblasts were plated into 96-well plates and a portion of the well was denuded of cells. Plates were analyzed with an Incucyte real-time imaging instrument and the associated software to monitor the rate at which fibroblasts migrated into the denuded area. The ratio of cell density in the denunded area to the non-denuded area (relative wound density) over a time-course is plotted. Six wells were monitored for each condition and data represent mean and standard deviation. Proliferating versus 7dSS samples (*p* value < 0.001, repeated measures two-way ANOVA with Dunnett’s multiple comparison test), proliferating versus 7dSS-restimulated samples (*p* value < 0.001), and 7dSS versus 7dSS-R (*p* value < 0.001) were statistically significantly different. **c** Immunoblots demonstrating knockdown of the targeted cleavage and polyadenylation factor by siRNAs in fibroblasts. The percent knockdown of protein level is also shown. **d** Knockdown of CstF-64 reduces fibroblast migration. Fibroblasts were transfected with a control siRNA or an siRNA against CFIm25, CstF-64, or CPSF73. CstF-64-knockdown fibroblasts exhibited reduced migration into a denuded area than control fibroblasts (CstF64.1 *p* value = 0.0013). Two additional siRNAs against CstF-64 (CstF64.2 and CstF64.3) reduced migration compared with a matched control siRNA as well (CstF64.2 *p* value = 0.0021, CstF-64.3 *p* value = 0.0384). Six replicates were performed for each condition. **e** Knockdown of CstF-64 or CPSF73 reduced migration of triple negative breast cancer cells. Triple negative breast cancer cell line MDA-MB-231 was transfected with a control siRNA or an siRNA against CstF-64, CPSF73 or CFIm25. Migration into a denuded area on the plate was monitored with an Incucyte instrument. Knockdown of CstF-64 or CPSF73 resulted in reduced migration (CstF64 *p* value = 0.0002, CPSF73 *p* value = 0.0013). For all conditions, the number of replicates for each condition was 6. **f** Schematic diagram showing elevated cleavage and polyadenylation factors in fibroblasts in the wound-healing environment. Increased expression of CstF-64, CPSF73, and CFIm25 in fibroblasts in wounds is expected to result in increased use of proximal polyadenylation sites and may promote fibroblast migration to the wound

We observed changes in the transcript and protein levels of cleavage and polyadenylation factors as fibroblasts transition between proliferation and quiescence. To test whether levels of cleavage and polyadenylation factors change in fibroblasts induced to migrate into a denuded area, we introduced denuded areas into cultures of fibroblasts and performed immunofluorescence to monitor the levels of cleavage and polyadenylation factors. CstF-64 and CPSF73 levels were significantly higher in the cells that had migrated into the denuded area than cells that had not migrated, while no significant change was observed for CFIm25 (Additional file 1: Figure S9). We then tested the importance of alternative polyadenylation factors for fibroblast motility. We generated knockdown fibroblasts with control siRNAs or siRNAs against cleavage and polyadenylation factors, and monitored the rate of migration. Knockdown of CstF-64 with any of three different siRNAs (Fig. 8c) resulted in reduced migration into the denuded area (Fig. 8d). CstF-64 siRNA #1 had the strongest effect on CstF-64 levels and resulted in the most significant reduction in migration. Knockdown of CPSF73 (Fig. 8c) resulted in slower migration, but the difference was not statistically significant (Fig. 8d). Knockdown of CFIm25 (Fig. 8c) did not affect migration rate (Fig. 8d). Thus, CstF-64 is induced in migrating cells, and knockdown of CstF-64 resulted in APA changes and downregulation of genes that overlap with those that occur with quiescence, including genes associated with cell migration (Table 3). These findings are consistent with our observation here that knockdown of CstF-64 simulates the reduced migration observed for quiescent fibroblasts.

### Knockdown of cleavage and polyadenylation factors reduces migration of triple negative breast cancer cells

To determine the generality of our findings for different types of cells, we tested the effects of siRNAs targeting CstF-64, CPSF73 or CFIm25 on the migration of triple negative breast cancer cells (Additional file 1: Figure S3). Triple negative breast cancer is a highly aggressive breast cancer subtype characterized by a lack of hormonal receptors and an absence of HER2 amplification [65]. Knockdown of CstF-64 or CPSF73 resulted in significantly reduced migration of triple negative breast cancer cells (Fig. 8e). The triple negative breast cancer cells were even more sensitive to altered polyadenylation site selection than the fibroblasts, which may reflect the increased reliance of cancer cells on proximal polyadenylation sites [20, 45, 46, 66]. Our results demonstrate that the selection of polyadenylation sites can affect the migratory capacity of cancer cells as well as fibroblasts in wound healing (Fig. 8f).

## Discussion

While we and others have shown that the transition to quiescence is associated with widespread changes in gene expression [9–11], and others have previously shown changes in the selection of polyadenylation sites with quiescence [21], we sought here to better understand the relationship between quiescence and alternative polyadenylation. Gene expression analysis of RNA-Seq data revealed that genes involved in mRNA processing (splicing and polyadenylation) are downregulated as fibroblasts enter quiescence (Fig. 1c, d). These findings suggested to us that processing of pre-mRNA transcripts may be different in quiescent compared with proliferating cells, and that these changes may contribute to changes in transcript abundance and the functional attributes of proliferating versus quiescent fibroblasts. We further discovered through differential exon analysis of RNA-Seq data that hundreds of genes exhibit changes in isoform expression during the transition to quiescence. Quiescent fibroblasts expressed lower levels of some auxiliary splicing factors (Fig. 2b) and were more likely to include exons and retain introns than proliferating fibroblasts (Fig. 2a), demonstrating cell-cycle state-dependent changes in splicing and intron retention [38]. Introns that were retained tended to have splicing motifs that varied from the consensus sequence, especially for the polypyrimidine tract adjacent to 3′ splice sites in the proliferating state (Fig. 2c), potentially reducing the effectiveness of splicing factors or associated RNA binding proteins. Our results are consistent with a model in which quiescence is associated not with a complete shut-down of mRNA processing events, but rather with a shift in the processing of specific transcripts such that, in addition to changes in gene expression, an alternative set of exons and isoforms are present in fibroblasts that are proliferating versus quiescent. Genes involved in cell motility were among those demonstrating consistent changes in splicing in proliferating versus quiescent cells (Table 1).

Among the changes in isoform use that we observed, the most prominent effect was a change in the selection of polyadenylation sites in proliferating versus quiescent fibroblasts. In response to quiescence induced by contact inhibition, 714 genes exhibited a change in polyadenylation site selection, and in 88% of instances, alternative polyadenylation site use resulted in a lengthening of transcripts in quiescent compared with proliferating cells (Fig. 3c). These findings are consistent with previous studies that revealed that 3′ UTRs are shorter in more rapidly proliferating cells [18, 21], stem cells [67], and cells and tissues derived from tumors [20, 46, 68], and longer in cells that divide less frequently such as differentiated tissues [13, 15, 67]. We found that 3′ UTR lengthening reverses when quiescent cells re-enter the cell cycle (Fig. 3b), demonstrating that these changes can be reversed based on proliferative state.

To better understand the basis for the changes in polyadenylation site selection in proliferating versus quiescent fibroblasts, we monitored the levels of polyadenylation factors in proliferating and quiescent cells. Transition to quiescence was associated with lower levels of cleavage and polyadenylation factors CstF-64, CFIm25, and CPSF73 (Fig. 3d). Knockdown of each these three factors resulted in changes in polyadenylation site use that overlapped significantly with the changes that occurred with quiescence (Fig. 4b and Additional file 1: Figure S5A and B). There were also changes in gene expression as a result of knockdown of specific factors, especially CstF-64. These gene expression changes overlapped with changes in gene expression that occur with quiescence (Fig. 4c and Additional file 1: Figure S5C).

To further understand the contribution of different cleavage and polyadenylation complexes to the shift in polyadenylation site selection with quiescence, we monitored the presence of their recognition sites. For genes that use more distal upstream region polyadenylation sites with quiescence, the proximal hexamer was much more likely to match the canonical hexamer, and very unlikely to be absent (Fig. 5b). A similar shift was observed with CPSF73 knockdown (Additional file 1: Figure S6A). This is consistent with reduced expression of CPSF73, and reduced use of upstream region proximal polyadenylation sites, as a factor contributing to the lengthening of transcripts with quiescence. A role for reduced CstF-64 levels in quiescent cells promoting the shift to more distal polyadenylation sites is supported by the finding that the sequence between 20 and 40 bps downstream of the proximal polyadenylation site included more Us on average and more Gs and Us on average, for genes that use more distal polyadenylation sites with quiescence (Fig. 5e). Taken together, the results support the importance of reduced levels of cleavage and polyadenylation factors with quiescence, with the polyadenylation pattern for specific sequences determined in part by the presence or absence of binding factors for the reduced factors.

Some previous studies have reported that shorter transcripts generated by alternative polyadenylation tend to be expressed at higher levels than the corresponding longer isoform [20, 46, 69, 70], while other studies have found little effect of alternative polyadenylation on transcript levels, transcript stability or protein abundance [71, 72]. Additional studies have found that shorter transcripts can be more or less stable [71, 73], and two detailed analyses in yeast showed clear examples of stability elements in 3′ UTRs that make longer isoforms more stable than shorter isoforms [74, 75]. In our study, we observed that genes with longer 3′ UTRs during quiescence, on average, exhibited a small but significant increase in expression level during quiescence compared to proliferating cells (Fig. 6a). Further, isoforms are more stable when distal rather than proximal polyadenylation sites are used in the quiescent state, but decay rates are similar when proximal or distal sites are used in the proliferating state (Fig. 6b, c). The findings are consistent with induction of an RNA-binding proteins in quiescent cells that bind to motifs present in the region between the polyadenylation sites and limit transcript degradation when the cells are quiescent. There are multiple motifs recognized by RNA-binding proteins in this inter-polyadenylation site region, and some of the factors that recognize these motifs are expressed at higher levels in quiescent than proliferating fibroblasts (Additional file 3). The findings are also consistent with the retention of longer transcripts in ribonucleoprotein storage granules or other structures in quiescent cells [76]. These changes could contribute to the higher gene expression levels of transcripts undergoing transcript lengthening in quiescence (Fig. 6a).

In many [20], but not all [77], studies, cancerous tissue and cancer cell lines were found to be more likely to express transcripts that terminate at proximal than distal polyadenylation sites, consistent with our observations in proliferating fibroblasts. Different polyadenylation factors have been found to have distinct effects on APA. Downregulation of CFIm25 repressed proximal polyadenylation site use (Additional file 1: Figure S4C) consistent with previous reports [45, 54]. Depletion of CFIm25 has been found to enhance the tumorigenic properties of glioblastoma cells [45], while overexpression of CFIm25 reduced tumor growth [45]. Shortening of 3′ UTRs has been associated with poor prognosis in breast and lung cancer [78]. Further, in an analysis of multiple tumor datasets deposited in The Cancer Genome Atlas, expression of CstF-64 correlated most closely with shortening of transcripts, with CPSF73 showing the next best correlation among the factors investigated [46]. Expression of shorter 3′ UTRs was an important predictor of patient outcome even beyond established clinical attributes [46]. In another study, CstF-64 expression was found to be associated with poor prognosis in lung cancer and its overexpression increased lung cancer cell proliferation and invasion [79]. In our dataset, cyclin D1 was the most strongly downregulated gene when CstF-64 was knocked down (Additional file 11), raising the possibility that CstF-64 levels modulate polyadenylation site selection and cyclin levels. 

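CCND1, which encodes cyclin D1, had 338.4 ± 101.6 CPM (SD, n = 2) with the control siRNA and 150.6 ± 25.1 CPM (SD, n = 2) with CstF-64 knockdown. The log2 fold change was -1.17 (standard error 0.22, adjusted p = 0.134 from edgeR's quasi-likelihood test), with -1.28 in strain 1 and a fall in strain 2 as well. DESeq2 gave -1.15 with an adjusted p = 1.6e-04, and edgeR with the strain as a replicate block an adjusted p = 1.2e-13. Ordered by log2 fold change, CCND1 was number 106 from the lowest of the 10428 genes tested by edgeR. Among the genes called lower it was number 2 of 55 by DESeq2 and number 72 of 720 with the block. The control siRNA libraries themselves had more CCND1 than proliferating fibroblasts (log2 fold change 1.11, adjusted p = 0.0194 from edgeR's quasi-likelihood test). The fall with CstF-64 knockdown is therefore one from a raised control level, and a level below that of untransfected fibroblasts was not tested.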

Taken together with our data demonstrating that downregulation of CstF-64 in triple negative breast cancer cells reduces their migration (Fig. 8e), the data as a whole suggest that CstF-64-mediated APA may play an important role in regulating polyadenylation site selection, gene expression, cancer cell migration, metastasis, and patient outcome.

Fibroblasts transition from quiescence to proliferation and become more migratory in the context of wound healing. Some previous studies have supported a role for mRNA processing in wound healing [80–83]. By investigating the wound healing response in mice, we found that the levels of polyadenylation factors CstF-64, CFIm25, and CPSF73 were significantly higher in the area adjacent to the wound than distal to the wound (Fig. 7), similar to our finding that these factors are expressed at higher levels in proliferating than quiescent fibroblasts in culture (Fig. 3d). The results support a possible role for alternative polyadenylation in the proliferative and migratory changes that occur in the wound healing process.

Previous studies have identified mechanistic links between fibroblast proliferation and migration. Mitogen binding to receptor tyrosine kinases can activate focal adhesion kinase (FAK) and thereby stabilize focal adhesions [84, 85]. Activation of receptor tyrosine kinases can also recruit WASp [86], which promotes the formation of branched actin filaments that promote cell migration. The anti-proliferative cyclin-dependent kinase inhibitor p27^Kip1^ binds to and inhibits the activity of RhoA GTPase [87], an important regulator of actin dynamics and adhesion, spreading and migration [88]. Our findings that downregulation of APA factors, as occurs in response to antiproliferative signals via E2F transcription factors [21], reduces the capacity of fibroblasts to migrate into a denuded area, represents another mechanism linking fibroblast proliferation to migration through APA. We found that CstF-64 is induced in migrating cells, and knockdown of CstF-64 resulted in changes in polyadenylation site selection, altered expression of several migration genes (Table 3), and reduced cell migration (Fig. 8d). 

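With CstF-64 knockdown, the log2 fold change was -1.04 for ACTB (standard error 0.14, adjusted p = 0.129) and -0.90 for ACTN1 (standard error 0.15, adjusted p = 0.129) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both were lower in both strains. DESeq2 gave an adjusted p = 2.4e-05 for ACTB and 0.00576 for ACTN1, and edgeR with the strain as a replicate block gave 1.6e-22 and 2.1e-06.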

Among the genes expressed at lower levels with CstF-64 knockdown are beta actin, α-actinin, and myosin 1b. Our findings support a model in which changes in the selection of polyadenylation sites or changes in gene expression mediated by the levels of alternative polyadenylation factors play an important role in critical cell functions including migration. In a separate manuscript, we investigate in more detail the effects of isoform changes in one particular gene, RECK (included in Table 1 under UR-APA), on migration [89]. Taken together, our data and the data emerging from other laboratories, underscore the importance of CstF-64 as an important regulator of cellular functions, including migration, in multiple cellular contexts.

## Conclusions

Our work demonstrates that, in addition to changes in gene expression, the shift from a proliferating to a quiescent state is associated with changes in intron and exon inclusion and with the selection of polyadenylation sites. Overall, quiescent cells tend to retain introns and express longer transcripts that are present at higher levels and are more stable. Cleavage and polyadenylation factor CstF-64 is more abundant in proliferating fibroblasts in culture and in fibroblasts near a denuded area or a wound in mice. Knockdown of CstF-64 recapitulates changes in isoform use and gene expression in quiescent cells, and results in reduced cell migration in fibroblasts and cancer cells. Fibroblasts are often induced to proliferate and migrate in similar situations, and our data indicate that changes in the levels of CstF-64 can serve as a link between proliferative cues and migratory capacity.

## Methods

### Cell culture

Human foreskin fibroblasts were isolated from human skin obtained from the National Disease Research Interchange (NDRI) as described previously [24, 90]. Cells were seeded at 5 × 10^5^ cells per 10 cm dish for each cell cycle state and grown in Dulbecco’s modified Eagle medium (DMEM) (Life Technologies, Grand Island, NY) supplemented with 10% fetal bovine serum (FBS) (Atlanta Biologicals, Flowery Branch, GA and Corning, Thermo Fisher Scientific, Waltham, MA) at 37 °C in a 5% CO_2_ incubator. Detailed procedures for culturing proliferating and quiescent fibroblasts are described in [91]. Briefly, proliferating fibroblasts were collected for analysis 2 days after plating (60–80% confluent). 7dCI fibroblasts were collected 7 days after plating, or at an equivalent density, while 7dSS fibroblasts were seeded in full serum medium (10% FBS in DMEM), changed to reduced serum medium (0.1% FBS in DMEM), and collected 7 days after adding the reduced serum medium. Medium was changed every 2 days for both 7dCI and 7dSS fibroblasts. Restimulated samples were prepared by first performing the relevant quiescence arrest and readding the limiting factor. Restimulated fibroblasts were monitored with Incucyte migration assays or collected 24 or 48 h later for real-time PCR analysis. The triple negative breast cancer cell line MDA-MB-231 cell line (generous gift of the Banerjee and Christofk laboratories) was grown in 10% FBS in DMEM.

### RNA isolation for RNA-Seq and microarray analysis

RNA-Seq was performed on three biological replicates of fibroblasts isolated from two different donors, 12–1 and 10–5. Medium was aspirated from tissue culture plates of fibroblasts, and the attached cells were washed with 5 ml of PBS. Attached fibroblasts were lysed into 1 mL of Trizol reagent (Life Technologies, Carlsbad, CA) per 10 cm plate for 5 min. RNA was isolated from Trizol lysates as previously described [92, 93]. RNA concentrations were determined using a Nanodrop Spectrophotometer (Thermo Fisher Scientific Inc., Waltham, MA). RNA quality was verified on a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA) using reagents from the RNA Nano 6000 kit (Agilent Technologies).

### RNA-Seq analysis

cDNA libraries were constructed using the Illumina TruSeq mRNA sample preparation kit (Illumina Inc., San Diego, CA) according to the manufacturer’s instructions for revision A of the protocol (Illumina Part #15008136). The low-input protocol was followed for all samples, and 1 to 10 μg of total RNA input was used per library (unstranded). Single-end 140 bp reads were generated on an Illumina HiSeq 2000 Instrument. Reads with Illumina (PHRED-based) quality scores above 10 (90% accuracy) were mapped to the hg19/GRCh37 build of the human genome using the TopHat (version 2.0.9) genome alignment algorithm [94, 95]. The bowtie indices for human were obtained from the bowtie website: http://bowtie-bio.sourceforge.net/tutorial.shtml. The standard workflow for Tophat alignment was followed as described here: https://ccb.jhu.edu/software/tophat/manual.shtml.

The default parameters for alignment as described in the Tophat manual were used. Standard DESeq (version 1.22.0) workflow [96] (https://bioconductor.org/packages/release/bioc/html/DESeq.html) was used to convert the output of TopHat (BAM files) to a file format with gene identifiers (UCSC gene annotation, GRCh37/hg19 assembly, date of access June, 2013) and read counts normalized for sequencing depth across the different biological samples and cell cycle conditions. Information about biological replicates was provided as input for variance calculations to determine differential expression among proliferating and 7dCI conditions in DESeq. To identify differentially expressed genes, the log_2_ (7dCI read count/proliferating read count) was used to compare expression differences between the two states. Genes with differences in read counts between conditions (proliferation versus 7dCI), and low variance in expression within the three biological replicates of each condition, were called significant by DESeq after multiple hypothesis correction (FDR < 5%) [97]. Heat maps were generated using the heatmap2 function of gplots package (2.12.1) (https://cran.r-project.org/web/packages/gplots/index.html) implemented in the R programming language [98, 99].

### Gene set enrichment analysis

For RNA-Seq data, gene sets with significantly different expression between proliferating and quiescent fibroblasts were identified using a Wilcoxon rank-sum test comparing the log fold-change estimates of genes within each set to genes not within the set [100]. Graphics were created using the GSEMA package implemented in R [101].

### Differential isoform analysis

To determine differential isoform use between proliferating and quiescent fibroblasts, the standard DEXSeq (version 1.14.2) workflow (https://bioconductor.org/packages/release/bioc/html/DEXSeq.html) [29] was followed. BAM files generated by aligning RNA-Seq reads to the human genome (hg19/GRCh37 build) were converted to gene-normalized read count files using exons as the identifiers. The Ensembl gene annotation (GRCh37 assembly) file was obtained from https://ccb.jhu.edu/software/tophat/igenomes.shtml. Differential exon expression was determined across the three biological replicates. Genes with significant differences in expression for specific exons (adjusted *p* value < 0.05) between proliferating and 7dCI conditions were used for further analysis.

### Microarray gene expression analysis

An aliquot of the same total RNA that was analyzed by RNA-Seq was also analyzed by microarray. Total RNA was reverse-transcribed into cDNA and fluorescently labeled with Cyanine 3-CTP (7dCI samples) or Cyanine 5-CTP (proliferating samples) with the Quick Amp Labeling Kit for Microarray Analysis (Agilent Technologies, Santa Clara, CA) following the manufacturer’s protocol. cRNA samples that passed yield and labeling standards were fragmented, and proliferating and quiescent samples were hybridized to two-color Human gene expression 4 × 44 K microarrays (Agilent Technologies) for 17 h at 65 °C in an oven rotating the arrays at 10 rotations per minute. Fluorescence intensities were detected using the Genepix scanner (Agilent Technologies) and probe identities were determined using Agilent’s feature extractor version 11.5. Probes detected over background fluorescence thresholds were used in subsequent gene expression analyses to calculate log_2_ (7dCI_intensity_/P_intensity_).

### Differential splicing analysis

RNA-Seq reads (fastq files) from three replicates of proliferating fibroblasts and three replicates of 7dCI fibroblasts were analyzed with the rMATS algorithm release 3.2.1 (http://rnaseq-mats.sourceforge.net/rmats3.2.1.beta/) [31–33] using Ensembl gene annotation (GRCh37 assembly). Reads were trimmed to a length of 100 bps for analysis using the Trim Fastq tool provided as part of rMATS package. Standard workflow for rMATS (default parameters as described in: http://rnaseq-mats.sourceforge.net/rmats3.2.1.beta/user_guide.htm) was used for the splicing analysis using the reads that cover the splicing junctions and target regions. Alternative splicing events with an FDR of < 0.05 were considered statistically significant.

### Polyadenylation site-enriched RNA-Seq

We performed polyadenylation site-enriched RNA-Seq with two methodologies (Gnomegen [89] and Nextera). Here we describe the second approach, Nextera. For polyadenylation site-enriched RNA-Seq, two different primary dermal fibroblasts, 12–1 and 12–3, were used as biological replicates. Proliferating, 7dCI, and siRNA-treated fibroblasts were lysed by adding 1 ml of Trizol per 10 cm plate and incubating the plate for 5 min at room temperature. RNA was isolated from the cell lysates using the Direct-zol™ RNA MiniPrep Plus kit (Zymo Research, Irvine CA) by following the manufacturer’s instructions. The concentration of RNA was measured using Nanodrop 2000c (Thermo Fisher Scientific). cDNA libraries containing fragments enriched for 3’UTR ends were created with the Nextera kit using the Smart-seq2 cDNA amplification method as described in [102]. Common forward primers were used for all samples; reverse primers with a unique barcode sequence (i5 indices) were specific for each sample. The size distribution of the cDNA library was confirmed using a High Sensitivity DNA chip (Agilent Technologies) on a Bioanalyzer 2100 Instrument (Agilent Technologies). Libraries with a uniform size distribution between 150 and 1000 bp were subjected to gel size selection to enrich for 180–280 bp sized fragments. The concentration of the final library was measured on a qubit fluorometer (Thermo Fisher Scientific). Single-end 150 bp reads were generated on an Illumina HiSeq 2500 Instrument. The sequencing reaction was run for 150 cycles.

### Polyadenylation site-enriched RNA-Seq analysis

Reads from polyadenylation site-enriched cDNA libraries were demultiplexed followed by removal of adapter and polyA tail sequences. Trimmed reads were aligned to the human genome (hg19/GRCh37 build) using TopHat (version 2.0.14) [94] using default parameters. Aligned reads were assigned to a polyadenylation site based on annotations in the Poly(A)site atlas (version:r1.0(hg19) by Gruber et al. [103] using the Perl script provided (http://www.polyasite.unibas.ch/). Only the polyadenylation sites annotated as TE (terminal exon), EX (any other exon except the terminal one), or IN (any intron), and with at least 10 counts across all the samples, were included for analysis. For genes containing two polyadenylation sites, the relative use of the distal polyadenylation site (RUD) [13, 18] was determined as distal polyadenylation counts/total read counts (distal plus proximal counts). The RUD values for two biological replicates were averaged to determine the RUD value of a gene. Changes in alternative polyadenylation between the two conditions were significant if the RUD difference between them was greater than 0.05. For genes with more than two polyadenylation sites, a parameter called relative site usage (counts for a polyadenylation site divided by total counts for all the polyadenylation sites) was calculated for all the polyadenylation sites of a gene. To perform differential expression analysis, counts from all the polyadenylation sites of a gene were combined and the combined counts for all the genes for two different conditions were subjected to DESeq2 (version 1.18) analysis [96, 104] using standard parameters (Ensembl annotation, GRCh37 assembly).

### Transcript decay rate measurements

Detailed protocols for cell culture and actinomycin D treatment are described in [63, 105]. Briefly, to monitor transcript decay rates, proliferating and 7dCI fibroblasts were treated with 15 μg/ml actinomycin D (Sigma-Aldrich, Inc., St. Louis, MO). Cells were washed with PBS and cell lysates were collected using Trizol reagent (Life Technologies) at 0, 120, 240, and 480 min after addition of actinomycin D. RNA was isolated from Trizol lysates using the Direct-zol™ RNA MiniPrep Plus kit (Zymo Research). cDNA library preparation, sequencing, and processing of reads were performed as described for polyadenylation-site enriched RNA-Seq.

### Decay rate calculations

For comparisons of decay rates under different conditions, only the genes with two polyadenylation sites (proximal and distal) in the 3′ UTR were used for analysis. Further, only transcripts with a minimum of 10 counts at *t* = 0 were used. For each polyadenylation site, the counts at four time points (0, 2, 4, and 8 h) were log-transformed and fit to a linear decay model ([63, 105]) using the least squares method to determine a fitting parameter (*R*^2^) and to obtain decay constants. Only the polyadenylation sites with R^2^ value greater than 0.6 were used. The decay constants (*k*) were converted to half-lives (ln2/*k*) for isoform-specific analysis.

### Motif analysis

For all of the transcripts that undergo APA with quiescence and had two detectable polyadenylation sites, sequences (in FASTA format) were obtained from the UCSC Genome Browser (Table browser tool, hg19/GRCh37 build, accessed on March 2018) that include the polyadenylation site itself, 100 nts upstream (for UGUA motif analysis), and the region 20 to 40 nt downstream (for U-rich and UG-rich motif analysis) of the polyadenylation site. For hexamer analysis, the hexamer associated with each of the polyadenylation sites was obtained from Poly(A)site atlas annotations (*Homo sapiens*-version:r1.0(hg19)) by Gruber et al. (http://www.polyasite.unibas.ch/) [103]. For sites associated with more than one hexamer, we chose the hexamer with the highest signal strength as determined by Gruber et al. For UGUA analysis, FIMO (v4.12.0) [106] motif analysis tool of the MEME suite was used with *p* value set to 1 to return matches to all of the UGUA motifs. Post-processing of the FIMO results was used to check for exact matches. For RBP motif analysis, primary sequences (in FASTA format) from the alternate region (region between proximal and distal sites in the 3′ UTR) for genes that become longer (distal polyadenylation site use) with quiescence were extracted using the Table browser tool of the UCSC Genome Browser (hg19/GRCh37 build, accessed on March 2018). To generate a background dataset, all the sequences from alternate regions of genes that use more proximal sites with quiescence and genes with no change in polyadenylation site use with quiescence were used. RBP motifs enriched in primary sequences in comparison with background sequences were obtained using the analysis of motif enrichment (AME, v4.12.0) motif enrichment tool [107] of the MEME suite. The RNA motifs from Ray2013 *Homo sapiens* motif database [108] were used for enrichment testing. Only the RBP motifs enriched in both 12–1 and 12–3 biological replicates were considered. For U-rich and UG-rich analysis, the sequences of the regions encompassing 20 to 40 nt downstream of the polyadenylation site for each gene were extracted for all genes with two polyadenylation sites using the Table browser tool of the UCSC genome browser (hg19/GRCh37 build, accessed on March 2018). The U-rich sequences in this region have been shown to be the preferred binding sites of CstF64 using crosslinking immunoprecipitation (CLIP)-Seq analysis [109]. Percent U was calculated by determining the fraction of Us present in this region. Percent UG was calculated by determining the sum of the fractions of Us and Gs present in this region. For analysis of 4-mer UUUU sequence [110], the presence or absence of a UUUU motif was determined in this region.

### Splicing site analysis

Nucleotide sequences were extracted for the 5′ and 3′ splice sites for 139,180 constitutive exons from HEXEvent online database [111] and for the introns called differentially retained (FDR < 0.05) by rMATS in proliferating or quiescent fibroblasts (Additional file 4). For analyzing 5′ and 3′ splice sites, motifs of 9 bases (3 bases in the exon and 6 bases in the intron) and 23 bases (20 bases in the intron and 3 bases in the exon), respectively, were used. A position weight matrix was generated from constitutive exon 5′ and 3′ sequences using scripts written in the R programming language [112, 113]. Based on this position weight matrix, the probability of each sequence was determined for each sequence in the list of constitutive exons, introns retained in proliferating conditions and introns retained in quiescent conditions. Statistical significances of the groups of probabilities were determined with ANOVA with Tukey’s multiple comparison test. Sequence logos were generated from the position weight matrix using the R programming language (seqLogo package, https://bioconductor.org/packages/release/bioc/html/seqLogo.html) [114].

### Antibodies for immunoblotting

Antibodies against tubulin (T6074) and CFIm25 (AV40695-100UG, 1:800 dilution) were obtained from Sigma-Aldrich, Inc. (Saint Louis, MO). An antibody against CstF-64 (sc-28201, 1:200) was purchased from Santa Cruz Biotechnology, Inc. (Dallas, TX). An antibody against U1-70K (06-1297, 1:2000) was purchased from EMD Millipore (Billerica, MA). Antibodies against CPSF73 (A301-090A-T), U2AF65 (A303-665A-T), FUS (A300-292A-T), and RNA Polymerase II Phospho S5 (A304-208A-T) were purchased from Bethyl Laboratories (Montgomery, TX) and used at 1:1000 dilution.

### Immunoblotting

Immunoblotting was performed using a standard protocol similar to that described previously [7]. Briefly, cells were lysed using mammalian protein extraction reagent (MPER) (Thermo Fisher Scientific Inc., Waltham, MA) containing protease and phosphatase inhibitors (Roche Applied Science, Indianapolis, IN) according to the manufacturer’s instructions (Thermo Fisher Scientific Inc.). Total protein concentrations in collected lysates were measured using Pierce™ BCA protein assay kit (Thermo Fisher Scientific Inc.). Samples were run on SDS PAGE gels and transferred to polyvinylidene difluoride Immobilon-P membranes (EMD Millipore, Billerica, MA). Membranes were blocked with 5% BSA in phosphate-buffered saline-Tween. Immunodetection was performed using primary and HRP-conjugated secondary antibodies based on standard protocols.

### Mouse wounding assays

All experiments were approved by the UCLA Office for Animal Research, protocol number 2015–033. C57/BL6 mice were provided housing and husbandry in accordance with Institutional Animal Care and Use Committee approved protocols. Mice that were approximately 8–10 weeks of age were anesthetized, shaved, and provided with analgesia. We introduced one full thickness dermal punch biopsy of 3.5 mm on each mouse’s upper back. On day 5 after wounding, the mouse was 83.6% healed. Mice were euthanized with CO_2_ followed by cervical dislocation. We excised the wound bed *en bloc* with the surrounding soft tissue and at least 0.5 cm of normal tissue surrounding the incision. We also collected normal skin from the same mice for comparison. Skin and wounds were fixed in formalin and paraffin-embedded. Slides were cut from paraffin blocks for immunohistochemistry.

### Immunohistochemistry

Tissue slices (4 μm) from paraffin-embedded blocks containing wounds were de-paraffinized and rehydrated with a graded series of alcohols. Slides were subjected to heat-induced antigen retrieval with pH 6.0 citrate buffer. Slides were treated with primary antibodies against Ki-67 (Abcam, catalog no. ab16667, dilution 1:150), histone H4 (EMD Millipore, 05-858, 1:2000), CstF-64 (Bethyl Laboratories, IHC-00221, 1:1000), CPSF73 (Bethyl, A301-090A, 1:200) or CFIm25 (Sigma, AV40695, 1:200), followed by EnVision+ HRP-conjugated secondary antibody (Dako) and DAB chromogen (Roche) visualization. Slides were counterstained with hematoxylin and imaged with a Zeiss AXIO Imager.D2 microscope.

### Immunofluorescence

A monolayer of contact-inhibited fibroblasts in a 35-mm dish with a glass bottom (MatTek Corporation, Ashland, MA) was scratched (crosswise) using a sterile 1 ml pipette tip to create a region free of cells (wound area). The cells were then gently washed two times using complete medium to remove the non-adherent cells generated during scratching. After 24 h, the cells were fixed with 4% paraformaldehyde (Santa Cruz Biotechnology Inc., Dallas, TX) in PBS for 15 min at room temperature and then washed three times with ice-cold PBS. The cell permeabilization was performed using 0.25% Triton X-100 (Thermo Fisher Scientific, NJ) followed by washing the cells three times with PBS. The cells were blocked using blocking solution (1% bovine serum album (BSA) in PBS containing 0.2% Tween (Thermo Fisher Scientific) at room temperature for 30 min. After blocking, the cells were incubated with primary antibodies (CstF64, CPSF73, or CFIm25) in blocking solution (1:100 dilution) at 4 °C in a humidified chamber overnight. The cells were then washed three times with PBS followed by incubation with Alexa-488 labeled secondary antibody (Thermo Fisher Scientific) at 1:250 dilution for 1 h at room temperature. After washing the cells three times with PBS, the cells were stained with DAPI using the VECTASHIELD hardset antifade mounting medium with DAPI (Vector Laboratories, Inc., Burlingame, CA). The images were taken at 10X magnification on a Zeiss confocal microscope (LSM 710, Carl Zeiss). Images were analyzed using *ImageJ* (v1.52a).

### siRNA transfection

siRNAs against CFIm25 and CPSF73 were purchased from Sigma-Aldrich. siRNAs against CstF-64 were purchased from Sigma-Aldrich (CstF64.1) and Origene Technologies Inc., Rockville, MD (CstF64.2 and CstF64.3). siRNAs were transfected into fibroblasts or cancer cells using GeneMute transfection reagent from SignaGen Laboratories (Rockville, MD) according to the manufacturer’s instructions.

### Real-time PCR

For real-time PCR, DNA primers were designed with Primer3 for UBC primers or NCBI Primer-BLAST for all other primers, and synthesized by Integrated DNA Technologies (Coralville, IA). RNA was isolated using the PureLink RNA Kit (Thermo Fisher Scientific). cDNA was treated with TURBO DNA-*free*™ Kit (Thermo Fisher Scientific) to eliminate the remaining DNA. Real-time PCR was performed with SYBR® Green One-Step Real-Time RT PCR Kit (Thermo Fisher Scientific). Samples were cycled on a BioRad CFX96 Real Time PCR instrument driving a Biorad C1000 Thermal Cycler for 40 cycles. The ΔΔCt method was used to determine the abundance of different PCR products [115]. Values for each gene of interest were normalized to UBC for the same sample. Primer sequences were as follows: CstF64, 5’-GCAAGCTTCTATGCAGGGTG-3′ and 5′-TTGCATCGGCACTTGAACTC-3′; CPSF73, 5′-GAAGTCGAGGGGAGGAGTCT-3′ and 5′-AGCTCCAAGGGGTCGGAT-3′; CFIm25, 5′-GCACCATCAACCTGTACCCTC-3′ and 5′-AGTAACACATGGGGTAGCCG-3′; long INF2, 5′-GGAGGAGGTGTGTGTCATCG-3′ and 5′-CTCCTGCAGGGTTACTGGTG-3′; short INF2, 5′-GCTGCGGAACGAGTTTATCG-3′ and 5′-GGAGGTGCTGCTTAGGTGAG-3′; long BOC, 5′-TCAGCAACGTGATGATCTGTGA-3′ and 5′-CCGCTCTATGGTTTCAGGAAGG-3′; short BOC 5′-CCTCATCTCTCCCACCCTGAA- 3′ and 5′-TGAGGTTTTCCAAGGGCACAA-3′, UBC, 5′-TCTTGTTTGTGGATCGCTGTGA-3′ and 5′-CAGGAGGGATGCCTTCCTTATC-3′.

### Incucyte in vitro wound healing assays

For wound healing assays, fibroblasts were plated in the wells of an Incucyte™ ImageLock™ 96-well plate (Essen BioScience) and the WoundMaker™ tool was used to create a denuded area in each well on the plate. The IncuCyte™ ZOOM live-cell analysis system (Essen BioScience) was used to automatically collect time-lapse images (phase-contrast) and to quantify cell migration over time as the density of cells in the denuded area relative to the density of cells out of the denuded area (relative wound density). Plots were determined to be statistically significantly different based on repeated measures two-way ANOVA with Dunnett’s multiple comparison test.

### Statistical analyses and plots

Statistical significance determinations were performed with two-tailed tests for all analyses. For DESeq/DESeq2, splicing, and DEXSeq, the software included multiple hypothesis testing correction. All errors bars represent standard deviations. For the Wilcoxon test, we checked whether the data were normally distributed. We used Fisher’s exact tests when sample sizes were low. Statistical significance for t-tests was determined using Prism (6.0f, GraphPad Software, La Jolla, CA). Statistical significance for correlations were performed using the cor() function in R. The hypergeometric test was performed with dhyper() function in R. The Wilcoxon test was performed with the Wilcox.test() function in R. Time series analysis for migration assays was performed with Prism. All bar graphs for RT-PCR and plots for migration assays were performed in Prism. All box plots and density plots were generated with ggplot2 package [116]. Plots for motif frequencies were generated in Prism.

## Additional files

Additional file 1: Supplementary figures and supplementary **Tables S1-S5**. (PDF 6052 kb)

Additional file 2: Expression of polyadenylation factors with quiescence. (XLSX 14 kb)

Additional file 3: Alternative isoform use with quiescence. (XLS 1401 kb)

Additional file 4: Gene Ontology for alternative isoform use. (XLSX 932 kb)

Additional file 5: Alternative splicing with quiescence. (XLSX 136 kb)

Additional file 6: Gene Ontology for alternative splicing. (XLSX 520 kb)

Additional file 7: Polaydenylation site use with quiescence. (XLS 194 kb)

Additional file 8: Polyadenylation site use with quiescence for genes with more than two polyadenylation sites. (XLSX 537 kb)

Additional file 9: Gene Ontology for alternative polyadenylation. (XLSX 618 kb)

Additional file 10: Alternative polaydenylation in knockdown cells. (XLS 309 kb)

Additional file 11: Differential expression with quiescence and knockdown. (XLSX 160 kb)

Additional file 12: Isoform-specific half-lives with quiescence. (XLSX 40 kb)

## Abbreviations

7dCI: 7 days of contact inhibition
7dSS: 7-day serum-starved
APA: Alternative polyadenylation
BAM: Binary version of a SAM file
BCA: Bicinchoninic acid assay
BOC: Brother of CDO
CFIm25: Nudix (nucleoside diphosphate linked moiety X)-type motif 21
CLIP: Crosslinking immunoprecipitation
CLUAP1: Clusterin associated protein 1
CPSF: Cleavage and polyadenylation specificity factor
CSTF: Cleavage stimulation factor
CTD: Carboxy terminal domain
DAB: 3,3′-Diaminobenzidine
DMEM: Dulbecco’s modified Eagle medium
FAK: Focal adhesion kinase
FBS: Fetal bovine serum
FDR: False discovery rate
FUS: Fused in sarcoma
GO: Gene ontology
GSEA: Gene set enrichment analysis
GSEMA: Gene Set Enrichment Made Awesome
HER2: Human epidermal growth factor receptor 2
HRP: Horse radish peroxidase
IGV: Integrated Genome Viewer
INF2 Inverted Formin: FH2 and WH2 domain containing
MEME: Multiple Em for Motif Elicitation
MPER: Mammalian protein extraction reagent
NMD: Nonsense-mediated decay
P: Proliferating
PAGE: Polyacrylamide gel electrophoresis
PPIH: Peptidylprolyl isomerase H
PRPF4: Pre-MRNA Processing Factor 4
rMATS: Replicate Multivariate Analysis of Transcript Splicing
RUD: Relative use of the distal polyadenylation site
SDS: Sodium dodecyl sulfate
TRA2β: Transformer-2 protein homolog beta
U1-70K: U1 small nuclear ribonucleoprotein 70K
U2AF2/U2AF65: U2 Small Nuclear RNA Auxiliary Factor 2
UBC: Ubiquitin C
UR APA: Upstream region APA or alternative polyadenylation affecting at least one polyadenylation site in the coding sequence
UTR APA: Alternative polyadenylation affecting polyadenylation sites in the UTR
WASp: Wiscott-Aldrich Syndrome protein

# Supplementary material for: Alternative polyadenylation factors link cell cycle to migration
**Source:** Genome Biol. 2018 Oct 25;19:176. doi: 10.1186/s13059-018-1551-9
**Supplement:** Supplementary file 1 — Supplementary figures and supplementary Tables S1-S5.

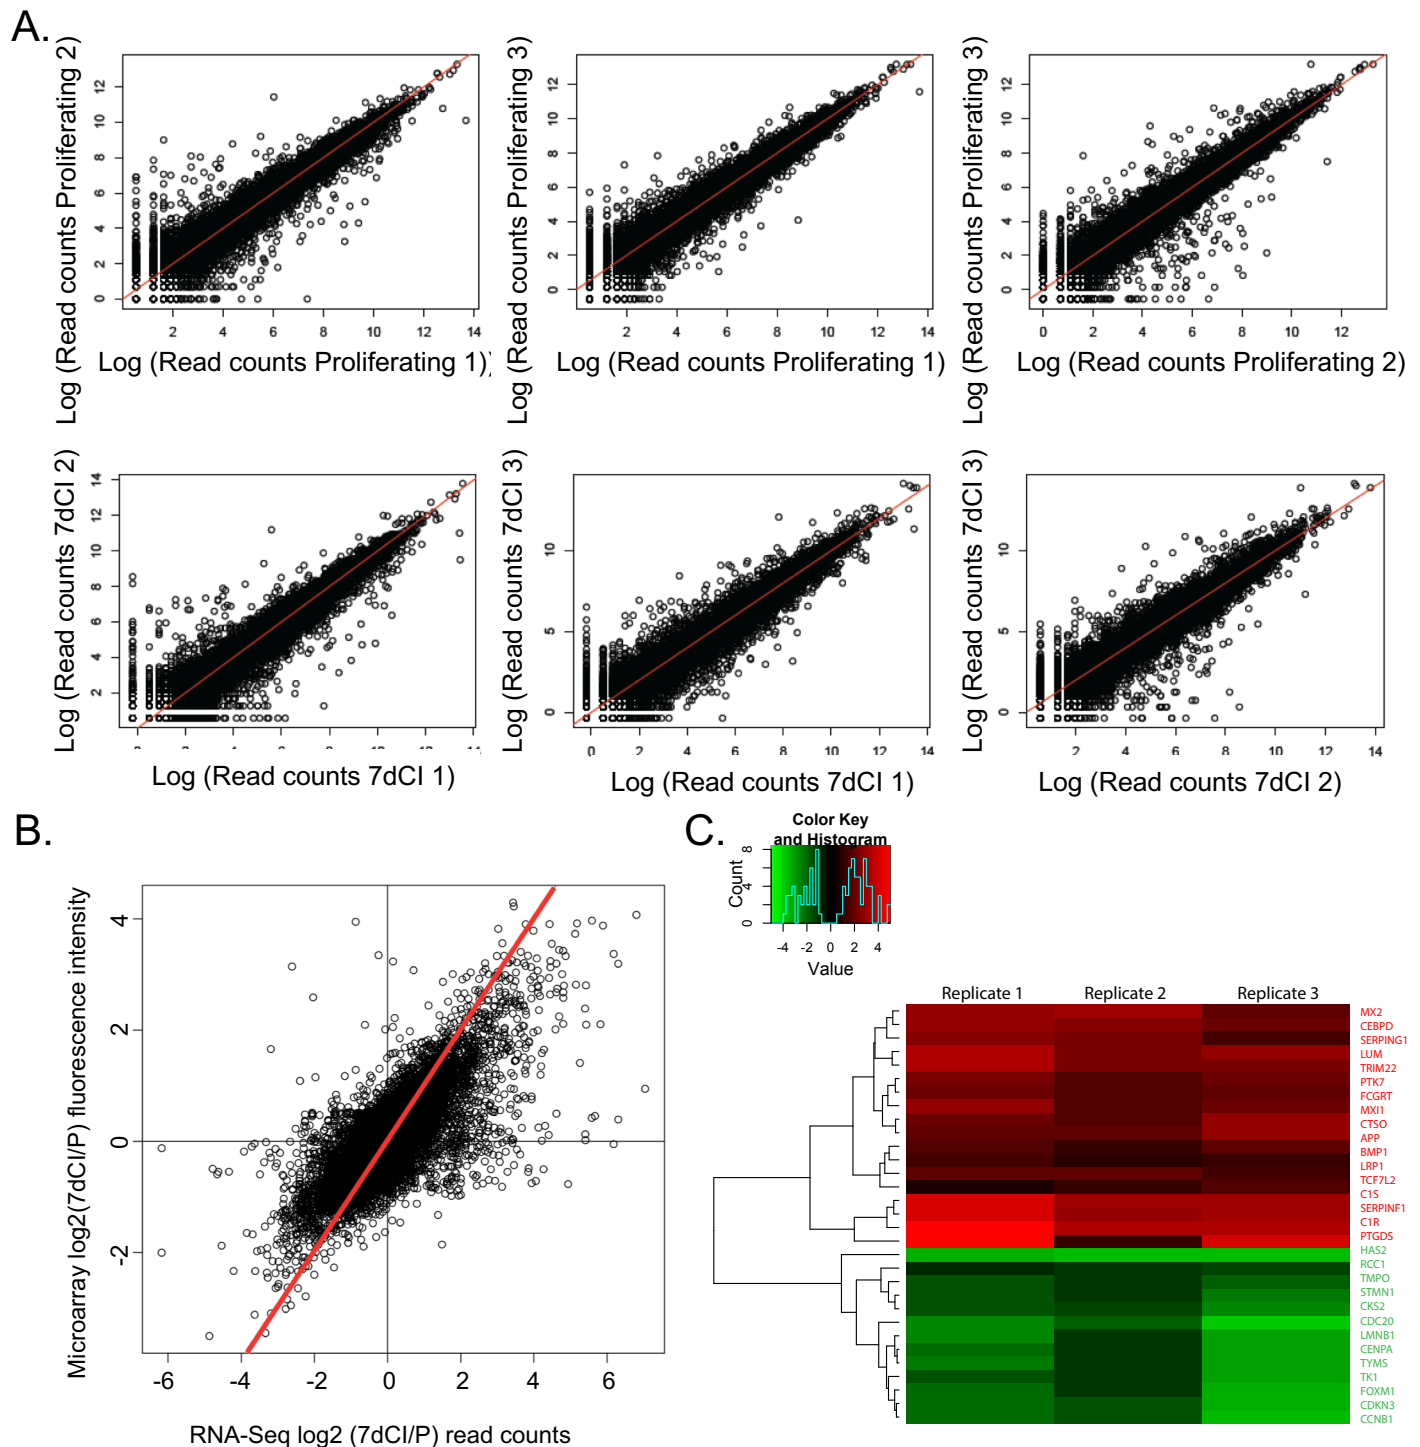

**Fig S1. RNA-Seq data are reproducible, similar to microarray analysis of the same samples, and consistent with previous studies.** (A) RNA-Seq read counts in biological replicates of proliferating and contact-inhibited (7dCI) fibroblasts. The log of the read count in one biological replicate is mapped on the x-axis and a different biological replicate is mapped on the y-axis. R squared values comparing biological replicates are 0.94 or higher for proliferating samples and 0.83 or higher for 7dCI. (B) A scatterplot depicting fold-change in expression by RNA-Seq ( $\log_2(7dCI/P)$  normalized read counts) on the x-axis and microarray on the y-axis ( $\log_2(7dCI/P)$  fluorescence intensity values) is shown ( $r = 0.75$ ,  $p$ -value  $< 0.001$ ). The red line indicates the line  $y=x$ . (C) Genes previously identified as consistently regulated in multiple different quiescence conditions [9] that also change in RNA-Seq data reported here are shown in three independent comparisons of proliferating versus 7dCI fibroblasts. Heatmap intensities represent  $\log_2$  ratio of normalized 7dCI/proliferating RNA-Seq counts. Red indicates upregulation with quiescence; green indicates downregulation. Gene name colors correspond to expression changes in Coller et al. (2006). The dendrogram resulting from hierarchical clustering of the expression data is provided.

A.

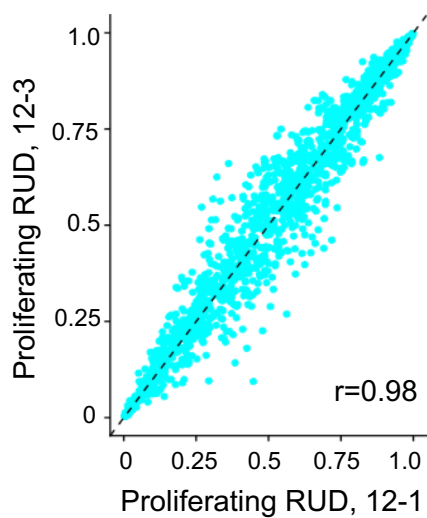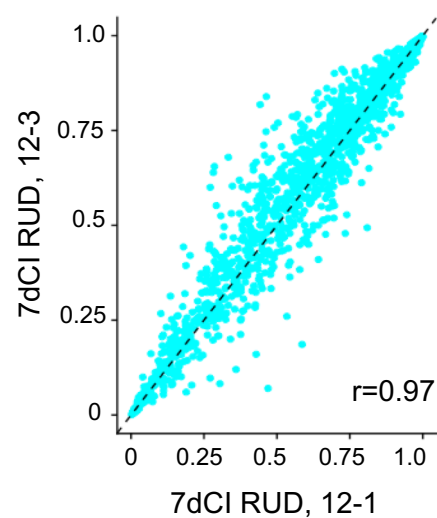

B.

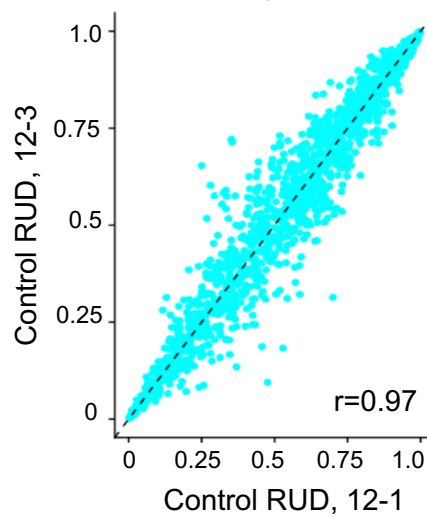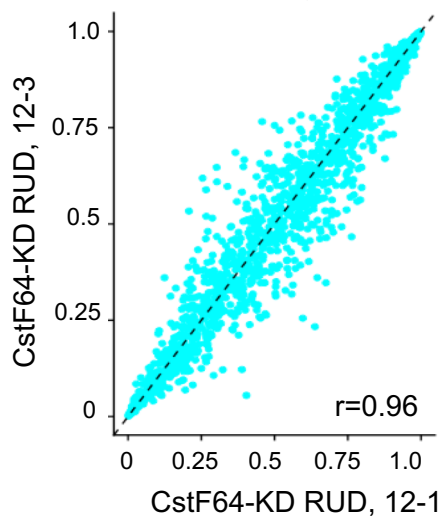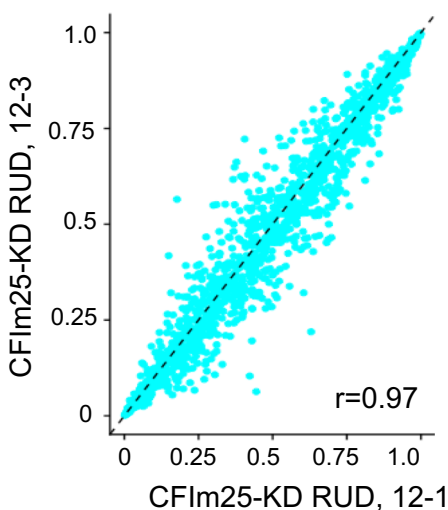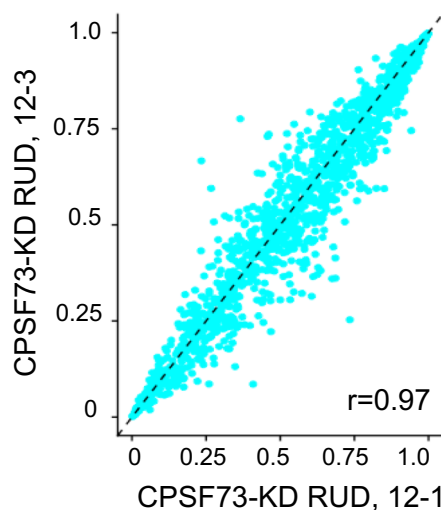

**Fig S2. Polyadenylation site-enriched RNA-Seq data are reproducible.** (A) The relative use of the distal polyadenylation site (RUD) was determined for proliferating conditions and 7dCI conditions for two independent experiments. The RUD for one example of proliferating cells is plotted on the x-axis and the RUD for another proliferating sample is plotted on the y-axis (left panel). Similar plots are shown for 7dCI states (right). Correlation values ( $r$ , Pearson correlation) are reported for each plot. (B) Relative use of the distal polyadenylation site for each siRNA (control, CPSF73, CstF-64, CFIm25) for each gene in 12-1 (x axis) versus 12-3 (y axis) fibroblasts. Correlation values ( $r$ , Pearson correlation) are reported for each plot.

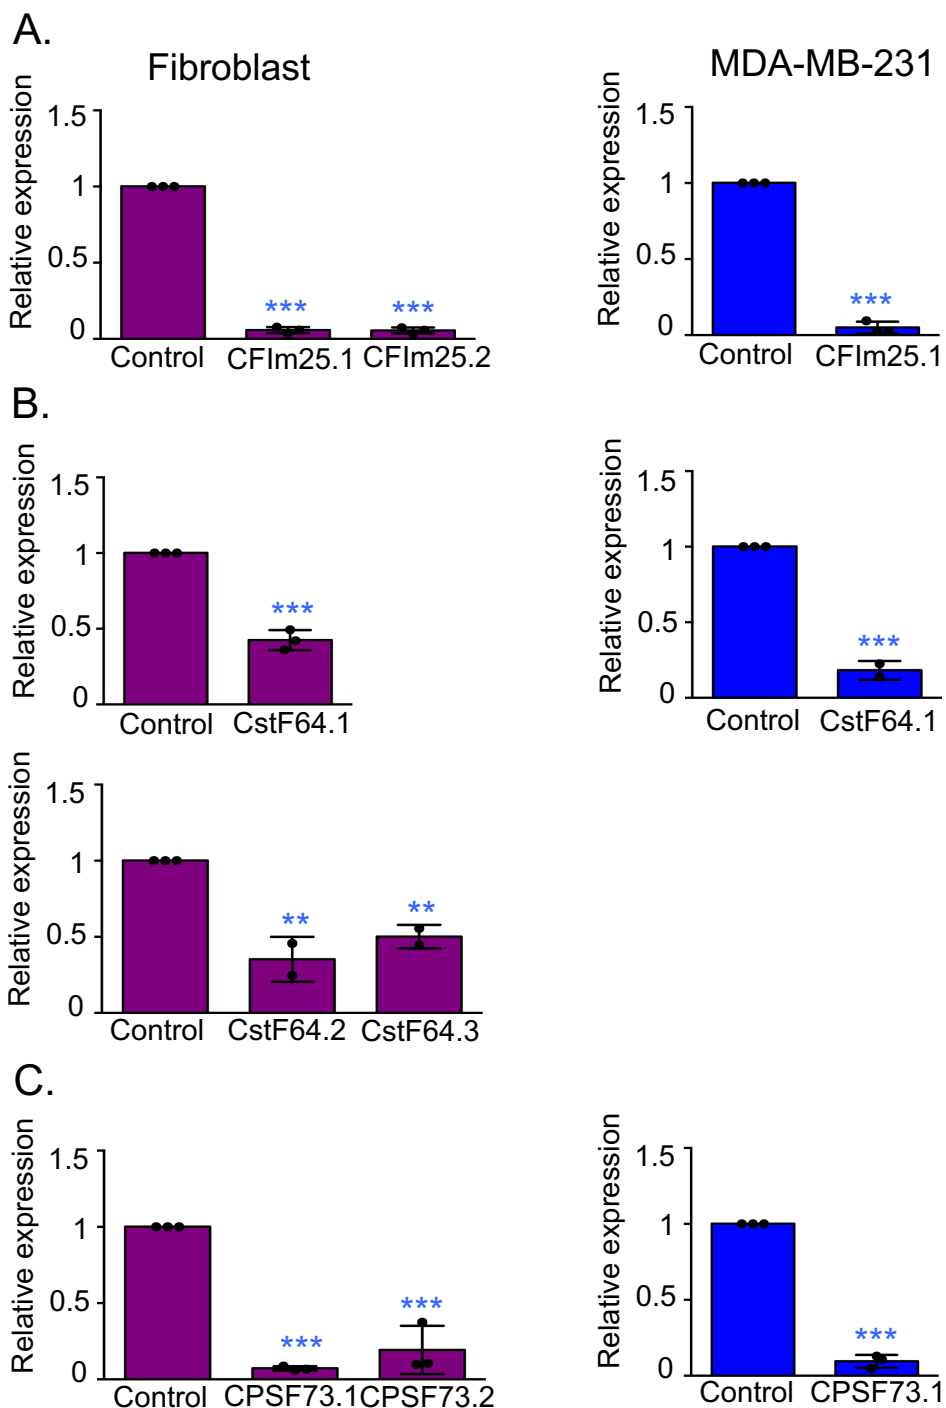

**Fig S3. siRNAs against CFIm25, CstF-64, or CPSF73 result in reduced expression of the targeted APA factor.** Fibroblasts or triple negative breast cancer (MDA-MB-231) cells were transfected with a control siRNA or an siRNA against (A) CFIm25, (B) CstF-64, or (C) CPSF73. Levels of the targeted APA factor were monitored in the transfected cells with real-time PCR. Plots show individual datapoints as dots. Bar graphs represent mean and average  $\pm$  S.D. with control siRNA normalized to 1. For fibroblasts 12-1, the number of replicates for CFIm25 and CPSF73 is 3. The number of replicates for CstF-64-1 is 3. The number of replicates for CstF-64-2 and CstF-64-3 is 2. For MDA-MB-221, the number of replicates for CFIm25 and CPSF73 is 3. The number of replicates for CstF-64 is 2. Statistical significance in knockdown cells compared to control cells was determined with two-tailed, unpaired t-tests.

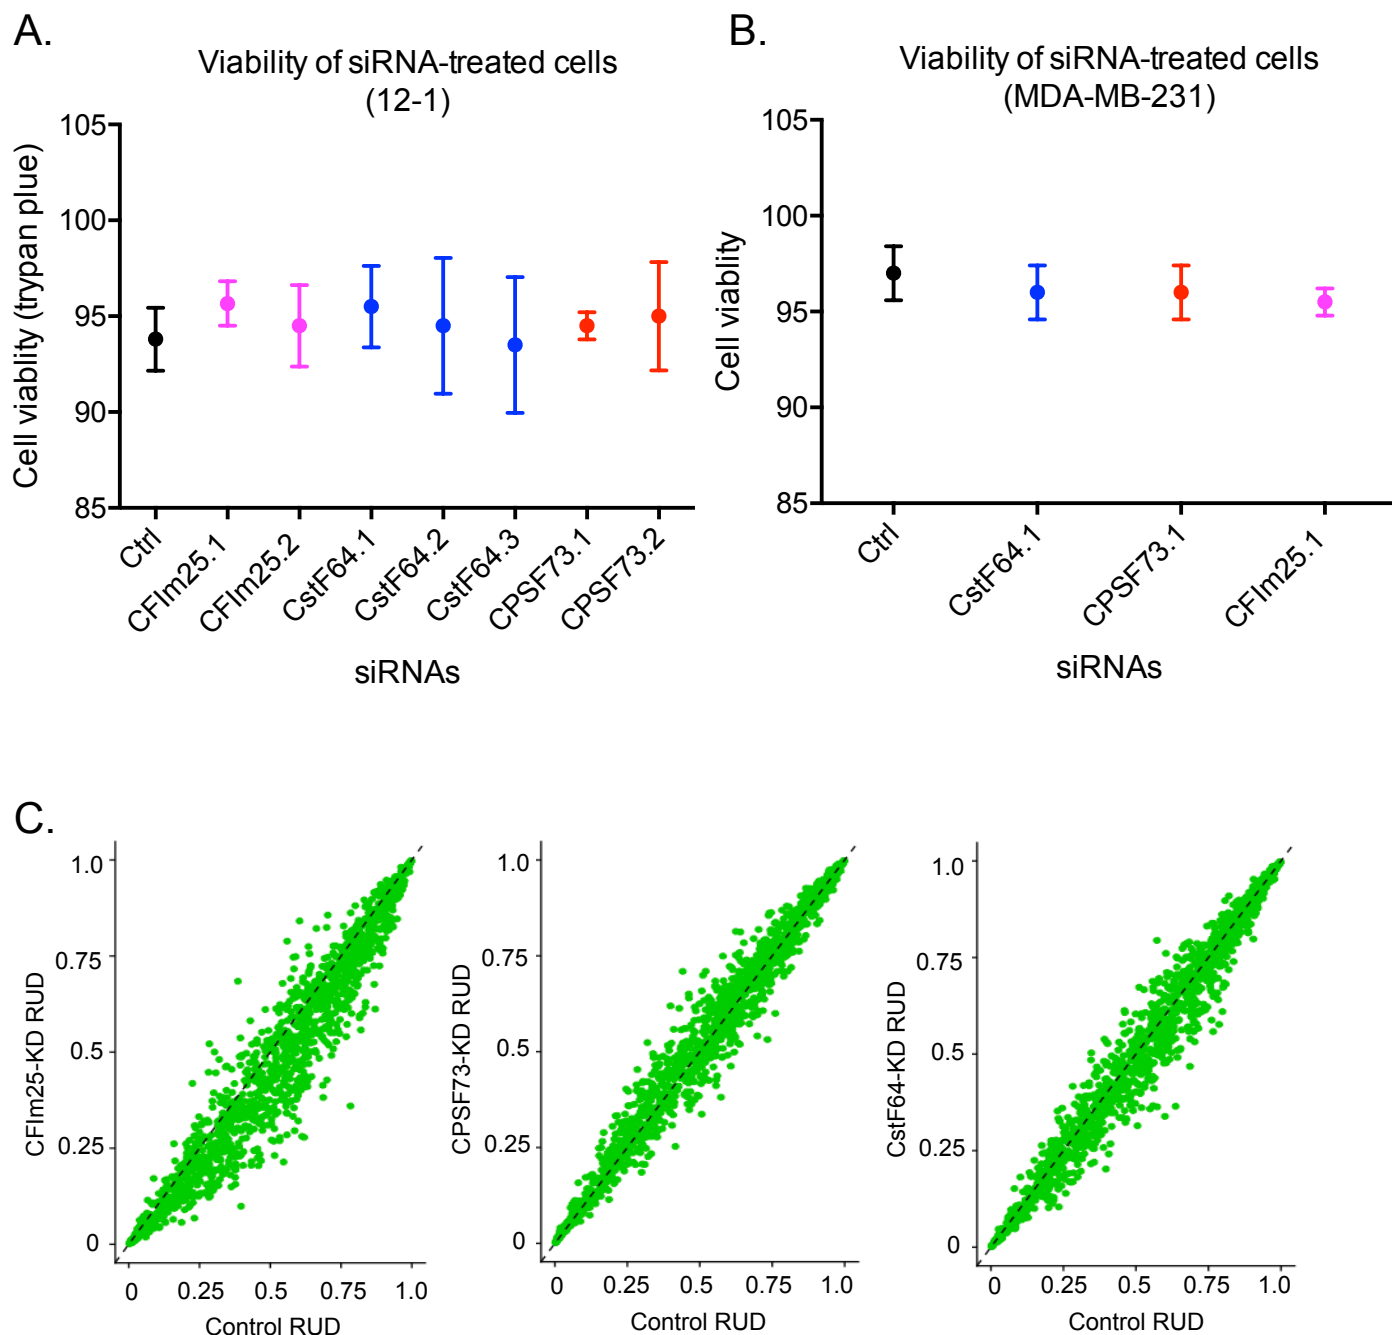

**Fig S4. siRNAs against CFIm25, CstF64 or CPSF73 do not affect cell viability.** (A) Primary human dermal fibroblasts were transfected with a control siRNA or an siRNA against CFIm25, CstF64 or CPSF73. Cell viability was monitored with trypan blue. (B) Viability was monitored with trypan blue in triple negative breast cancer cells transfected with a control siRNA or an siRNA against CstF64, CPSF73 or CFIm25. (C) Effect of knockdown of polyadenylation factors on polyadenylation site selection. Fibroblasts transfected with siRNAs against CFIm25, CPSF73 or CstF-64, or a control siRNA, were analyzed with polyadenylation site-enriched RNA-Seq. The relative use of the distal isoform (RUD) for each gene is plotted on the x-axis and the RUD for the same gene in knockdown cells is plotted on the y-axis.

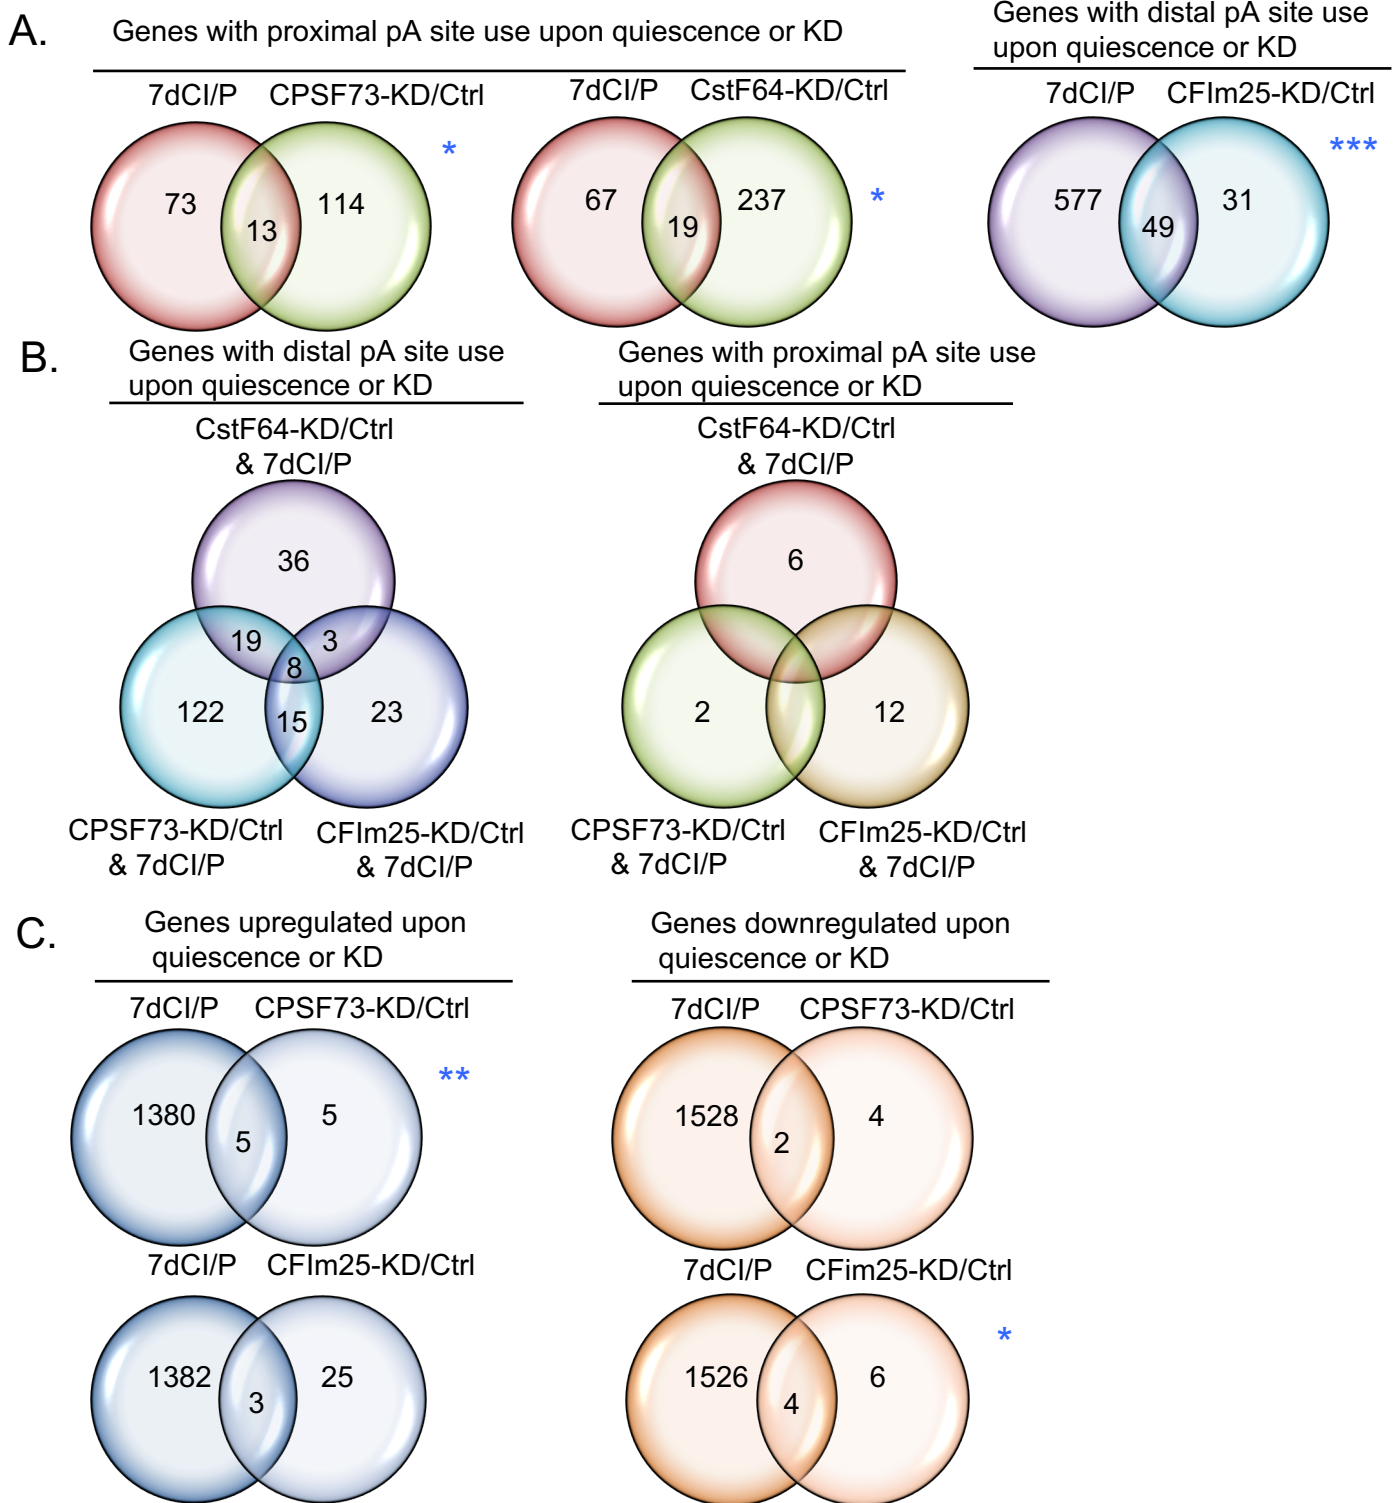

**Fig S5. Overlap among changes in polyadenylation site selection and gene expression with quiescence and cleavage and polyadenylation factor knockdown.** (A) Overlap between genes that change polyadenylation site selection with quiescence and genes that change polyadenylation site selection with cleavage and polyadenylation factor knockdown. Overlap is shown for genes that shift to more proximal polyadenylation site use with quiescence and knockdown of CPSF73 or CstF64, and overlap between genes that shift to more distal polyadenylation site use with quiescence and knockdown of CFIm25. (B). Overlap is shown among genes that shift to greater use of a distal polyadenylation site with quiescence and knockdown of a polyadenylation factor. Overlap is also shown among genes that shift to greater use of a proximal polyadenylation site with quiescence and knockdown of a polyadenylation factor. (C) Overlap among genes that change expression in quiescence and that change expression with knockdown of CPSF73 or CFIm25.

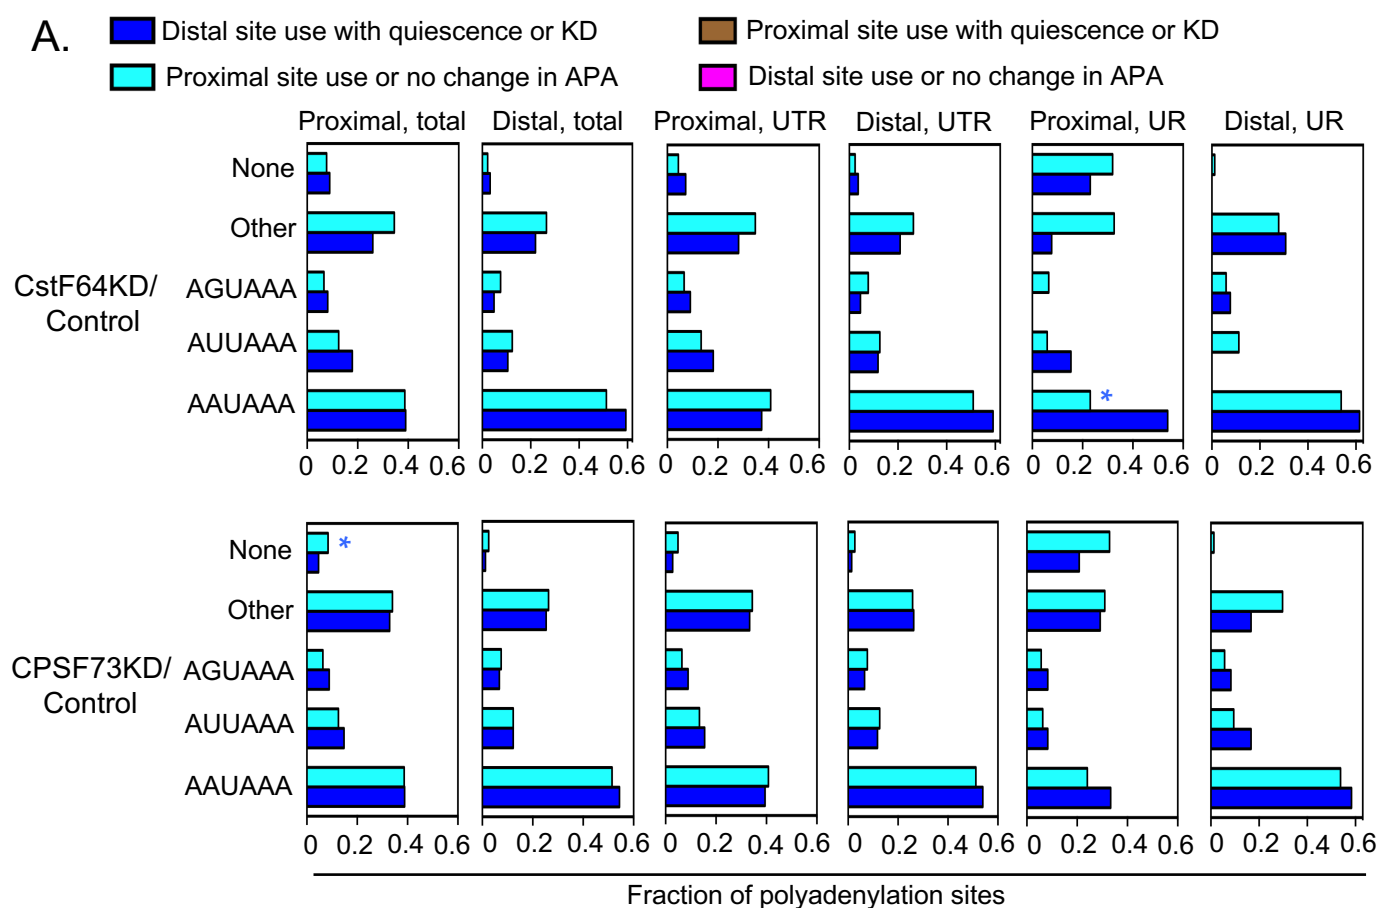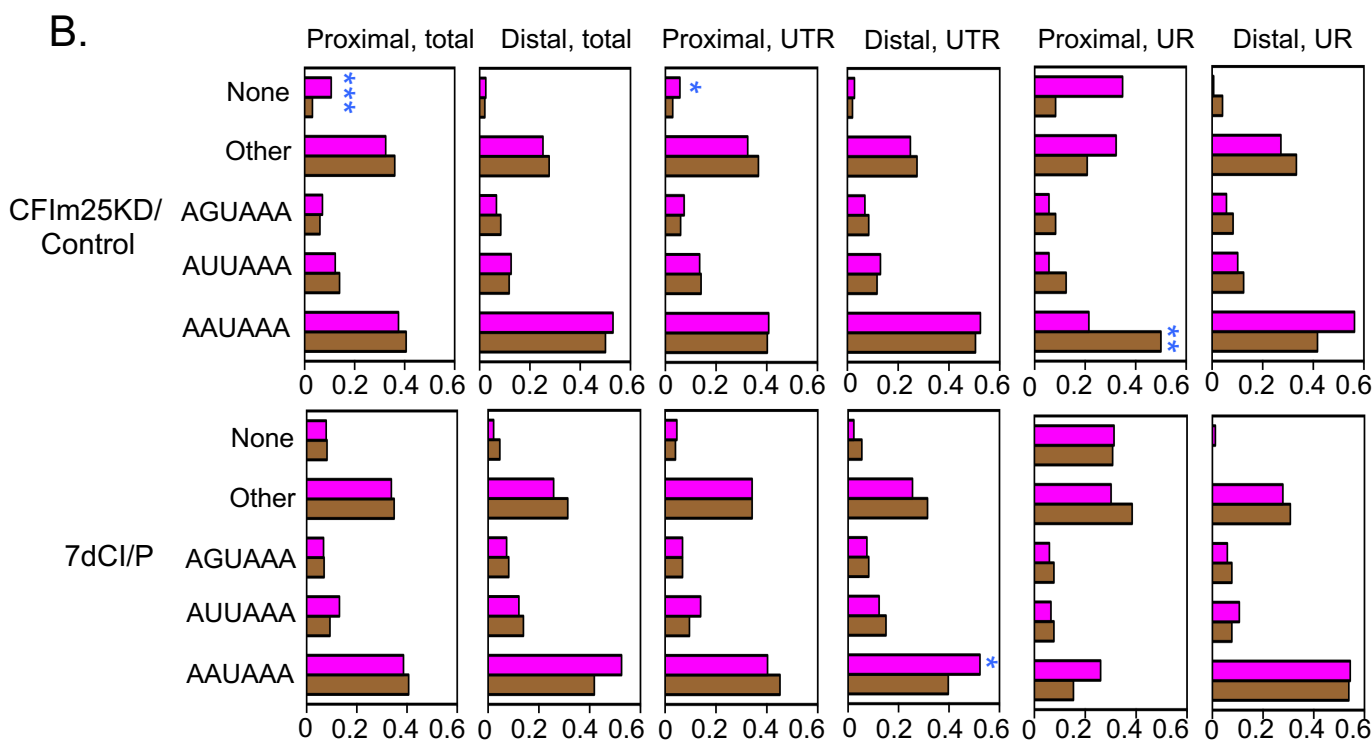

**Fig S6. Frequency of different hexamers in genes that shift polyadenylation site use with quiescence or cleavage and polyadenylation factor knockdown.** (A) Frequency of different hexamers for genes that shift to greater use of distal polyadenylation sites with CstF64 or CPSF73 knockdown (dark blue) compared with genes that do not shift to greater use of distal polyadenylation sites (light blue) (B) Hexamer frequency data are provided as in (A) for cells with CFIm25 knockdown or transitioning to quiescence for genes that shift to greater use of proximal polyadenylation sites (brown) or a control set of genes that do not shift to greater use of proximal sites (pink).

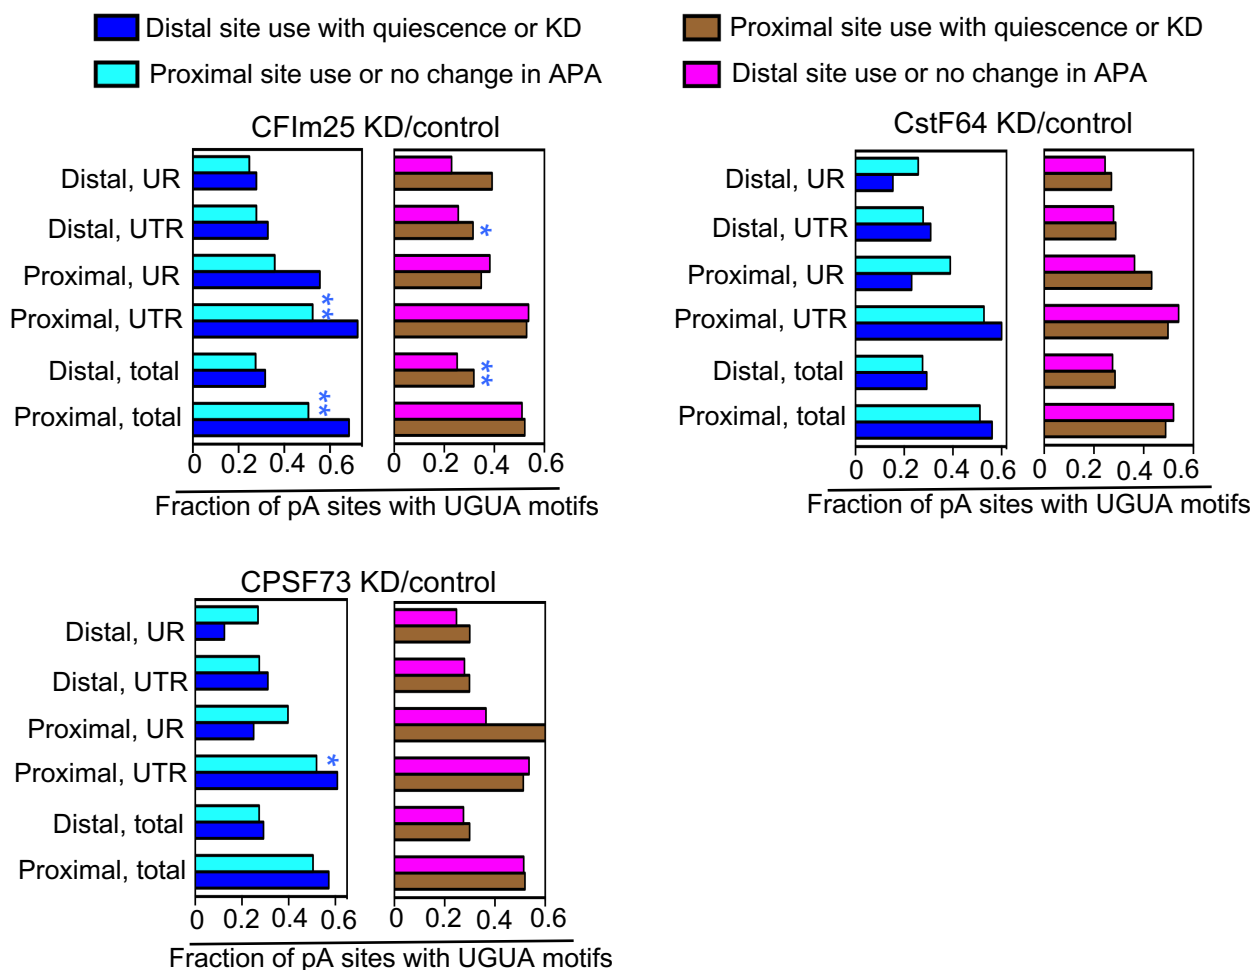

**Fig S7. Frequency of UGUA upstream of hexamers in genes that shift polyadenylation site selection with cleavage and polyadenylation factor knockdown.** (A) The fraction of polyadenylation sites with UGUA motifs is plotted for genes that shift to greater use of distal polyadenylation sites (dark blue) and control genes (light blue) and genes that shift to greater use of proximal polyadenylation sites (brown) and control genes (pink). Data are shown for fibroblasts transfected with siRNAs against CFIm25, CstF64 or CPSF73 compared with a control siRNA. Data are provided for all distal polyadenylation sites, all proximal polyadenylation sites, distal polyadenylation sites for UTR APA, proximal polyadenylation sites for UTR APA, distal polyadenylation sites for UR APA, and proximal polyadenylation sites for UR APA. Statistical significance was determined by two-tailed Fisher's exact test.

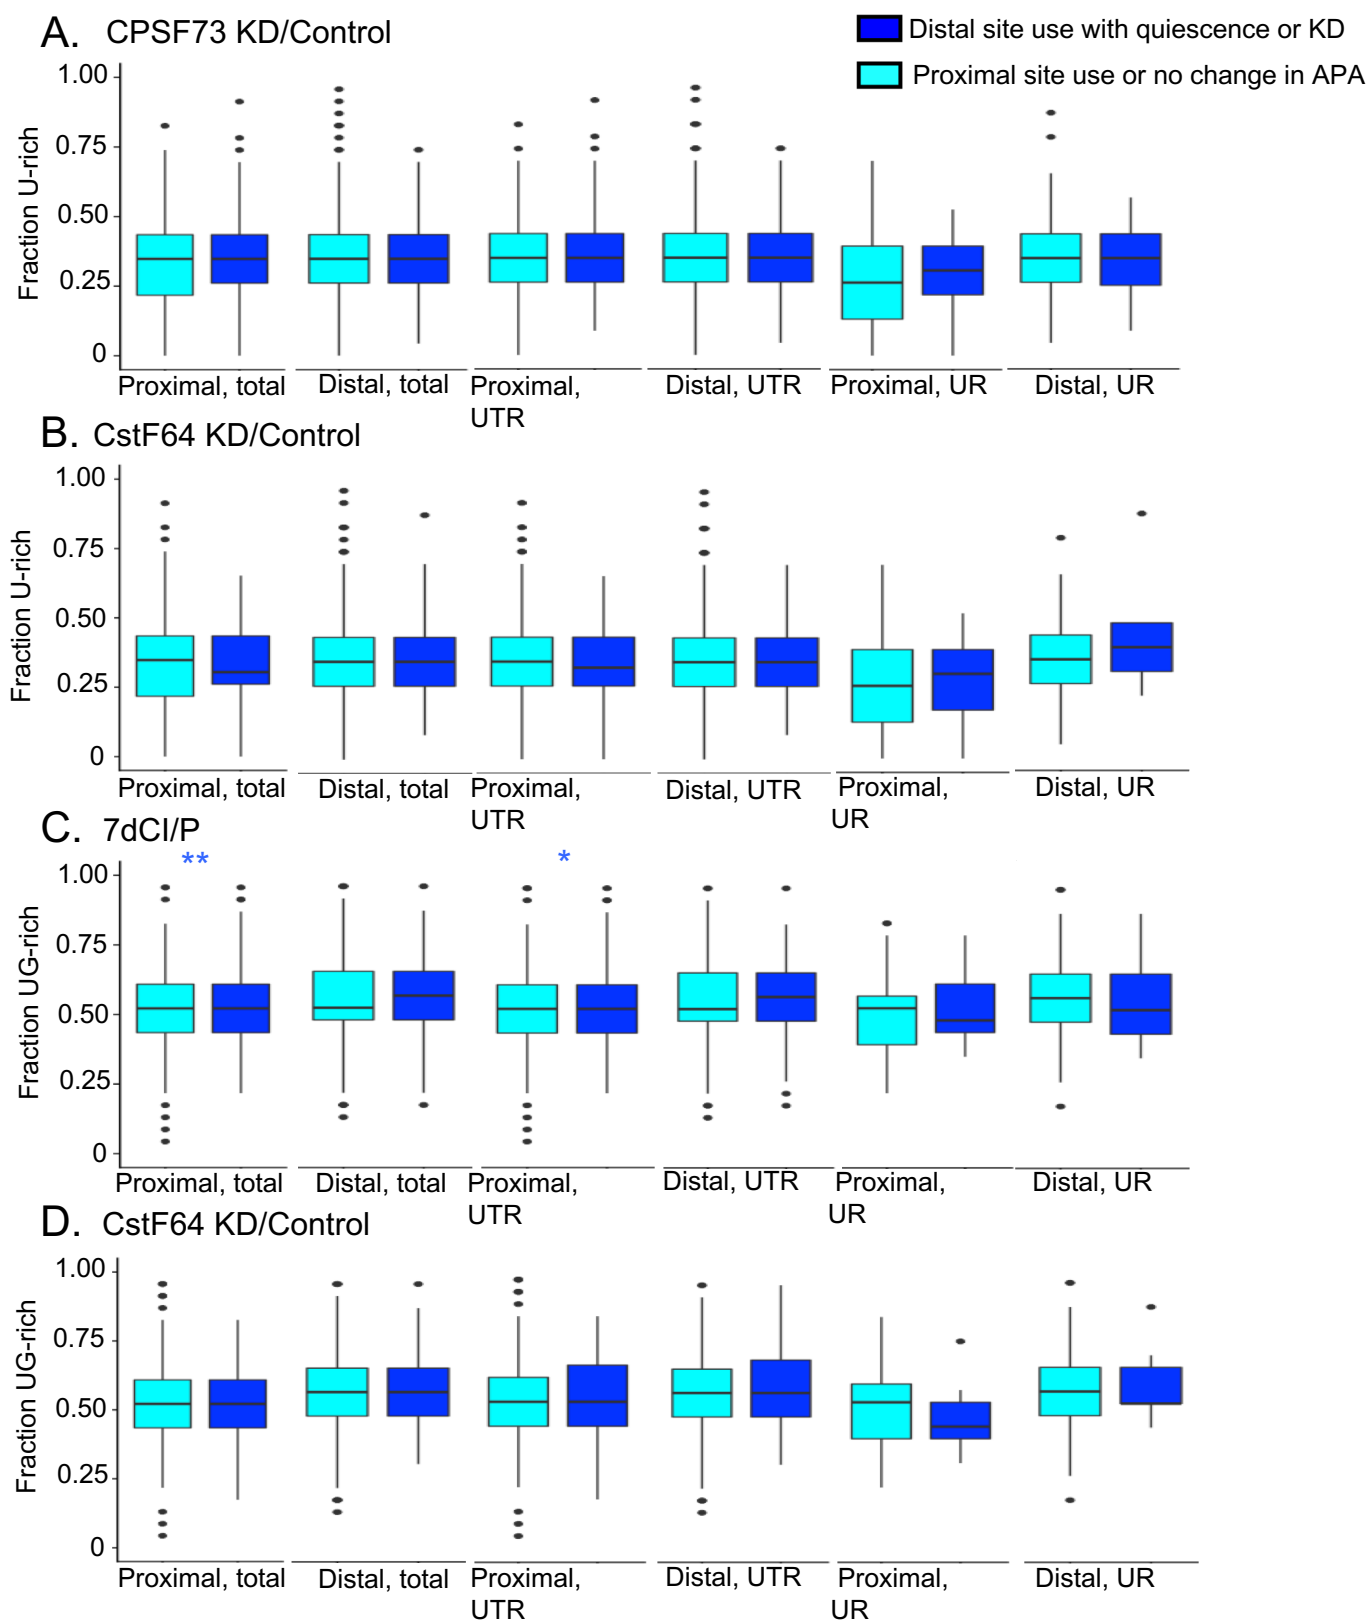

**Fig S8. Fraction of bases between 20 and 40 bps downstream of the polyadenylation site that are U or G.** The fractions of nucleotides that are uracils (U-rich) between 20 and 40 bps downstream of the hexamer are plotted for proximal and distal polyadenylation sites. Data are provided for genes that shift to greater use of distal polyadenylation sites (dark blue) and control genes (light blue) for fibroblasts transfected with siRNAs against CPSF73 (A) or CstF64 (B) compared with a control siRNA. The same analysis was also performed for the combined fraction of uracils and guanines (UG-rich) comparing contact-inhibited with proliferating fibroblasts (C) and comparing fibroblasts transfected with a siRNA against CstF64 with fibroblasts transfected with a control siRNA (D). Statistical significance by Wilcoxon signed-rank test.

## A. CstF64

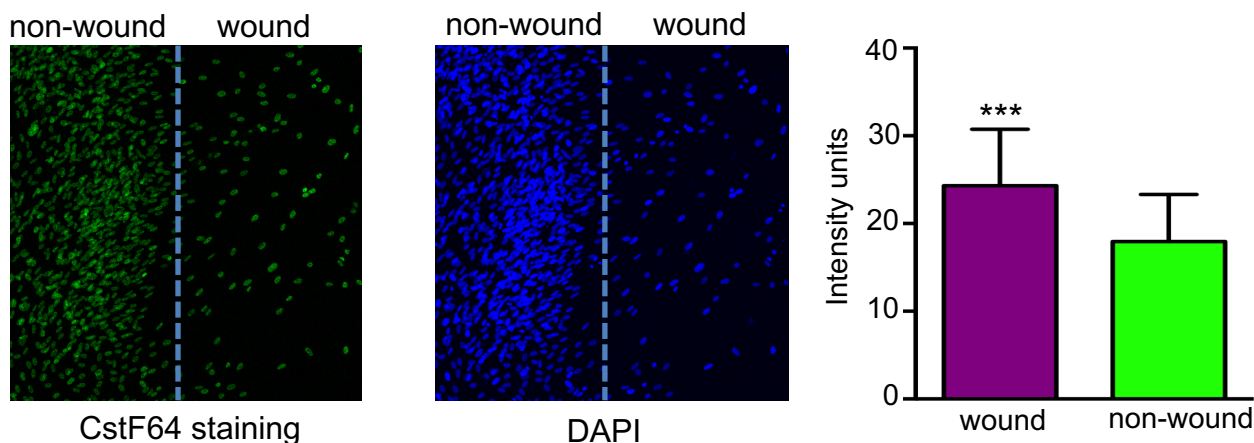

## B. CPSF73

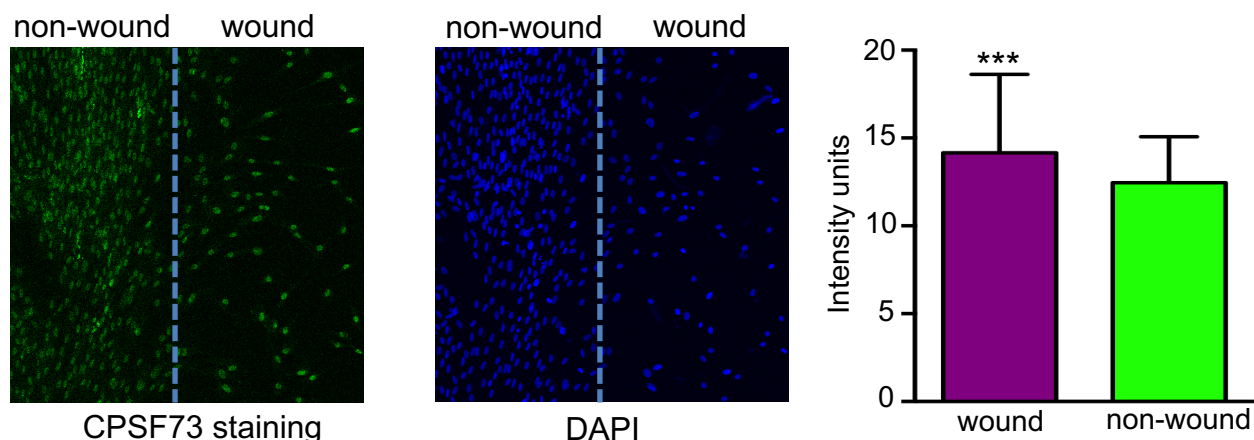

## C. CFIm25

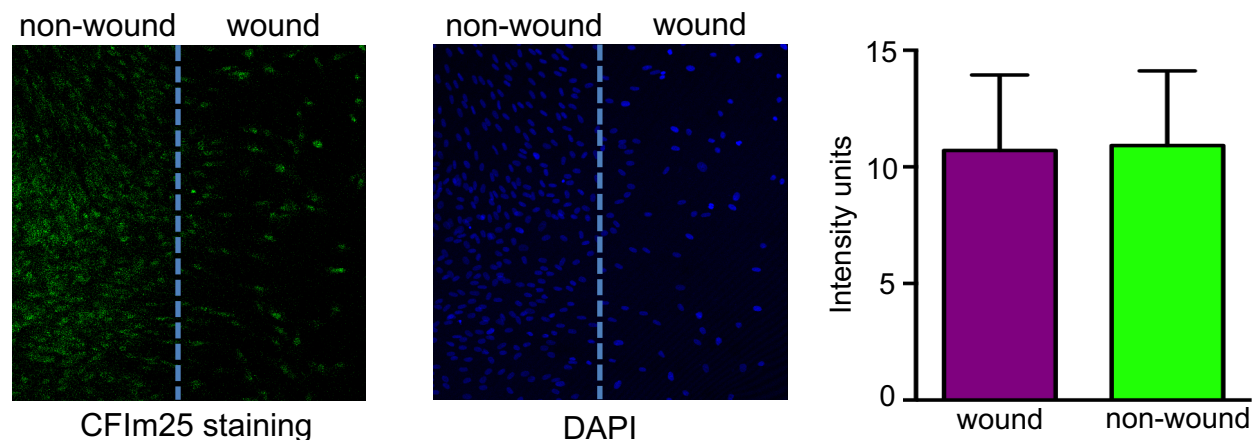

**Fig S9. Levels of polyadenylation factors in migratory vs. non-migratory fibroblasts.** Fibroblasts were seeded on a 35 mm dish with a glass bottom and allowed to grow until contact-inhibited. A pipet tip was used to denude a portion of the plate. Cells were analyzed with immunofluorescence (green, left panels) for the levels of cleavage and polyadenylation factors CstF-64 (A), CPSF73 (B), and CFIm25 (C). Cells were also stained with the DAPI nuclear stain (middle panels). Levels of each factor in the migratory cells (in wound area) and non-migratory cells (non-wound area) were quantified with *ImageJ* (right panels). Bar graphs represent mean and  $\pm$  S.D. The green intensity in the nuclear region was considered for analysis. (A) For CstF64 staining, 95 cells in the wound area and 295 cells in the non-wound area were used for analysis. (B) For CPS73 staining, 99 cells in the wound area and 354 cells in the wound area were used for analysis. (C) For CFIm25 staining, 74 cells in the wound area and 320 cells in the non-wound area were considered. Statistical significance was determined with two-tailed, unpaired t-tests. The figure shows representative results from 2 (CPSF73 and CFIm25) or 3 (CstF-64) independent experiments.

**Table S1. Number of RNA-Seq reads for each biological replicate and proliferative state.**

|                           | Proliferating         |                       |                       | 7-day Contact Inhibited |                       |                       |
|---------------------------|-----------------------|-----------------------|-----------------------|-------------------------|-----------------------|-----------------------|
| Biological Replicate      | 10-5                  | 12-1                  | 12-1                  | 10-5                    | 12-1                  | 12-1                  |
| Sequencing Run            | 1                     | 2                     | 3                     | 1                       | 2                     | 3                     |
| Reads Matched to barcodes | 3.4 x 10 <sup>7</sup> | 6.8 x 10 <sup>7</sup> | 3.5 x 10 <sup>7</sup> | 3.6 x 10 <sup>7</sup>   | 6.1 x 10 <sup>7</sup> | 5.0 x 10 <sup>7</sup> |
| Total Reads in Run        | 1.1 x 10 <sup>8</sup> | 1.1 x 10 <sup>8</sup> | 1.4 x 10 <sup>8</sup> | 1.4 x 10 <sup>8</sup>   | 1.4 x 10 <sup>8</sup> | 3.2 x 10 <sup>8</sup> |

**Table S2. Top genes undergoing differential expression with quiescence**

| Official Gene symbol                              | Gene description                                                                 | Log <sub>2</sub> (quiescent counts/<br>proliferating counts) | DESeq qvalue | Gene Ontology                                                                                         |
|---------------------------------------------------|----------------------------------------------------------------------------------|--------------------------------------------------------------|--------------|-------------------------------------------------------------------------------------------------------|
| Genes most strongly downregulated with quiescence |                                                                                  |                                                              |              |                                                                                                       |
| KISS1                                             | KISS-1 metastasis-suppressor                                                     | -6.4                                                         | 3.6E-11      | Cytoskeletal organization; protein binding                                                            |
| ACTC1                                             | actin, alpha, cardiac muscle 1                                                   | -6.2                                                         | 2.7E-02      | ATPase activity; actin-filament based movement                                                        |
| ANKRD1                                            | ankyrin repeat domain 1 (cardiac muscle)                                         | -5.1                                                         | 5.7E-03      | R-SMAD binding; RNA polymerase II transcription factor binding                                        |
| PODXL                                             | podocalyxin-like                                                                 | -4.9                                                         | 2.8E-03      | Positive regulation of cell migration; positive regulation of cell-cell adhesion mediated by integrin |
| RLTPR                                             | RGD motif, leucine rich repeats, tropomodulin domain and proline-rich containing | -4.7                                                         | 1.1E-04      | Cell migration; maintenance of cell polarity                                                          |
| DSCAM                                             | Down syndrome cell adhesion molecule                                             | -4.6                                                         | 4.1E-04      | Cell adhesion; positive regulation of phosphorylation                                                 |
| ST6GAL2                                           | ST6 beta-galactosamide alpha-2,6-sialyltransferase 2                             | -4.6                                                         | 1.3E-03      | beta-galactoside alpha-2,6-sialyltransferase activity; oligosaccharide metabolic process              |
| DUSP2                                             | dual specificity phosphatase 2                                                   | -4.5                                                         | 4.5E-06      | Protein tyrosine/threonine phosphatase activity; inactivation of MAPK activity                        |
| LINC00707                                         | long intergenic non-protein coding RNA 707                                       | -4.5                                                         | 4.9E-08      | -                                                                                                     |
| CXCL8                                             | chemokine (C-X-C motif) ligand 8                                                 | -4.4                                                         | 3.7E-02      | Chemokine activity; movement of cell and cellular transport                                           |
| Genes most strongly upregulated with quiescence   |                                                                                  |                                                              |              |                                                                                                       |
| C10orf105                                         | chromosome 10 open reading frame 105                                             | 7.6                                                          | 2.8E-13      | Integral component of membrane                                                                        |
| ADH1B                                             | alcohol dehydrogenase 1B (class I), beta polypeptide                             | 7.3                                                          | 3.0E-03      | Alcohol dehydrogenase activity, zinc-dependent; ethanol oxidation                                     |
| SLC51B                                            | solute carrier family 51, beta subunit                                           | 7.1                                                          | 2.5E-02      | Transporter activity; positive regulation of protein targeting to membrane                            |
| PPL                                               | periplakin                                                                       | 7.0                                                          | 3.3E-17      | Structural constituent of cytoskeleton; extracellular exosome                                         |
| COL21A1                                           | collagen, type XXI, alpha 1                                                      | 6.8                                                          | 3.1E-02      | Extracellular matrix organization                                                                     |
| ABCA9                                             | ATP-binding cassette, sub-family A (ABC1), member 9                              | 6.4                                                          | 3.7E-08      | ATPase activity coupled to transmembrane movement of substances                                       |
| RASL12                                            | RAS-like, family 12                                                              | 6.3                                                          | 4.1E-05      | GTP-binding; small GTPase mediated signal transduction                                                |
| WNT11                                             | wingless-type MMTV integration site family, member 11                            | 6.2                                                          | 2.0E-03      | GTPase activator activity; negative regulation of cell growth; negative regulation of cell migration  |
| LCNL1                                             | lipocalin-like 1                                                                 | 6.2                                                          | 5.7E-04      | -                                                                                                     |
| P2RY14                                            | purinergic receptor P2Y, G-protein coupled, 14                                   | 6.1                                                          | 1.5E-02      | UDP-activated nucleotide receptor activity; G-protein coupled receptor signaling pathway              |

**Table S3. Differential expression of core splicing factors with quiescence.**

| snRNP            | Gene name<br>(alternative name) | log2fold change<br>(7dCI/P) | q-value    |
|------------------|---------------------------------|-----------------------------|------------|
| U1               | snRNP70 (U1-70K)                | -0.702430056                | 0.39522249 |
| U1               | snRPA (U1A)                     | -0.948210867                | 0.1187233  |
| U1               | snRPC (U1C)                     | -1.176097682                | 0.03806647 |
| U2               | SF3A1 (SF3a120)                 | -0.614458322                | 0.61802113 |
| U2               | SF3A2 (SF3a66)                  | -0.234165381                | 1          |
| U2               | SF3A3 (SF3a60)                  | -0.873798225                | 0.17495962 |
| U2               | SF3B1 (SF3b155)                 | 0.312226007                 | 0.86175232 |
| U2               | SF3B6 (SF3B14a)                 | -0.485550585                | 0.55346759 |
| U2               | PHF5A (SF3B14b)                 | -0.88579857                 | 0.17450732 |
| U2               | SF3B2 (SF3b145)                 | -0.605670987                | 0.52851566 |
| U2               | SF3B3 (SF3b130)                 | -0.675320143                | 0.26816022 |
| U2               | SF3B4 (SF3b49)                  | -1.201936526                | 0.14420894 |
| U2               | SF3B5 (SF3B10)                  | -0.380985328                | 0.68412396 |
| U2               | SNRPB2                          | -0.614559179                | 0.49114666 |
| U4/U6            | PRPF3 (hPrp3)                   | -0.962145763                | 0.14508486 |
| U4/U6            | PRPF31 (hPrp31)                 | -0.752235842                | 0.23960828 |
| U4/U6            | PRPF4 (hPrp4)                   | -1.470334425                | 0.00573558 |
| U4/U6            | PPIH (CYPH)                     | -1.53145057                 | 0.00290289 |
| U4/U6            | SNU13 (NHP2L1)                  | -0.67072951                 | 0.32278753 |
| U5               | EFTUD2 (Snu114)                 | -1.013346266                | 0.07323332 |
| U5               | SnRNP200 (BRR2)                 | -0.343026961                | 0.79756531 |
| U5               | DDX23 (PRPF28)                  | -0.790457902                | 0.23178541 |
| U5               | PRPF6 (PRP6)                    | -0.187170663                | 1          |
| U5               | PRPF8 (PRP8)                    | -0.470363074                | 0.65113533 |
| U5               | snRNP40 (40K)                   | -0.914442798                | 0.08016744 |
| U5               | CD2BP2 (52K)                    | -0.457332647                | 0.60498356 |
| U5               | TXNL4A (DIB1)                   | -0.843749525                | 0.21580353 |
| U4/U5/U6<br>only | SART1 (hSnu66)                  | -0.810010974                | 0.33443671 |
| U4/U5/U6<br>only | BRSK1 (hSAD1)                   | 0.287152548                 | 0.79841598 |
| U4/U5/U6<br>only | SNRNP27 (27K)                   | -0.63082609                 | 0.42316184 |

The significant genes (q-value < 0.05) are highlighted in yellow.

**Table S4. Number of RNA-Seq reads for Polyadenylation Site-enriched RNA-Sequencing.**

The number of reads for each sample in each Illumina sequencing run after mapping to the human genome (hg19) using the Tophat alignment algorithm are provided. Table also includes the number of reads that were retained in the analysis after assigning them to polyadenylation sites (pA) from human PolyAsite annotation (<http://www.polyasite.unibas.ch/>).

|                                                                   | Proliferating (P)       |                         | 7 day Contact Inhibited (7dCI) |                         |
|-------------------------------------------------------------------|-------------------------|-------------------------|--------------------------------|-------------------------|
| Biological Replicate                                              | 12-1                    | 12-3                    | 12-1                           | 12-2                    |
| Total Number of reads mapped to hg19 using Tophat                 | 0.830 x 10 <sup>7</sup> | 0.678 x 10 <sup>7</sup> | 0.788 x 10 <sup>7</sup>        | 0.699 x 10 <sup>7</sup> |
| Percent of reads mapped to hg19 using Tophat                      | 81.10%                  | 81.74%                  | 79.52%                         | 78.89%                  |
| Reads mapping to pA sites from PolyAsite annotation               | 0.607 x 10 <sup>7</sup> | 0.498 x 10 <sup>7</sup> | 0.571 x 10 <sup>7</sup>        | 0.491 x 10 <sup>7</sup> |
| Percentage of reads mapping to pA sites from PolyAsite annotation | 62.92%                  | 63.51%                  | 61.90%                         | 59.54%                  |

|                                                                   | Control siRNA           |                         | CstF64 siRNA            |                         | CPSF73 siRNA            |                         | CFIm25 siRNA            |                         |
|-------------------------------------------------------------------|-------------------------|-------------------------|-------------------------|-------------------------|-------------------------|-------------------------|-------------------------|-------------------------|
| Biological Replicate                                              | 12-1                    | 12-3                    | 12-1                    | 12-3                    | 12-1                    | 12-3                    | 12-1                    | 12-3                    |
| Total Number of reads mapped to hg19 using Tophat                 | 0.864 x 10 <sup>7</sup> | 0.944 x 10 <sup>7</sup> | 0.920 x 10 <sup>7</sup> | 0.611 x 10 <sup>7</sup> | 0.937 x 10 <sup>7</sup> | 0.912 x 10 <sup>7</sup> | 0.931 x 10 <sup>7</sup> | 0.755 x 10 <sup>7</sup> |
| Percent of reads mapped to hg19 using Tophat                      | 81.30%                  | 79.25%                  | 82.27%                  | 84.22%                  | 78.94%                  | 80.99%                  | 80.03%                  | 80.17%                  |
| Reads mapping to pA sites from PolyAsite annotation               | 0.646 x 10 <sup>7</sup> | 0.698 x 10 <sup>7</sup> | 0.702 x 10 <sup>7</sup> | 0.472 x 10 <sup>7</sup> | 0.702 x 10 <sup>7</sup> | 0.684 x 10 <sup>7</sup> | 0.707 x 10 <sup>7</sup> | 0.557 x 10 <sup>7</sup> |
| Percentage of reads mapping to pA sites from PolyAsite annotation | 63.83%                  | 60.77%                  | 66.39%                  | 67.01%                  | 62.27%                  | 62.26%                  | 63.65%                  | 60.41%                  |

|                                                                   | P, time=0hr             |                         | P, time=2hr             |                         | P, time=4hr             |                         | P, time=8hr             |                         |
|-------------------------------------------------------------------|-------------------------|-------------------------|-------------------------|-------------------------|-------------------------|-------------------------|-------------------------|-------------------------|
| Biological Replicate                                              | 12-1                    | 12-3                    | 12-1                    | 12-3                    | 12-1                    | 12-3                    | 12-1                    | 12-3                    |
| Total Number of reads mapped to hg19 using Tophat                 | 0.958 x 10 <sup>7</sup> | 0.882 x 10 <sup>7</sup> | 1.040 x 10 <sup>7</sup> | 0.947 x 10 <sup>7</sup> | 0.899 x 10 <sup>7</sup> | 1.107 x 10 <sup>7</sup> | 1.210 x 10 <sup>7</sup> | 1.275 x 10 <sup>7</sup> |
| Percent of reads mapped to hg19 using Tophat                      | 81.38%                  | 80.95%                  | 80.89%                  | 81.48%                  | 82.12%                  | 80.75%                  | 79.45%                  | 78.42%                  |
| Reads mapping to pA sites from PolyAsite annotation               | 0.624 x 10 <sup>7</sup> | 0.559 x 10 <sup>7</sup> | 0.689 x 10 <sup>7</sup> | 0.615 x 10 <sup>7</sup> | 0.601 x 10 <sup>7</sup> | 0.724 x 10 <sup>7</sup> | 0.787 x 10 <sup>7</sup> | 0.825 x 10 <sup>7</sup> |
| Percentage of reads mapping to pA sites from PolyAsite annotation | 65.16%                  | 63.36%                  | 66.24%                  | 64.88%                  | 66.90%                  | 65.43%                  | 65.05%                  | 64.72%                  |
|                                                                   | 7dCI, time=0hr          |                         | 7dCI, time=2hr          |                         | 7dCI, time=4hr          |                         | 7dCI, time=8hr          |                         |
| Biological Replicate                                              | 12-1                    | 12-3                    | 12-1                    | 12-3                    | 12-1                    | 12-3                    | 12-1                    | 12-3                    |
| Total Number of reads mapped to hg19 using Tophat                 | 0.928 x 10 <sup>7</sup> | 0.745 x 10 <sup>7</sup> | 0.809 x 10 <sup>7</sup> | 1.014 x 10 <sup>7</sup> | 1.015 x 10 <sup>7</sup> | 1.237 x 10 <sup>7</sup> | 1.162 x 10 <sup>7</sup> | 1.425 x 10 <sup>7</sup> |
| Percent of reads mapped to hg19 using Tophat                      | 80.69%                  | 80.53%                  | 80.34%                  | 79.38%                  | 80.47%                  | 78.84%                  | 77.85%                  | 77.82%                  |
| Reads mapping to pA sites from PolyAsite annotation               | 0.606 x 10 <sup>7</sup> | 0.475 x 10 <sup>7</sup> | 0.531 x 10 <sup>7</sup> | 0.664 x 10 <sup>7</sup> | 0.679 x 10 <sup>7</sup> | 0.825 x 10 <sup>7</sup> | 0.735 x 10 <sup>7</sup> | 0.920 x 10 <sup>7</sup> |
| Percentage of reads mapping to pA sites from PolyAsite annotation | 65.27%                  | 63.71%                  | 65.64%                  | 65.51%                  | 66.94%                  | 66.71%                  | 63.31%                  | 64.60%                  |

**Table S5. Expression levels of factors that bind motifs present in the alternate regions of quiescence-induced longer isoforms**

| Gene      | log2fold(7dCI/P) | pvalue     | padj       |
|-----------|------------------|------------|------------|
| SNRPA     | -1.937944049     | 3.83E-15   | 2.36E-13   |
| SRSF2     | -1.6088995       | 2.16E-16   | 1.65E-14   |
| SRSF7     | -1.596246825     | 2.83E-15   | 1.78E-13   |
| ELAVL1    | -1.25314909      | 1.44E-07   | 2.48E-06   |
| FUS       | -1.232860781     | 3.99E-06   | 4.97E-05   |
| PPRC1     | -1.156598769     | 0.00931581 | 0.03855354 |
| DAZAP1    | -1.087951629     | 7.93E-05   | 6.94E-04   |
| U2AF2     | -1.031617616     | 4.07E-05   | 3.85E-04   |
| SRSF1     | -0.987796533     | 1.04E-05   | 1.17E-04   |
| RBM8A     | -0.950889009     | 6.21E-07   | 9.21E-06   |
| HNRNPL    | -0.727136968     | 0.30577249 | 0.51091149 |
| RBM28     | -0.614668732     | 0.11006761 | 0.25354424 |
| RBM42     | -0.606102322     | 0.01922101 | 0.06813312 |
| HNRNPA1   | -0.539541149     | 0.00294536 | 0.01513658 |
| G3BP2     | -0.497526883     | 0.08199056 | 0.2053361  |
| YBX1      | -0.457655514     | 0.02880999 | 0.09323427 |
| PCBP1     | -0.368999482     | 0.06552294 | 0.17280009 |
| FXR2      | -0.323622195     | 0.51141416 | 0.70244058 |
| HNRNPA2B1 | -0.21895066      | 0.36383014 | 0.57145414 |
| RBM4      | -0.200712814     | 0.7201741  | 0.84944376 |
| RALY      | -0.18879302      | 0.31839036 | 0.52493248 |
| SAMD4A    | -0.061618966     | 0.88955756 | 0.94763983 |
| ANKHD1    | -0.036773719     | 0.94566291 | 0.97514581 |
| TIA1      | 0.051108965      | 0.84367583 | 0.92183425 |
| QKI       | 0.111685664      | 0.70254596 | 0.83800393 |
| CNOT4     | 0.192246741      | 0.71242501 | 0.84487501 |
| CPEB2     | 0.195566126      | 0.78374536 | 0.88759547 |
| CPEB4     | 0.236009501      | 0.73496651 | 0.8585516  |
| HNRNPH2   | 0.541088962      | 0.01875685 | 0.06683603 |
| FMR1      | 0.632320832      | 0.24979597 | 0.44752334 |
| PCBP2     | 0.724951786      | 4.17E-04   | 0.00292084 |
| RBM5      | 0.741169877      | 0.0059837  | 0.02714546 |
| RBM6      | 1.053632478      | 0.00135285 | 0.0078863  |
| ZC3H10    | 1.583864929      | 0.01978887 | 0.06973454 |

How the deposited data were processed for this re-analysis (not part of the article)

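Polyadenylation site-enriched RNA-Seq was carried out on primary human fibroblasts of 2 strains in 6 conditions: proliferating, 7 days of contact inhibition (7dCI), and 48 hours after transfection with a control siRNA or an siRNA against CFIm25, CPSF73 or CstF-64. Each condition has 1 library per strain, 12 in all. The authors demultiplexed the reads, removed adapter and polyA tail sequences, aligned them to hg19 (GRCh37) with TopHat at default parameters and assigned them to the sites of the PolyAsite atlas with its script. The deposited table holds the resulting counts per site for sites in terminal exons (TE), introns (IN) and other exons (EX), without normalization and without a minimum count. All 12 columns were used. The full-length RNA-Seq data of the study, its imaging, protein and wound healing data, and reads outside the listed sites were not analysed here.

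Library totals lie between 4619662 and 6900180 counts, and 37908 to 44282 sites have a count in a library. The median gene with 2 kept sites has between 173 and 294 counts in a library, so that a single RUD value is often uncertain by several hundredths from counting alone. Between 96.2 and 97.4% of the counts fall on the kept sites. Gene names were used as deposited. Of 22635 names, 545 join several genes, 26 have been changed to dates and 6 occur on more than 1 chromosome.

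Sites with at least 10 counts in every one of the 12 samples were kept, and genes with exactly 2 kept sites were used. RUD is the count of the distal site over the sum of both, averaged over the strains, and a gene was counted as changed when the difference in mean RUD was above 0.05. Genes were split into UTR APA (proximal site TE) and UR APA (proximal site IN or EX) by the listed type alone. UTR APA can therefore include genes whose sites lie in different terminal exons. Quiescence is 7dCI against proliferating, and each knockdown is set against the control siRNA. The use of both sites was also tested with edgeR's quasi-likelihood test of differential use (diffSpliceDGE), and expression, as the sum of a gene's counts, with edgeR's quasi-likelihood test after filterByExpr and TMM normalization. Both used Benjamini-Hochberg adjustment and an adjusted p under 0.05. Named genes are those the paper names and the 3 largest changes per direction among the called genes.

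Overlaps were tested with one-sided hypergeometric tests and against 10000 random gene lists drawn within groups of similar RUD in proliferating fibroblasts and similar total count, 5 groups of each. Motif shares were compared with two-sided Fisher's exact tests, and base content and expression of lengthened genes with permutation of the rank sum (100000 resamples). Intervals are 95% Wilson intervals. The hexamers are those of the deposited table, UGUA was searched in the 100 nt upstream of a site, and UUUU and base content in the 20 to 40 nt downstream. Positions were checked on the GRCh37 sequence. A site was called A-rich with at least 5 A in the 10 nt downstream. The atlas leaves out sites with 7, and 0 of the kept sites have as many. Shared control libraries were handled by simulating unchanged libraries 100 times from a beta-binomial model.

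The same strains were used in every condition according to the labels of the deposited counts, so libraries were paired by strain. Table S4 heads the second 7dCI library with another strain label, and this conflict was not resolved. In a check of this pairing, the differences between the strains in the tested and in the reference condition had a Pearson correlation across 8637 genes of 0.344 to 0.468 for expression and across 1525 genes of 0.254 to 0.293 for RUD. The strain was added to the models as a replicate block as an alternative. Other alternatives were a minimum of 20 counts, 10 counts summed over the samples, a RUD threshold of 0.1, a change in each strain on its own, counts pooled over the strains, the count test in place of the threshold, a quasi-binomial model per gene, leaving out 1 strain, matched lists, DESeq2, size factors in place of TMM, no filter on low counts, only kept sites for expression, and 1 fit of all 12 samples. A further 2 were added after seeing the data: only genes whose distal site is in a terminal exon, and leaving out A-rich proximal sites.

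The steps were tested on simulated data with 200 changed genes, each given a change of fixed size. For site use that size lay well above the RUD threshold. The shares recovered and the shares of false calls depend on that size and on the number of changed genes. They therefore do not carry over to the real lists. For expression, edgeR recovered 77.0% of them with 5.52% false calls, with the block 76.0% and 5.0%, and DESeq2 60.5% and 2.42%. With a strain effect added, the shares recovered were 73.0%, 84.0% and 66.0%. For the use of 2 sites, diffSpliceDGE recovered 69.5% with 6.08% false calls, with the block 75.5% and 7.93%, the quasi-binomial model 1.0% with 0 false calls, and the RUD threshold 99.5% with 57.6% false calls. With a strain effect added, diffSpliceDGE recovered 55.0% with 0.901% false calls, with the block 73.0% and 7.01%, the quasi-binomial model 0%, and the RUD threshold 100% with 58.8%. The rank-sum permutation test called 6.5% of 200 sets without a difference. The hypergeometric test called 3.5% of independent lists but 100% of lists that share only their dependence on depth, and the matched lists called 7.0% of the latter.

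Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 were used.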

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

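All tests below were chosen only after the results were seen. Both results come from genes with more than 2 kept sites, for which the paper's text reports no result, and that is why they are given here.

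With quiescence, the share of the most distal site rose by more than 0.05 in 314 of 783 genes and fell by as much in 36. The direction is that of the genes with 2 sites. A technical source was looked for first. With every library thinned to 4619662 counts, rises outnumbered falls 318 to 36, a ratio of 8.83. With A-rich sites left out, 561 genes remained and the ratio was 9.875, from 237 rises and 24 falls. With the control siRNA libraries as the reference in place of the proliferating ones, it was 13.1, from 340 rises and 26 falls. None of these removes the shift, so depth, priming within A-rich sequence and the choice of growing reference are unlikely as its source. Contact inhibition differs from both references in cell density and in days of culture as well as in the cell cycle, and these libraries do not separate the 3. Reads assigned to overlapping genes or to gene copies were not tested. That the shift is biological remains a hypothesis from the data it was seen in.

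With CFIm25 knockdown, the most distal share fell by more than 0.05 in 304 of the 783 genes and rose in 19. Falls over rises were 15.0 after thinning (300 and 20) and 19.25 without A-rich sites (231 and 12). The same control libraries serve every knockdown, and odd controls would shift all knockdowns alike. With CPSF73 knockdown rises outnumbered falls, 77 to 40, a ratio of 1.925, but with CstF-64 knockdown falls outnumbered rises, 119 to 26. Odd controls alone would not give both directions, and whether they add to the falls with CFIm25 knockdown stays open. In each strain on its own the fall was above 0.05 in 210 genes, and the rise in 12. Effects of the siRNA on other genes cannot be examined with these libraries, and the cause of the shift was not tested further.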

How the results depend on the processing

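Alternatives were fixed before the data were examined, except for 2 that were chosen after seeing the data: leaving out A-rich proximal sites, and only genes whose distal site is in a terminal exon. Over 184 results and 602 values, 403 stayed the same, 45 were weaker, 30 stronger, 110 moved in size, and 14 reversed in direction. Unless construction shows it, the cause of a change was not tested.

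The minimum count per site changed the numbers of genes. At 20 counts in every sample the correlation of RUD between the strains was 0.975 (7dCI), 0.982 (CFIm25), 0.98 (CPSF73), 0.974 (CstF-64), 0.979 (control siRNA) and 0.98 (proliferating). Counting error is lower there, but the set of genes is smaller too, and these were not separated as causes. Genes shortened with quiescence numbered 59, lengthened with CFIm25 knockdown 40, lengthened and shortened with CPSF73 knockdown 137 and 76, and with CstF-64 knockdown 76 and 168. Fewer genes are eligible by construction. The overlap with quiescence was 1.20 times the expected number for CPSF73 proximal shifts and reversed to 0.868 and 0.869 for CstF-64 distal and proximal shifts. The difference in UGUA at UR proximal sites grew to 26.6 percentage points, and at UTR proximal sites it reversed to 3.29. UUUU differed by 7.38 points over all genes and reversed to -9.77 in UR APA genes. The difference in U was 2.20 in UTR APA genes (permutation, adjusted p = 0.181), and in U or G 1.40 over all genes (permutation, adjusted p = 0.232). With 10 counts summed over the samples, genes shortened with quiescence numbered 388 (70.2% lengthened), CFIm25 knockdown gave 420 lengthened genes (34.1%), CPSF73 588 and 501 (54.0%), and CstF-64 533 and 605 (46.8%), as sites with few counts enter.

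A RUD threshold of 0.1 gave 361 lengthened and 30 shortened genes with quiescence (92.3%), 324 of the lengthened with UTR APA. It gave 25 and 285 with CFIm25, 71 and 24 with CPSF73 (74.7%) and 33 and 89 with CstF-64 knockdown (27.0%). A difference above 0.05 in each strain gave 38 shortened with quiescence (92.3% lengthened), 41 and 383 with CFIm25, 106 and 45 with CPSF73, and 60 and 118 with CstF-64. A stricter rule passes fewer genes by construction.

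The count test in place of the threshold gave 249 lengthened and 19 shortened genes with quiescence (92.9%), 218 of the former with UTR APA, 9 and 201 with CFIm25 knockdown (4.29%), 0 and 1 with CPSF73 (0% lengthened), and 0 and 0 with CstF-64. The overlap ratio was 1.36 for CFIm25 distal shifts and 0 for CPSF73 proximal shifts. There the count test called 1 gene, which had not passed the RUD threshold. No ratio exists for CPSF73 distal shifts or for CstF-64, no percent lengthened for CstF-64, and no hexamer comparison for CPSF73, as 0 genes were called. AUUAAA at UR proximal sites differed by 9.17 points (Fisher's exact test, adjusted p = 0.190), UGUA over all genes reversed to -4.57, U in UTR APA genes differed by 2.51 (permutation, adjusted p = 0.0522) and U or G over all genes by 1.35 (permutation, adjusted p = 0.363). A quasi-binomial model per gene called 0 lengthened and 0 shortened genes with quiescence (302 at an unadjusted p under 0.05), 0 and 0 with CFIm25 (294), 0 shortened with CPSF73 (97), and 1 with CstF-64. On simulated data this model recovered few genes.

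The replicate block, which pairs the libraries by strain, raised the calls of the count test to 35 shortened genes with quiescence, 21 and 349 with CFIm25 and 9 and 7 with CPSF73. For expression it called 359 higher and 225 lower genes with CFIm25 knockdown, 209 and 169 with CPSF73, and 787 and 720 with CstF-64. Genes shared with quiescence then numbered 75 lower for CFIm25, 78 higher and 89 lower for CPSF73, and 253 and 255 for CstF-64. Among named genes it called the use of sites in ACTB with quiescence (edgeR, adjusted p = 0.00202) and RECK with CPSF73 knockdown (edgeR, adjusted p = 9.1e-04), and the expression of ACTB, ACTN1 and CCND1 with CstF-64 knockdown. It called all 20 genes tabulated for expression with CstF-64 knockdown, a few factors of Table S5 with each knockdown, and 1602 higher and 1400 lower genes between control siRNA and proliferating fibroblasts. With quiescence it called 2579 genes higher and 2496 lower, and more of the listed genes in several of the study's lists: 32 of the UTR APA genes of Table 1, 15 of those of Table 2, 11 lower genes of Table 3 and 14 lower factors of Table S5.

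Lists matched on RUD and total count brought the overlap ratios to 1.06 for CFIm25 distal, 1.10 for CPSF73 proximal, and, reversed, 0.966 for CstF-64 distal and 0.866 for CstF-64 proximal shifts. DESeq2 called 1300 genes higher with quiescence, 25 and 10 higher and lower with CFIm25 knockdown, 8 and 6 with CPSF73, and 101 and 55 with CstF-64, and shared 4 lower genes for CFIm25, 5 higher for CPSF73, and 26 and 24 for CstF-64. Without a filter on low counts edgeR called 68 and 30, 8 and 7, and 314 and 291 genes for the knockdowns in the same order. One fit of all 12 samples called 1 and 2, 2 and 2, and 116 and 75. With kept sites only, 1 gene was higher with CFIm25, and 2 were higher and 3 lower with CPSF73. BOC with quiescence then reversed to a log2 fold change of -1.28 (edgeR, adjusted p = 0.0649), because its distal site is not kept.

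Without A-rich proximal sites, chosen after seeing the data, several sequence differences shrank or reversed. In UR APA genes the difference was -6.92 points for no hexamer, 19.1 for AAUAAA, 15.4 for AUUAAA (Fisher's exact test, adjusted p = 0.109), -1.08 for UUUU (reversed), 0.659 for U (permutation, adjusted p = 0.830) and -3.71 for U or G (reversed). For U it was 1.81 over all genes (permutation, adjusted p = 0.220) and 1.92 in UTR APA genes, and for U or G 0.675 over all genes (permutation, adjusted p = 0.638). AAUAAA reversed to -0.598 in UTR APA genes with quiescence and to -0.344 with CPSF73 knockdown, and UGUA over all genes to -0.173.

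Leaving out 1 strain leaves 1 library per side and gives values only. Genes shortened with quiescence ranged from 127 to 135 (82.2 to 83.2% lengthened), lengthened with CFIm25 knockdown from 101 to 143 (14.0 to 20.7%), shortened with CPSF73 from 173 to 229 (53.4 to 65.5%), and lengthened with CstF-64 from 188 to 204 (36.5 to 39.7%). The overlap ratios ranged from 1.18 to 1.20 and 0.907 to 0.964 for CFIm25 distal and proximal shifts, 1.49 to 1.54 and 1.39 to 1.73 for CPSF73, and 1.23 to 1.35 and 1.27 to 1.56 for CstF-64.

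Depth limits the RUD rule. Among the 382 genes with the fewest counts (median 80.1 per sample), 66.5% passed the threshold with quiescence, 64.7% with CFIm25, 48.7% with CPSF73 and 48.4% with CstF-64 knockdown. Among the 381 with the most (median 1458), 19.7, 19.9, 3.67 and 4.46% did. The count test ran the other way for CFIm25, from 6.54 to 21.8%.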

Differences from the paper's values

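The settings named here were set before the data were examined, unless said to be chosen after seeing the values. A first group of differences is in the numbers of genes with changed expression. For CFIm25 knockdown the paper's supplement lists 28 higher and 10 lower genes and edgeR called 0 and 1. DESeq2, with 25 and 10, comes near the paper's numbers. RLE size factors (0 and 1), no filter on low counts (68 and 30), the replicate block (359 and 225), kept sites only (1 and 1) and one fit of all samples (1 and 2) do not. For CPSF73 knockdown the paper lists 10 higher and 6 lower genes, against 0 and 1 here. DESeq2 (8 and 6) and no filter (8 and 7) come near, while RLE (0 and 1), the block (209 and 169), kept sites only (2 and 3) and one fit (2 and 2) do not. For CstF-64 knockdown the paper lists 95 higher and 54 lower genes, against 0 and 1 here. DESeq2 (101 and 55) and one fit of all samples (116 and 75) come near, while RLE (0 and 1), no filter (314 and 291), the block (787 and 720) and kept sites only (0 and 1) do not.

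The genes that change expression alike with quiescence and with knockdown differ with these calls. The paper's numbers are about 3 higher and about 4 lower for CFIm25, about 5 and about 2 for CPSF73, and about 25 and about 23 for CstF-64 in Fig. 4c and Figure S5C, read by eye. edgeR gave 0 and 1 for each. DESeq2 comes near with 3 and 4, 5 and 2, and 26 and 24. The block does not, with 53 and 75, 78 and 89, and 253 and 255.

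For UUUU downstream of proximal sites the paper gives p = 0.098 and Fisher's exact test here gave p = 0.0640. The count test in place of the threshold (Fisher's exact test, p = 0.0670) does not differ by the same measure, a minimum of 20 counts (Fisher's exact test, p = 0.00680) does, and so does leaving out A-rich sites (Fisher's exact test, p = 0.365), which was chosen after seeing the values. Of the factors in Table S5, the paper's adjusted p values put 3 as higher with quiescence and edgeR called 5. DESeq2 (3) and kept sites only (4) come near, while RLE, no filter, the block and one fit of all samples give 5.

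Other numbers lie near the paper's. Restricting genes to those with a distal site in a terminal exon, a choice made after seeing the values, gives the paper's 714 changed, 628 lengthened and 572 lengthened UTR APA genes with quiescence, and the lists of its supplement for the knockdowns: 80 and 573 for CFIm25, 239 and 127 for CPSF73, and 123 and 257 for CstF-64.

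Some statements differ in direction or ranking. The discussion speaks of CFIm25 downregulation as repressing the use of proximal sites, whereas CFIm25 knockdown shifted 576 genes to the proximal and 80 to the distal site. ACTR2 and IQGAP1 are given as genes whose APA changes with CstF-64 knockdown and with quiescence, without a direction, and their RUD moved in opposite directions: -0.0714 and 0.0764 for ACTR2, -0.102 and 0.455 for IQGAP1. Cyclin D1 is described as the transcript that falls most with CstF-64 knockdown, and CCND1 was number 2 of 55 by fold in DESeq2, 72 of 720 with the block and 106 of 10428 in edgeR. The higher expression of lengthened genes had a permutation p = 0.0610 and p = 0.177 in strains 1 and 2. The lower share of sites without a hexamer with CPSF73 knockdown had an adjusted p = 0.0964, and UGUA in UR APA genes an adjusted p = 0.0975 (Fisher's exact tests). Both have the paper's direction, and before the adjustment over 18 comparisons, which was added here, Fisher's exact tests gave p = 0.0482 and p = 0.0325, the latter with an adjusted p = 0.0343 at a minimum of 20 counts. UG-rich sequence did not differ in UTR or UR APA genes taken alone (permutation, adjusted p = 0.126 and adjusted p = 0.346).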

Other observations

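The edgeR and DESeq2 fits of expression and the test of the fraction of U were set beforehand. The other tests below were chosen only after the result was seen.

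Genes that lengthen with quiescence more often shorten than lengthen with CFIm25 or CstF-64 knockdown, but so do genes with 2 sites in general. Over all of these, 576 shortened and 80 lengthened with CFIm25 knockdown, and 258 and 125 with CstF-64 knockdown. Particular to the genes lengthened with quiescence is only the excess over matched lists. With CFIm25 knockdown 339 of the 631 shortened (matched lists 293.6, permutation p = 1e-04, the smallest possible), and with CstF-64 knockdown 163 (matched lists 140.1, permutation p = 3.0e-04). Starting RUD and counts are therefore unlikely to be the whole source of these overlaps. The transcripts of all 3 factors were lower with quiescence, with log2 fold changes of -0.97 for NUDT21 (edgeR, adjusted p = 0.00551), -0.68 for CPSF3 (edgeR, adjusted p = 0.0199) and -1.92 for CSTF2 (edgeR, adjusted p = 0.00141). Were a lower level of 1 factor the cause of the shift, the RUD differences would correlate positively between its knockdown and quiescence. They had a Pearson correlation of -0.217 for CFIm25, -0.0908 for CstF-64 and 0.235 for CPSF73. Within strains 1 and 2 it was -0.138 and -0.191 for CFIm25, -0.0189 and -0.105 for CstF-64, and 0.144 and 0.161 for CPSF73. Lower CFIm25 alone is therefore unlikely as the cause. For CstF-64 the value lay near 0 in strain 1, and these correlations cannot decide. The RUD differences of its knockdown correlated at only 0.177 between the strains, and the count test called 0 genes, so they hold little signal to compare. Lower CPSF73 may contribute. The correlation runs across genes, knockdown at 48 hours is not quiescence, and other causes of a weak positive correlation were not tested.

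The numbers of genes past the RUD threshold with CPSF73 and CstF-64 knockdown, 370 and 383, are near the 373 found between control siRNA and proliferating fibroblasts. Counting error and differences between single libraries are unlikely as the whole source, since the RUD differences of the 2 strains, which share no library, had a Pearson correlation of 0.121 for CPSF73 and 0.177 for CstF-64, but most single genes in these lists were not separable from such error by the count test. Between control siRNA and proliferating fibroblasts, edgeR called 616 genes higher and 453 lower in expression, and these libraries do not separate the siRNA from transfection or culture.

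Among UR proximal sites without a hexamer, 41 of 57 were A-rich, against 33 of 132 with one. Leaving out A-rich sites reduced the difference in sites without a hexamer to -6.92 points, while random removal of as many sites left -30.7 on average (range -46.3 to -14.6). Priming within A-rich sequence may therefore account for part of that difference. For the fraction of U, the test was set before its result was seen, and the difference fell to 0.659, below all random removals (1.91 to 14.1), so the same may hold there. For AUUAAA over all genes, Fisher's exact test without A-rich sites gave p = 0.00453, but an adjusted p = 0.0816 against 6.2e-04 with all sites, so whether priming adds to that difference stays open. Removing A-rich sites can also remove true sites.

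For lengthened genes, counts on the proximal site fell (median log2 ratio -0.47 and -0.75 in strains 1 and 2) and counts on the distal site rose (0.34 and 0.40). For the other genes both sites fell.

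BOC was higher with quiescence (log2 fold change 1.24, edgeR, adjusted p = 0.0495; DESeq2, adjusted p = 0.0549), with 85.7 and 86.3% of the counts of its 2 sites on the distal site in 7dCI and 19.3 and 14.3% in proliferating fibroblasts. The summed counts of INF2, 42 to 48 per library, were not called as changed (log2 fold change 0.19, edgeR, adjusted p = 0.566). INF2 lacks a second kept site, so the change in its site use that the paper reports from real-time PCR could not be examined here.

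The log2 fold changes in the paper's supplementary lists of changed genes had a Pearson correlation of 0.984 for CstF-64 knockdown with those of DESeq2 here, and 143 of the 149 listed genes had an adjusted p under 0.05. CSTF2, the targeted gene, is not in that list, and DESeq2 gave it no adjusted p here. The copy of the quiescence list that was read is cut short.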
